# Stromal androgen signaling acts as tumor niches to drive prostatic basal epithelial progenitor-initiated oncogenesis

**DOI:** 10.1038/s41467-022-34282-w

**Published:** 2022-11-02

**Authors:** Alex Hiroto, Won Kyung Kim, Ariana Pineda, Yongfeng He, Dong-Hoon Lee, Vien Le, Adam W. Olson, Joseph Aldahl, Christian H. Nenninger, Alyssa J. Buckley, Guang-Qian Xiao, Joseph Geradts, Zijie Sun

**Keywords:** Prostate cancer, Cancer microenvironment, Cancer models, Oncogenes

## Abstract

The androgen receptor (AR)-signaling pathways are essential for prostate tumorigenesis. Although significant effort has been devoted to directly targeting AR-expressing tumor cells, these therapies failed in most prostate cancer patients. Here, we demonstrate that loss of AR in stromal sonic-hedgehog Gli1-lineage cells diminishes prostate epithelial oncogenesis and tumor development using in vivo assays and mouse models. Single-cell RNA sequencing and other analyses identified a robust increase of insulin-like growth factor (IGF) binding protein 3 expression in AR-deficient stroma through attenuation of AR suppression on Sp1-regulated transcription, which further inhibits IGF1-induced Wnt/β-catenin activation in adjacent basal epithelial cells and represses their oncogenic growth and tumor development. Epithelial organoids from stromal AR-deficient mice can regain IGF1-induced oncogenic growth. Loss of human prostate tumor basal cell signatures reveals in basal cells of stromal AR-deficient mice. These data demonstrate a distinct mechanism for prostate tumorigenesis and implicate co-targeting stromal and epithelial AR-signaling for prostate cancer.

## Abstract (web summary)

Prostate stromal cells can contribute to prostate tumorigenesis. Here the authors show that the loss of androgen receptor signalling in Gli1-lineage stromal cells diminishes prostate epithelial oncogenic transformation and tumor growth in mouse models and this is due to insulin-like growth factor binding protein 3-mediated inhibiting IGF1 and Wnt/β-catenin signalling activation.

## Introduction

The prostate is an androgen-regulated organ^1^. The activation of the androgen receptor (AR) through direct binding of androgens contributes to prostate tumorigenesis^2,3^. Over the past decades, significant effort has been devoted to determining the intrinsic mechanism underlying AR action in prostate tumor cells^4–6^. Androgen deprivation therapy (ADT) directly targeting AR-expressing prostate tumor cells fails in most prostate cancer patients who consequently develop castration-resistant prostate cancer (CRPC), an incurable disease^2,3^. Therefore, the role of AR in prostate tumorigenesis needs to be re-evaluated for designing effective therapeutic strategies.

Emerging evidence has shown that the dynamic interactions of prostate cancer cells with their surrounding stroma are essential in tumor initiation, progression, and hormone refractoriness^7–10^. The AR is also expressed in prostate stromal cells^11–13^. However, the regulatory role of stromal AR in facilitating prostate epithelial oncogenesis remains largely unknown. Additionally, the presence and identity of prostate stromal cells acting as a tumor niche are also unclear. An indispensable role of stromal AR action in sonic hedgehog (Shh) responsive Gli1-lineage cells in prostate development, pubertal growth, and regeneration has been reported^14^, implicating the critical role of paracrine interactions between prostatic epithelia and stroma during prostate development and growth.

In this study, using in vivo tissue recombination assays and newly generated mouse models, we examined if stromal AR signaling in Gli1-lineage cells acts as tumor niches in prostate oncogenesis. We demonstrate that loss of AR in stromal Shh-responsive Gli1-lineage cells diminishes prostate epithelial oncogenesis and tumor development. Single-cell RNA sequencing analyses and other experimental approaches identify robust increased expression of insulin-like growth factor binding protein 3 (IGFBP3) in AR-deficient Gli1-lineage stromal cells through attenuation of AR suppression on Sp1-regulated transcription. Aberrantly increased IGFBP3 impairs IGF1-induced Wnt signaling activation in subsets of basal epithelial cells, directly inhibiting prostatic epithelial oncogenic growth and tumor development. Incubation of IGFBP3 with IGF1 also showed to significantly attenuate IGF1-induced oncogenic growth of prostatic organoids derived from mouse basal epithelia. Loss of human prostate tumor basal cell signatures was identified in basal cells of stromal AR-deficient mice. These data demonstrate the critical role of stromal AR in Gli1-lineage cells, acting as a tumor niche to support prostate epithelial tumorigenesis and implicate the underlying mechanisms for hormone refractoriness and CRPC development through dysregulation of stromal AR on IGFBP3-IGF1 signaling during ADT therapies. Therefore, further investigation of therapeutic strategies by co-targeting reciprocal interactions of AR and IGF1 pathways between epithelial tumor cells and surrounding tumor niches may improve clinical outcomes for advanced prostate cancer.

## Results

### Loss of stromal AR in Gli1-lineage cells diminishes prostatic epithelial oncogenesis

Using in vivo tissue recombination assays, we first examined if stromal AR action in Gli1-lineage cells acts as a tumor niche to support prostate epithelial oncogenesis^15^. The urogenital sinus mesenchyme (UGM) of either *Ar*^*L/Y*^*:Gli1*^*CreER/+*^ (ARKO) mice^14^, with tamoxifen (TM) induced *Ar* deletion in Gli1-expressing cells, or *Gli1*^*CreER/+*^ controls, and the urogenital sinus epithelium (UGE) of *Ctnnb1*^*L(ex3)/+*^*:PB*^*Cre4*^ mice, a prostate cancer model, with stabilized β-catenin expressed in prostate epithelium were isolated at E16.5, and transplanted together under the renal capsule of NOD/SCID mice (Fig. 1a). Gross analyses after 12-week implantation showed noticeable impaired growth in grafts combined with AR-deficient UGM and *Ctnnb1*^*L(ex3)/+*^*:PB*^*Cre4*^ UGE in comparison to counterparts with control UGM, which were transparent and significantly heavier (*p* = 0.012) and larger than the ARKO grafts (left panel, Fig. 1b, c, d vs 1h, i). Pathological lesions resembling typical mouse prostatic intraepithelial neoplasia 3–4 (mPIN3 to 4)^16^ appeared in the control UGM combined grafts (Fig. 1e). Immunohistochemical analyses (IHC) showed positive nuclear and cytoplasmic β-catenin in atypical cells within PIN lesions, implicating the oncogenic role of stabilized β-catenin in PIN formation (red arrows, Fig. 1f). Positive nuclear AR staining appeared in both atypical epithelial and stromal cells (pink and blue arrows, respectively, Fig. 1g). In contrast, grafts derived from ARKO UGM with *Ctnnb1*^*L(ex3)/+*^*:PB*^*Cre4*^ UGE showed mild pathological lesions resembling prostatic hyperplasia and PIN1 (Fig. 1j). Accordingly, very few cells showed positive β-catenin nuclear staining (*p* < 0.001; red arrow, Fig. 1k; Supplementary Fig. 1a). Positive nuclear AR staining mainly appeared in epithelial cells but was lacking in stromal cells (pink arrows, Fig. 1l). Significantly fewer Ki67+ cells (*p* = 0.001) appeared in the above grafts than those derived from control UGM (right panel, Fig. 1b). In this study, we also performed tissue recombination assays using AR-deficient and control UGMs as described above with UGEs isolated from another prostate cancer mouse model, *Pten*^*L/L*^*:PB*^*Cre4*^ mice^17^, and observed mild pathologic changes and impaired oncogenic growth in the samples recombined with AR-deficient UGMs (Supplementary Fig. 1b, c). Altogether, these data demonstrate a promotional role of stromal AR signaling in Gli1-expressing cells to support prostate epithelial oncogenesis and tumor initiation.

**Fig. 1:**
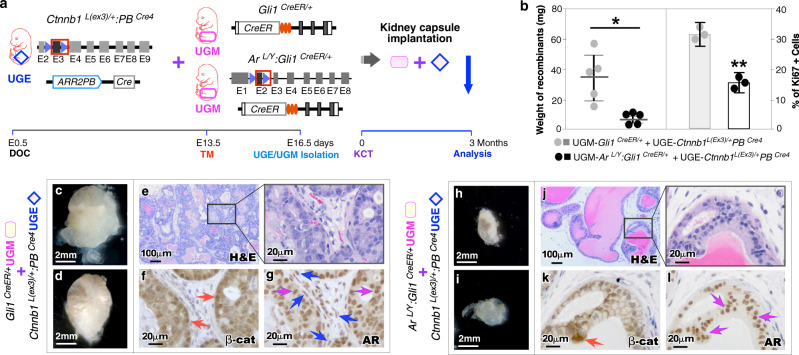
Deletion of AR in Gli1-expressing cells in the UGM impairs UGE oncogenic xenograft growth. **a** Schematic of the experimental timeline for tissue recombination and kidney capsule transplantation. Urogenital sinus epithelium (UGE) from *Ctnnb1*^*L(ex3)/+:*^*PB*^*Cre4*^ embryos and urogenital sinus mesenchyme (UGM) from *Gli1*^*CreER/+*^ or *Ar*^*L/Y*^*:Gli1*^*CreER/+*^ embryos after activation of *Gli1*^*CreER/+*^ are recombined and grown under the renal capsule of host mice. DOC, day of conception; TM, tamoxifen; KCT, kidney capsule transplantation. **b** Weights of xenograft recombinants from the indicated UGE and UGM combinations (left panel). Quantification of the percentage of Ki67^+^ cells per total cells (right panel). Data are represented as mean ± SD of five biological replicates. Two-sided Student’s *t* test, ^*^p < 0.05, ^**^p < 0.01. Source data and the exact *p*-values are provided as a Source Data file. **c**–**l** Representative gross (**c**–**d**, **h**–**i**), hematoxylin-eosin (H&E) (**e**, **j**), and immunohistochemistry (IHC) for β-catenin (β-cat) and androgen receptor (AR) (**f**–**g**, **k**–**l**) images of xenograft tissues from the indicated UGE and UGM combinations. Scale bars, 2 mm (**c**–**d**, **h**–**i**), 100 μm (**e**, **j**), and 20 μm (**f**–**g**, **k**–**l**). The nuclear expression of β-cat in the epithelium is indicated by red arrows. Pink and blue arrows indicate epithelial and stromal AR^+^ cells, respectively.

### Deletion of stromal AR in Gli1-lineage cells impairs prostatic epithelial oncogenesis and tumor development

To evaluate intrinsic stromal AR signaling in prostatic epithelial oncogenesis, we developed *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice, in which the *human c-Myc* transgene (*hMycTg*) expression controlled by the modified probasin promoter in prostate epithelium^18^ co-occurs with stromal *Ar* deletion regulated by *Gli1*-driven *CreER* in prostate stroma^14^ (Fig. 2a). A significant impairment of mPIN and adenocarcinoma development was observed in *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice in comparison with *Hi-Myc:Gli1*^*CreER/+*^ controls when they both received TM at postnatal day 14, P14 (Fig. 2b). Grossly, prostates of 2- and 6-month-old *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice were significantly smaller and weighed less (*p* = 3.97 × 10^−8^ and *p* = 0.003, respectively; Fig. 2c) than those of age-matched *Hi-Myc:Gli1*^*CreER/+*^ littermates (Figs. 2d and 2e vs 2f and 2g). Pathological analyses showed mPIN3 and 4 as well as prostatic adenocarcinoma lesions in 2- and 6-month-old *Hi-Myc:Gli1*^*CreER/+*^ mice, respectively, similar to the lesions reported in original Hi-Myc mice^18^ (Fig. 2d, e, h). In contrast, only prostatic hyperplasia and PIN1 or 2 lesions revealed in prostate tissues of age-matched *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ counterparts (Fig. 2f–h). IHC analyses showed specific nuclear Myc staining in atypical and tumor cells in prostate tissues of both 2- and 6-month-old HiMyc mice (red arrows, Fig. 2d, e), demonstrating Myc-induced oncogenesis. Positive AR staining appeared in both epithelial and stromal cells in the above samples (pink and blue arrows, Fig. 2d, e). In contrast, in samples of age-matched *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice, few atypical cells showed positive Myc, and AR staining appeared in epithelial cells but not in stromal cells (*p* < 0.01; pink arrows, Fig. 2f, g; Supplementary Fig. 1d). Additionally, less Ki67+ cells appeared in *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice than in *Hi-Myc:Gli1*^*CreER/+*^ counterparts (*p* < 0.01; Fig. 2d, e vs f, g; Supplementary Fig. 1e). In this study, we also examined stromal AR action in Gli1-lineage cells to promote PIN and tumor progression by injecting TM to 2-month-old *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ and *Hi-Myc:Gli1*^*CreER/+*^ mice and analyzed them at 6-months of age (Supplementary Fig. 1f). Mild pathological changes reflecting impaired PIN and prostate tumor development revealed in *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice in comparison with the age-matched *Hi-Myc:Gli1*^*CreER/+*^ counterparts (Supplementary Fig. 1g–j). Taken together, these results demonstrate a promotional role of stromal AR signaling in Gli1-lineage cells to support prostatic epithelial oncogenesis and tumor development, which also provides experimental evidence to use these relevant models for in-depth molecular analyses.

**Fig. 2:**
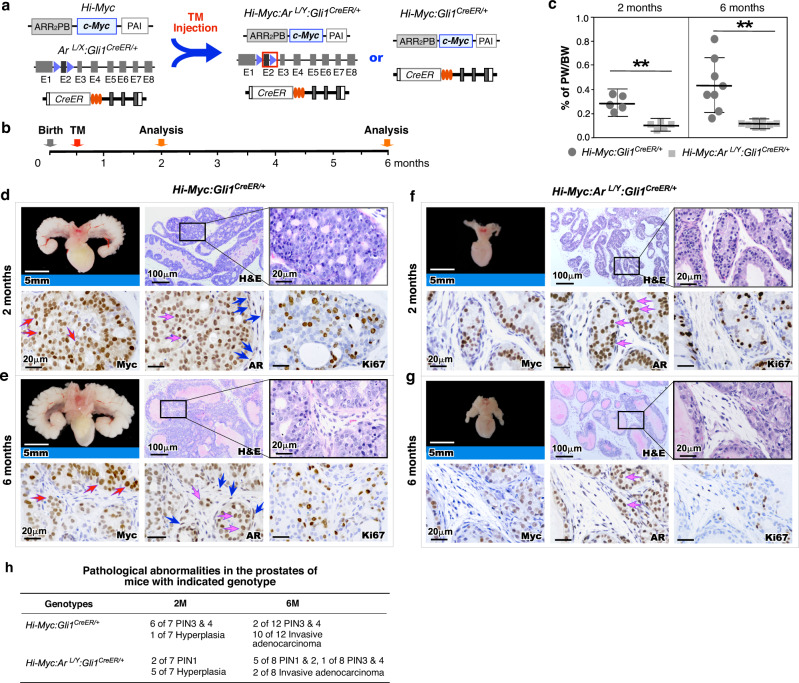
Deletion of AR in Gli1-expressing cells impairs prostate epithelial oncogenic transformation and growth in vivo. **a** Schematic for generating *Hi-Myc:Gli1*^*CreER/+*^ and *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice. **b** Schematic of experimental timeline for tamoxifen (TM) injection and analysis. **c** Ratio of prostate weight (PW) versus whole body weight (BW) as percentages of 2-month-old mice (left panel; *n* = 5 biological replicates) and 6-month-old mice (right panel; *n* = 8 biological replicates). Data are represented as mean ± SD of indicated biological replicates. Two-sided Student’s *t* test, ^**^p < 0.01. Source data and the exact *p* values are provided as a Source Data file. **d**–**g** Representative images of gross urogenital tissues, H&E, and IHC staining for Myc, AR, and Ki67 in adjacent prostate tissue sections of *Hi-Myc:Gli1*^*CreER/+*^ and *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice. Red arrows indicate nuclear Myc^+^ cells. Epithelial and stromal AR^+^ cells are indicated by pink and blue arrows, respectively. **h** Table summarizing the pathological abnormalities in the prostates of 2- and 6-month-old *Hi-Myc:Gli1*^*CreER/+*^ and *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice after activation of *Gli1*^*CreER/+*^ at 2 weeks of age. PIN prostatic intraepithelial neoplasia.

### Deletion of AR in stromal Gli1-lineage cells impairs prostatic basal epithelial cell-mediated oncogenesis

We developed *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice, further referred to as HiMyc and HiMyc-ARKO mice later, respectively (Supplementary Fig. 2a, b), which showed similar pathological lesions as observed in *Hi-Myc:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ and *Hi-Myc:Gli1*^*CreER/+*^ counterparts but express *CreER* activated membrane green fluorescent protein (mGFP) in Gli1-lineage cells^19^. 

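In the deposited single-cell table, HiMyc is represented by 10810 prostate cells with 170108915 UMIs and HiMyc-ARKO by 5573 cells with 28100560 UMIs, 1 library per genotype. HiMyc mice carry a human MYC transgene (hMycTg) in prostate epithelium, and in HiMyc-ARKO mice the androgen receptor gene Ar is also deleted in Gli1-lineage stromal cells, which are marked by membrane-bound GFP (mGFP). The HiMyc cells were deeper, with a median of 12188.5 UMIs per cell against 2557 in HiMyc-ARKO. Reads had been aligned by the authors with Cell Ranger 3.1.0 to mm10 with added mGFP and hMycTg sequences, and the deposited values are natural logs of 1 plus counts per 10000 UMIs of a cell. Whole UMIs were computed back from these values, and 100% of 31886291 nonzero values in HiMyc and 7483046 in HiMyc-ARKO lay within 0.02 of a whole number. The barcodes fall in 2 sets, and the set of 10810 cells was taken as HiMyc because the paper gives that number. The mean UMIs per cell computed here were 15736.3 in that set and 5042.27 in the other, and the paper gives 15736 for HiMyc and 5041 for HiMyc-ARKO. Both sets were integrated with Seurat 5.3.0 on 5000 variable genes and 20 dimensions and clustered at a resolution of 0.5. The genes compared here, among them hMycTg, mGFP, Ar, Igf1r and Igfbp3, were left out of the variable genes. Clusters were named from marker genes, as basal-like, luminal-like and so on, and the study's own class names may differ. Cells called doublets were kept. A gene's level is given in CPM, from its UMIs over all UMIs of the cells of a class, and log2 ratios are HiMyc over HiMyc-ARKO. Levels carry 95% Poisson intervals, ratios 95% intervals from the exact conditional binomial, and shares of cells 95% Clopper-Pearson intervals. A class-specific log2 ratio is the ratio in a class minus the median ratio of the same gene in the other classes with at least 200 cells in both libraries. A gene is called higher or lower by size, 1.5-fold with at least 20 UMIs in both groups together. Because the libraries differ in depth, shares of cells with a UMI are given at each cell's own depth and with cells thinned to 2000 UMIs. The libraries also differ in their barcodes. Only 25.7% of HiMyc-ARKO cells had a 7-base barcode start seen in HiMyc, against 99.7% between random splits of HiMyc. The paper and the sample labels name different versions of the library chemistry. A difference in library preparation thus cannot be told apart from genotype in any ratio here. With 1 library per genotype no test between genotypes can be made, cells are not replicates, and the intervals cover counting error only.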

Given HGPIN lesions and prostatic adenocarcinoma lesions developed in 2- and 6-month-old *Hi-Myc:Gli1*^*CreER/+*^ mice, we performed single-cell RNA sequencing (scRNA-seq) using prostate tissues of 3-month-old HiMyc and HiMyc-ARKO mice to assess the molecular mechanisms for stromal AR signaling in early prostate epithelial tumorigenesis. After the data processing (Supplementary Fig. 2c–j; also see “Methods”), both HiMyc and HiMyc-ARKO samples were visualized individually using the uniform manifold approximation and projection (UMAP) and then merged and clustered for analysis of molecular changes induced by stromal AR deletion Gli1-lineage cells^20^ (Fig. 3a). A total of 8 cell subsets were identified based on their transcriptomic profiles^21–24^ (Fig. 3b; Supplementary Fig. 2k–l) and aligned in separated UMAP plots of HiMyc and HiMyc-ARKO samples (Fig. 3c), demonstrating their comparable cellular properties. 

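Basal-like cells, which express the keratins Krt5, Krt14 and Krt15 of the prostate basal layer, made up 41.6% of HiMyc cells (40.7 to 42.6) and 8.00% of HiMyc-ARKO cells (7.30 to 8.75). Fibroblast-like cells stood the other way round, at 11.7% in HiMyc and 38.6% in HiMyc-ARKO. Luminal-like cells made up 15.5% and 10.9%, leukocyte-like cells 13.3% and 6.59%, endothelial-like cells 4.42% and 1.33%, and smooth muscle-like cells 0.601% and 4.56%. Pericyte-like cells, marked by Rgs5 and Gja4, were 1.68% and 0.682%, and glia-like cells, marked by the myelin genes Plp1 and Mpz, were 0.722% and 0.861%. The basal-like clusters were led by Krt14 and Krt15 in one and by Lypd3, Aqp3 and Ly6d in another. The luminal-like clusters were led by Scgb2b27, Cxcl17 and Pigr, by Wfdc12 and Defb50, and by Tgm4 and Pbsn, all of them genes of secretory epithelium. A fibroblast-like cluster led by Mgp, Bgn and Cxcl14 held 829 cells in HiMyc and 952 in HiMyc-ARKO, and another led by Sult1e1, Cxcl13, Ptx3 and C3 held 432 and 1201. Macrophage genes (Lyz2, C1qb), cytotoxic genes (Gzmb, Nkg7), T cell genes (Cd3g, Icos) and antigen-presenting genes (Ccr7, H2-Aa) led separate leukocyte-like clusters. Of the remaining cells, 377 in HiMyc and 1434 in HiMyc-ARKO formed a shallow cluster led by the immediate-early genes Egr1, Fosb and Fos, and 675 and 85 a cluster led by Gm26917 and Lars2. These clusters, and one of cycling cells with 79 and 64, were left unnamed. Median depth in HiMyc and HiMyc-ARKO was 14384 and 3246 UMIs in basal-like, 34306 and 20080 in luminal-like and 8564 and 2779 in fibroblast-like cells. Shares of classes depend on dissociation and on loading, and the table ends before the last HiMyc-ARKO cell that the paper counts.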

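In luminal-like cells hMycTg was measured at 588 CPM (582 to 594) in HiMyc and 871 CPM (855 to 887) in HiMyc-ARKO, a log2 ratio of −0.57, under the 1.5-fold size. In all basal-like cells it was 29.8 CPM (28.6 to 31.1, from 2129 UMIs) in HiMyc and 22.6 CPM (15.9 to 31.1, from 37 UMIs) in HiMyc-ARKO. The log2 ratio in basal-like cells, 0.40, had an interval of −0.07 to 0.91, so a difference was not detectable at this depth. Cells that should lack an epithelial transgene carried about as much or more, with 46.4 and 41.2 CPM in leukocyte-like cells and 58.1 and 21.5 CPM in endothelial-like cells, and fibroblast-like cells had 44.1 and 20.7 CPM. Genes of luminal secretion were likewise seen in both classes. In HiMyc probasin (Pbsn), an androgen-regulated secretory protein, stood in basal-like cells at 3.05% of its luminal-like level and in leukocyte-like cells at 4.50%. Msmb, a prostate-secreted protein, stood at 2.67% and 4.32%, and the transglutaminase Tgm4 of seminal fluid at 2.66% and 4.45%. In HiMyc-ARKO the order of the classes was reversed for these genes, with Pbsn at 5.07% and 4.14%, Msmb at 3.898% and 3.37% and Tgm4 at 8.28% and 3.62%. It was not reversed there for Sbp (3.49% and 3.68%), Spink1 (3.85% and 4.33%) or Azgp1 (2.10% and 3.22%), and Hoxb13, a transcription factor of luminal cells, was higher in basal-like than in leukocyte-like cells of both libraries (7.67% and 4.63% in HiMyc, 9.84% and 2.68% in HiMyc-ARKO). hMycTg stood at 5.07% and 7.90% of its luminal-like level in HiMyc, and at 2.59% and 4.72% in HiMyc-ARKO. The hMycTg level of basal-like cells thus lay below that of leukocyte-like cells in both libraries, and is read here as background.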

UMAP expression plots showed that *hMycTg* expression was comparable in luminal epithelial cell sets of both samples but reduced in basal epithelial cell sets in ARKO samples in comparison with HiMyc samples (pink and green arrows, Fig. 3c). 

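Among the named classes, the mGFP reporter was highest in fibroblast-like and smooth muscle-like cells of both libraries. In fibroblast-like cells it was 2763 CPM (2733 to 2794) in HiMyc and 1749 CPM (1716 to 1782) in HiMyc-ARKO, a log2 ratio of 0.66 (0.63 to 0.69). Smooth muscle-like cells went the other way, with 2628 CPM in HiMyc and 5217 CPM in HiMyc-ARKO and a log2 ratio of −0.99 (−1.06 to −0.92). The unnamed cluster of immediate-early genes had 2393 and 2390 CPM, in HiMyc-ARKO more than fibroblast-like cells. Pericyte-like cells, the contractile cells of small vessels, had 1547 and 865 CPM. An mGFP UMI was seen in 72.9% of fibroblast-like cells of HiMyc (70.3 to 75.3) and 50.4% of those of HiMyc-ARKO (48.3 to 52.5). After thinning these shares were 65.8% and 48.7%, with 13 HiMyc and 394 HiMyc-ARKO cells too shallow to be thinned. In smooth muscle-like cells the shares were 72.3% (59.8 to 82.7) and 87.0% (82.2 to 90.9). Background in leukocyte-like cells was 18.4% and 11.7% of cells at median depths of 8964 and 2128 UMIs, or 64.5 and 153 CPM, and thinned it was 5.39% and 12.8%. Basal-like cells had 80.4 and 197 CPM, luminal-like cells 42.9 and 42.0 CPM and endothelial-like cells 129 and 172 CPM.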

*Gli1-CreER* activated *mGFP* expression was observed in fibroblasts and smooth muscle cell subsets of both samples, further confirming the stromal cell properties of Gli1-lineage cells (blue arrows, Fig. 3c). Reduction of *Ar* expression appeared in stromal cell subsets of HiMyc-ARKO mice (grey arrows, Fig. 3c). 

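Ar, which encodes the androgen receptor and lies on chromosome X of mm10 from 98148769 to 98323215, was lower in smooth muscle-like cells of HiMyc-ARKO. Its level there was 74.7 CPM in HiMyc (58.1 to 94.5, 65 cells) and 30.7 CPM in HiMyc-ARKO (20.7 to 43.9, 254 cells), a log2 ratio of 1.28 (0.64 to 1.95). In all fibroblast-like cells Ar was 57.7 CPM (53.4 to 62.3) and 51.5 CPM (46.0 to 57.4), and the log2 ratio of 0.17 had an interval of −0.03 to 0.36 that includes 0. An Ar UMI was seen in 31.1% of fibroblast-like cells of HiMyc and 12.6% of those of HiMyc-ARKO, but after thinning in 8.01% (6.57 to 9.66) and 8.87% (7.58 to 10.3). In smooth muscle-like cells these shares were 53.8% and 9.84%, and thinned 9.09% (3.02 to 20.0) and 6.14% (3.40 to 10.1). Classes outside the Gli1 lineage differed as well. Leukocyte-like cells had 50.5 and 22.4 CPM, a log2 ratio of 1.17 (0.59 to 1.82), basal-like cells 33.7 and 22.0 CPM and luminal-like cells 43.0 and 37.5 CPM. The lowest level among these classes was in endothelial-like cells, at 13.2 and 17.9 CPM. The paper's text does not name the deleted part of Ar. A 3′ tag can lie outside it, so Ar UMIs do not by themselves measure the deletion.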

To gain higher resolution of *hMycTg* expression induced cellular and molecular changes, we separated epithelial cells from other non-epithelial cells, and re-clustered them. Ten epithelial cell clusters were identified, including 3 basal, 6 luminal, and 1 other epithelial cluster, OE (Fig. 3d; Supplementary Fig. 3a, b). 

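Re-clustering 6849 HiMyc and 1141 HiMyc-ARKO epithelial cells gave sub-clusters 0 to 12, of which 0 and 1 were basal-like and 2, 4 and 8 luminal-like. The cells re-clustered include the 675 HiMyc and 85 HiMyc-ARKO cells of the unnamed cluster led by Gm26917 and Lars2. Basal-like sub-cluster 0, led by the differentiation genes Lypd3, Gsta1 and Calcb, held 1734 HiMyc and 97 HiMyc-ARKO cells, and sub-cluster 1 held 1546 and 240. Sub-cluster 1 was named from 8 basal markers over 2-fold higher there, but none of these was among its 10 leading genes, which include the smooth muscle marker Tagln. Sub-cluster 0 was named from 4 basal markers, also with none among its leading genes. The luminal-like sub-clusters 2, 4 and 8 held 735 and 248, 458 and 128, and 281 and 24 cells. Sub-cluster 9, led by the interferon-stimulated genes Cxcl10, Ifit3, Ifit1 and Isg15, held 263 cells, all of HiMyc. Sub-cluster 7, led by the secretory gene Scgb2b27 and by hMycTg itself, held 176 HiMyc and 158 HiMyc-ARKO cells. A small sub-cluster with seminal vesicle markers held 26 cells, again all of HiMyc. Sub-cluster 10 had fibroblast markers, and 32.1% of its 168 HiMyc cells and 70.5% of its 61 HiMyc-ARKO cells were called doublets. Sub-clusters 3, 5, 6, 7 and 9 had under 3 markers of a class in their favor and sub-cluster 11 was shallow, and these stayed unnamed.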

The expression of *hMycTg* appeared comparable in luminal epithelial cells with high *Krt8* expression in both HiMyc and HiMyc-ARKO samples, but reduced in *Krt14*+ basal epithelial cells in HiMyc-ARKO samples (arrows, Fig. 3e). Specifically, the percentage of *hMycTg*+ basal cells was significantly higher in HiMyc than in HiMyc-ARKO mice (*p* < 0.01; Fig. 3f). 

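Among luminal-like sub-clusters, hMycTg was detected most widely in sub-cluster 4, in 92.1% of HiMyc and 97.7% of HiMyc-ARKO cells. In sub-cluster 2 the shares were 71.3% and 59.7%, and in sub-cluster 8 they were 60.1% and 50.0%. The hMycTg-led sub-cluster 7 had 99.4% and 100% positive cells, and the unnamed sub-cluster 5 had 88.7% and 94.5%. In basal-like sub-cluster 0 an hMycTg UMI was seen in 32.4% of HiMyc and 7.22% of HiMyc-ARKO cells, and in basal-like sub-cluster 1 in 31.6% and 7.92%. These shares are at each cell's own depth. In the HiMyc-ARKO basal-like sub-clusters the median depth was 3268 and 3352 UMIs, against 16623.5 and 13724 in HiMyc.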

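At least 1 hMycTg UMI was found in 1442 of 4499 basal-like cells of HiMyc, 32.1% (30.7 to 33.4), and in 31 of 446 of HiMyc-ARKO, 6.95% (4.77 to 9.72). With every cell thinned to an equal depth, the shares were 6.54% in HiMyc (5.83 to 7.31) and 4.76% in HiMyc-ARKO (2.85 to 7.42), with 49 and 68 cells dropped. In luminal-like cells hMycTg was seen in 75.9% of HiMyc (73.8 to 78.0) and 80.2% of HiMyc-ARKO cells (76.8 to 83.3), and thinned in 43.7% and 60.5%. Leukocyte-like cells, which should lack the transgene, had an hMycTg UMI in 31.4% (29.0 to 33.8) and 11.2% (8.14 to 14.8), and thinned in 8.41% and 6.12%, with 50 and 171 cells dropped. Fibroblast-like cells had 25.1% and 5.85%, and thinned 6.97% and 4.15%. Endothelial-like cells had 30.1% and 8.11%, and thinned 11.0% and 4.00%. The basal-like share of each library was thus at or near that of cells lacking the transgene, and is read as background at this depth.

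**Figure D1:**
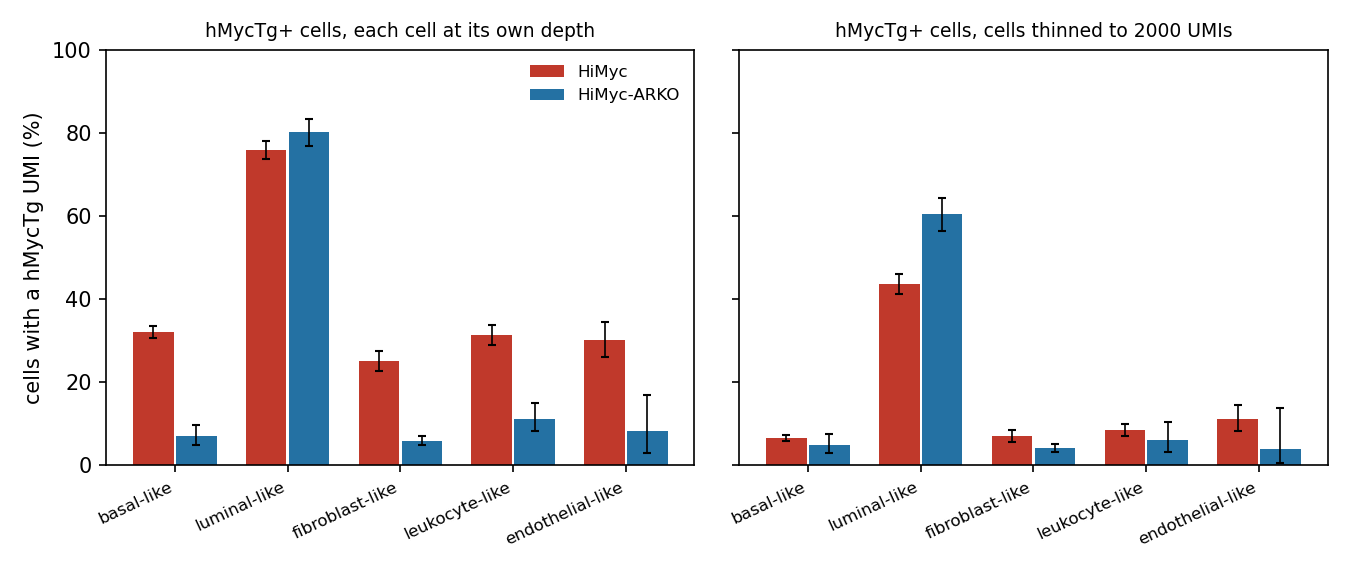
Share of cells with at least 1 hMycTg UMI (%) per cell class in HiMyc and HiMyc-ARKO, at each cell's own depth and thinned to 2000 UMIs, with bars for the share and error bars for the 95% Clopper-Pearson interval. Basal-like cells stand at 32.1% and 6.95% unthinned and at 6.54% and 4.76% thinned, near leukocyte-like cells at 8.41% and 6.12% thinned.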

IHC analyses showed Myc+ cells were clearly overlaid with CK8+ cells in PIN lesions on adjacent prostate tissues sections of both HiMyc and HiMyc-ARKO mice (top panel, Fig. 3g). However, noticeable overlays between Myc+ and CK14+ cells only appeared in PIN lesions of HiMyc mice (red arrows, Fig. 3g). In contrast, CK14+ cells were mainly localized in basal cell layers in HiMyc-ARKO samples. Co-immunofluorescent analyses (Co-IF) further identified a significant increase of CK14+ Myc+ atypical cells in PIN lesions of HiMyc samples (*p* < 0.01; yellow arrows, Fig. 3h; Supplementary Fig. 3c). Myc+ luminal cells overlaying with AR and CK8 staining also appeared in both HiMyc and HiMyc-ARKO samples (Fig. 3h). Using triple-IF approaches, we further identified CK8+ CK14+ and CK8+ CK14+ Myc+ cells in HiMyc samples, indicating the intermediate cell properties of some CK14+ cells in the samples (white arrows, Supplementary Fig. 3d). Prostatic basal epithelial cells are directly adjacent to stromal cells and possess progenitor properties^23,25^. Specifically, Myc+ basal epithelial cells have been shown to function as prostate tumor-initiating cells in Hi-Myc mice^26^. Therefore, our data of identifying reduced atypical Myc+ basal cells in PIN tissues of HiMyc-ARKO mice implicate an underlying mechanism by which stromal AR deletion in Gli1-lineage cells impairs prostatic oncogenesis and tumor development.

**Fig. 3:**
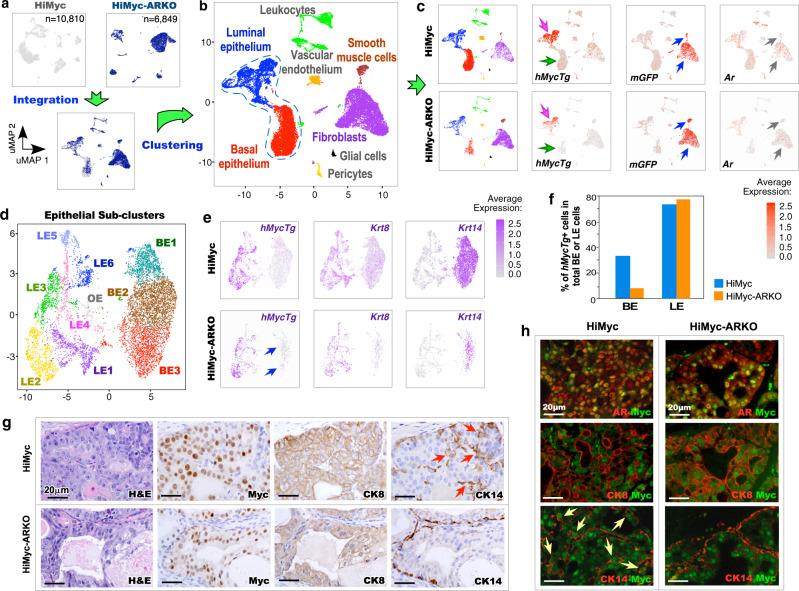
Loss of AR in Gli1-lineage stromal cells impacts the basal epithelial compartment at a single cell resolution. **a** Uniform Manifold Approximation and Projection (UMAP) visualization of 10,810 individual cells from *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ prostates (top left, gray), 6849 individual cells from *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ prostates (top right, dark blue), and integrated cells (bottom). **b** UMAP representation showing cell-type cluster identities based on gene expression profiles. The dotted line delineates the prostatic epithelial cells. **c** UMAP plots separated by indicated genotype from **b** (Far left) and gene expression levels in *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ (top) and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ (bottom). Color intensity indicates the scaled expression level in each cell. Pink and green arrows indicate luminal and basal epithelial cell clusters, respectively, and blue and grey arrows indicate stromal fibroblast and smooth muscle cell clusters, respectively. **d** UMAP visualization of epithelial cells sub-clustered, re-clustered, and labeled by cell type. BE, basal epithelial cells; LE, luminal epithelial cells; OE, other epithelial cells. **e** Gene expression levels of markers for human *Myc* transgene (*hMycTg*), LE (*Krt8*), and BE (*Krt14*). **f** Graph showing the percentage of *hMycTg*^+^ cells per total basal or luminal cells in each genotype. Source data are provided as a Source Data file. **g** Representative images of H&E and IHC staining for Myc, cytokeratin 8 (CK8), and cytokeratin 14 (CK14) in adjacent prostate tissue sections of 3-month-old *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ (top) and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ (bottom) mice. Scale bars, 20 μm. Red arrows indicate CK14^+^ cells infiltrating towards the lumen. **h** Colocalization of Myc with either AR, CK8, or CK14 from indicated prostate tissues. Yellow arrows indicate Myc^+^CK14^+^ cells. Scale bars, 20 μm.

### Deletion of AR in stromal Gli1-lineage cells impedes IGF1-induced Wnt/β-catenin activation in prostatic basal epithelia

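Among hMycTg+ basal-like cells, 1442 of HiMyc and 31 of HiMyc-ARKO, Psca, a surface antigen of prostate epithelium, was higher in HiMyc by the size rule. It had 14674 UMIs in HiMyc and 0 in HiMyc-ARKO and was at least 32.4-fold higher against a floor of 3 UMIs. The neuropeptide gene Calcb had a log2 ratio of 5.27 (3.41 to 8.31, 2 UMIs in HiMyc-ARKO), the matrix protease Mmp7 5.00 (2.52 to 10.30, 1 UMI), the retinoic acid enzyme Aldh1a3 4.27 (1.79 to 9.58, 1 UMI) and the endothelin gene Edn1 3.09 (1.73 to 4.96). S100a6, a calcium-binding protein, had 2.49 (2.31 to 2.68), and Hspa1b, Anxa8 and Mbd2, a chaperone, an annexin and a methyl-CpG binding protein, had 3.98, 4.60 and 3.50. Higher in HiMyc-ARKO were the immediate-early genes Fos at −4.37 (−4.59 to −4.13) and Fosb at −4.36, and the hyaluronan-binding gene Tnfaip6 at −7.07. Also higher there were the collagens Col1a1 at −4.37 and Col1a2 at −3.92, Igf1 at −4.04, the chemokine Ccl5 at −4.23, Lsp1 at −5.37, Cd34 at −4.76 and the luminal gene Msmb at −3.93. These genes were chosen by a rule that requires a class-specific log2 ratio of at least 1 in size. They need not be particular to basal cells. The median log2 ratio in the other classes was 3.98 for Psca, 4.24 for Calcb, 3.37 for Anxa8 and 2.40 for Mbd2. The groups hold 23944773 and 158369 UMIs, at median depths of 14828 and 4127 UMIs per cell. The call of a cell as hMycTg+ rests on UMIs at the level of background. Stromal genes are also seen outside the stroma. The 12 fibroblast markers stood at a median of 7.80% of their fibroblast-like level in the hMycTg+ basal-like cells of HiMyc-ARKO and 7.73% in its leukocyte-like cells, against 1.91% and 2.02% in HiMyc. Without called doublets, 2 of the 31 cells, Col1a1 in HiMyc-ARKO fell from 246 to 110 CPM and Igf1 from 177 to 48.1 CPM. Tnfaip6, Lsp1 and Cd34 were over 2-fold lower in HiMyc in luminal-like, fibroblast-like and leukocyte-like cells as well. These 3 genes, the collagens and Igf1 are therefore not read as expression of basal cells. Msmb, at 366 CPM in these HiMyc-ARKO cells, was 4823 CPM in luminal-like cells of that library, and Ccl5 is a leukocyte marker. RNA or doublets of luminal cells or leukocytes were not tested as their source, and they are not read as expression of basal cells either.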

To assess stromal AR-induced molecular changes in prostatic basal epithelium, we performed gene set enrichment analysis (GSEA) using the differentially expressed genes (DEGs) identified in *hMycTg*+ basal cells between HiMyc and HiMyc-ARKO samples (Supplementary Data 1). 

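Across 31 measured genes of IGF1R signaling, which carries the growth signal of IGF1 to RAS and AKT, the median log2 ratio in hMycTg+ basal-like cells was 0.00. This was percentile 68.9 among 10000 random lists matched on expression, with 6 genes higher and 5 lower by 1.5-fold. For 40 genes of canonical Wnt signaling, which acts through beta-catenin, the median was also 0.00 (percentile 72.9), with 9 higher and 10 lower. Over all basal-like cells the IGF1R list had a median of 0.14 (percentile 77.7, 10 higher and 6 lower of 32) and the Wnt list 0.33 (percentile 97.4, 16 higher and 8 lower of 41). TGF-beta signaling had a median of 0.29 (percentile 98.0) in hMycTg+ basal-like cells, interferon-stimulated genes 0.38 with 14 of 32 higher, and mitochondrial genes 0.30. Immediate-early genes, induced by stress and dissociation, were lower in HiMyc with a median of −1.78 and 17 of 21 at least 1.5-fold lower. Collagen and matrix genes had −1.42, IGF ligands and binding proteins −1.36, stromal growth factors −0.53 and smooth muscle contractile genes −0.97. Fibroblast markers in these cells of HiMyc-ARKO stood close to their share in leukocyte-like cells (medians of 7.80% and 7.73% of the fibroblast-like level), so RNA or doublets of stromal cells are a limit on these stromal lists. MYC target genes, which act in ribosome building and growth, had −0.43 (percentile 1.34), with none higher and 14 of 38 lower. Hypoxia genes had −0.34, P53 target genes −0.25 and luminal secretory genes −0.37. Notch signaling, epithelial-mesenchymal transition, cell cycle, housekeeping and apoptosis and immune recognition genes each had a median of 0.00, ribosomal protein genes 0.17 and heat shock genes 0.12. The median of all 11621 measured genes was 0.00. Genes with 0 UMIs in a group entered a median at their bound, or at 0 where the floor of 3 UMIs passes the level of the other group. In so small a group this holds many medians at 0, so those decide little.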

Significantly enriched IGF1 receptor (IGF1R), Wnt, and other signaling pathways directly related to prostate tumorigenesis were identified in *hMycTg*+ basal epithelial cells of HiMyc samples (Fig. 4a; Supplementary Fig. 3e). Emerging evidence has shown a prominent role of IGF1/IGF1R signaling activation in inducing prostate cancer development and progression in both mouse models and clinical studies^27^. IGF1R activation can induce Wnt/β-catenin signaling to promote prostate tumorigenesis^28–30^. Importantly, IGF1 and Wnt/β-catenin signaling activation directly contributes to androgen-induced prostate oncogenesis and tumor development^31^. Given these lines of relevant scientific evidence, we examined transcriptomic changes and identified increased expression of *Igf1r* and its downstream genes, *Hras, Irs2*, and *Akt1* (*p* < 0.01; top panel, Fig. 4b), as well as Wnt signaling effectors and targets, *Ctnnb1*, *Ccnd1*, *Cd44*, and *Tcf7l2* in *hMycTg*+ basal epithelial cells of HiMyc samples in comparison to HiMyc-ARKO samples (*p* < 0.01; bottom panel, Fig. 4b; Supplementary Fig. 3f, g). 

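Hras, the small GTPase that signals from IGF1R to the MAP kinases, was higher in hMycTg+ basal-like cells of HiMyc, at 199 CPM against 25.3 CPM in HiMyc-ARKO (4 UMIs), a log2 ratio of 2.98 (1.62 to 4.85). Irs2, an adaptor of IGF1R, was 103 and 37.9 CPM, a log2 ratio of 1.44 (0.32 to 2.89). Akt1, the kinase of survival signaling, had 2086 UMIs in HiMyc and 0 in HiMyc-ARKO and was at least 4.60-fold higher. Igf1r itself, on chromosome 7 of mm10 from 67952827 to 68233668, was 78.4 and 44.2 CPM from 1877 and 7 UMIs, and its log2 ratio of 0.83 (−0.22 to 2.14) includes 0. Of the Wnt genes, Ctnnb1, which encodes beta-catenin, was 361 and 133 CPM (log2 1.44, 0.83 to 2.14), and the adhesion receptor Cd44 375 and 183 CPM (log2 1.03, 0.51 to 1.61). The cyclin Ccnd1, at 236 and 164 CPM, had a log2 ratio of 0.53 (−0.03 to 1.14) and the transcription factor Tcf7l2, at 63.0 and 25.3 CPM, one of 1.32 (−0.04 to 3.20). The adaptor Grb2 was level at 0.01 (−0.83 to 1.01). Thinned, an Igf1r UMI was seen in 14.0% and 3.33% of cells, Hras in 29.0% and 3.33%, Ctnnb1 in 49.5% and 20.0%, Cd44 in 47.0% and 16.7% and Ccnd1 in 31.3% and 33.3%. Over all basal-like cells, with no call on hMycTg, all 8 genes were higher, for example Igf1r by 0.79 (0.47 to 1.14), Cd44 by 1.14 (0.97 to 1.32) and Irs2 by 2.00 on the log2 scale. The median over the 8 genes was 1.41 in basal-like, 1.52 in luminal-like, 1.12 in fibroblast-like and 1.14 in leukocyte-like cells. Relative to the median of genes with at least 50 UMIs by their mean level, it was 1.44, 1.11, 1.06 and 1.13 in these classes. The class-specific median in hMycTg+ basal-like cells, without this scaling, was 0.05. Exceptions were Igf1r (−0.27) and Tcf7l2 (−0.77), lower in fibroblast-like cells, and Cd44 (−0.27) and Tcf7l2 (−0.05) in leukocyte-like cells. The paper reports the increase of these genes from the same libraries, so the values here are not independent evidence of it.

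**Figure D2:**
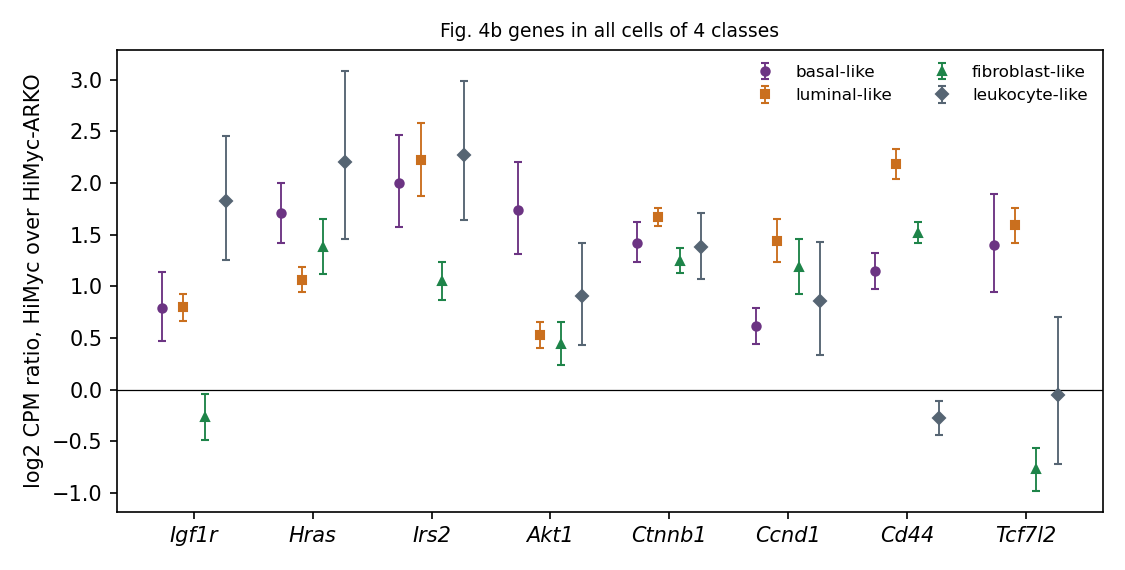
Log2 CPM ratio of HiMyc over HiMyc-ARKO for Igf1r, Hras, Irs2, Akt1, Ctnnb1, Ccnd1, Cd44 and Tcf7l2 over all cells of 4 classes, with points for the ratio and error bars for the 95% counting interval. Most points of the luminal-like, fibroblast-like and leukocyte-like cells lie above 0, as those of basal-like cells do, apart from Igf1r and Tcf7l2 in fibroblast-like and Cd44 and Tcf7l2 in leukocyte-like cells.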

A significant positive correlation between the expression of I*gf1r* and its downstream target genes, *Hras*, *Irs2*, and *Akt1* as well as Wnt signaling effectors, *Ctnnb1*, and targets, *Ccnd1*, *Cd44*, and *Tcf7l2* (Spearman *r* = 0.3, 0.2, 0.3, 0.4, 0.2, 0.3, and 0.3, respectively; *p* = 1.44 × 10^−29^, 6.27 × 10^−18^, 7.15 × 10^−35^, 1.42 × 10^−63^, 2.93 × 10^−5^, 3.12 × 10^−23^, and 5.14 × 10^−42^, respectively) was identified in *hMycTg*+ basal epithelial cells of HiMyc mice but not in the counterparts of HiMyc-ARKO mice (Fig. 4c), demonstrating the specific activation of IGF1R and Wnt signaling pathways induced by stromal AR in prostatic basal cells. 

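Across the 1442 hMycTg+ basal-like cells of HiMyc, Spearman coefficients of Igf1r on log-normalized values were 0.0382 with Hras, 0.0872 with Irs2, 0.0398 with Akt1 and 0.0391 with Ctnnb1. For the Wnt targets they were 0.0291 with Ccnd1, 0.0515 with Cd44 and 0.0320 with Tcf7l2. On raw UMI counts, which are not scaled to the depth of a cell, they were higher, from 0.166 with Ccnd1 to 0.283 with Ctnnb1. With 1433 cells thinned to equal depth they ranged from −0.0307 for Tcf7l2 to 0.0500 for Akt1. Igf1r itself had a coefficient of 0.144 with the depth of a cell, Cd44 one of 0.267 and Tcf7l2 one of 0.294. In the 31 HiMyc-ARKO cells the coefficients were −0.187 with Hras, −0.0269 with Irs2, −0.0313 with Ctnnb1, −0.297 with Ccnd1, 0.195 with Cd44 and 0.0381 with Tcf7l2, and none could be computed for Akt1, which had no UMI. In 1000 draws of 31 HiMyc cells the middle 95% of coefficients ran from −0.323 to 0.412 for Hras and from −0.322 to 0.423 for Cd44, so 31 cells cannot set the genotypes apart. Over all basal-like cells, 4499 of HiMyc and 446 of HiMyc-ARKO, the coefficients were 0.0265 and −0.0508 with Hras, 0.114 and 0.106 with Irs2, 0.0620 and 0.0760 with Akt1, 0.0344 and 0.0372 with Ctnnb1, 0.0365 and 0.124 with Ccnd1, 0.0368 and 0.0953 with Cd44, and 0.0392 and 0.0425 with Tcf7l2. Apart from Hras and Irs2, they were thus higher in HiMyc-ARKO. Cells of 1 library are not independent samples and no p-value is given. From the correlation with Igf1r in HiMyc but not in HiMyc-ARKO, the paper concludes that stromal AR induces IGF1R and Wnt signaling in basal cells. For these pathways the paper also reports qRT-PCR in sorted basal cells, staining and organoid experiments, none of them examined here.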

Real-time quantitative reverse transcription PCR (qRT-PCR) analyses further identified upregulated expression of *hMycTg*, *Igf1r*, and its downstream genes, *Hras*, *Grb2*, *Irs2*, and *Akt1*, as well as *Ctnnb1* and its downstream targets, *Cd44*, *Tcf7l2*, and *Ccnd1* in sorted prostatic basal epithelial cells of HiMyc mice versus those of HiMyc-ARKO mice (*p* < 0.05; Fig. 4d). It has been shown that aberrant activation of IGF1 signaling can either directly or via activating AKT and GSK3β axes stabilize cellular β-catenin to augment its activity for prostate tumor growth^28,29,32^. We, therefore, assessed the effect of IGF1 signaling in activating Wnt/β-catenin axes in prostatic atypical basal cells. IHC analyses further detected positive staining for IGF1R, phosphorylated IGF1R (pIGF1R), and CyclinD1, a downstream target of β-catenin, in atypical cells of PIN lesions in HiMyc mouse tissues (Supplementary Fig. 3h1–4 vs 3i1–4), suggesting activated IGF1R and Wnt signaling pathways. Using triple-IF approaches, we further identified co-expression of Myc and CK14, as well as pIGF1R, phosphorylated AKT, phosphorylated GSK3β, cytoplasmic and nuclear β-catenin, CyclinD1, or TCF7L2 in atypical basal cells in PIN lesions of HiMyc mice but not those of HiMyc-ARKO mice (*p* < 0.01; yellow arrows, top panel, Fig. 4e; Supplementary Fig. 3j). The above regulatory loop was further validated with co-IF analyses in HGPIN tissues of HiMyc mice (Supplementary Fig. 3k). These data demonstrate the impairment of IGF1R and canonical Wnt signaling pathways in prostatic basal cells of HiMyc-ARKO mice, providing mechanistic insight into stromal AR in Gli1-lineage cells to regulate prostatic epithelial tumorigenesis.

**Fig. 4:**
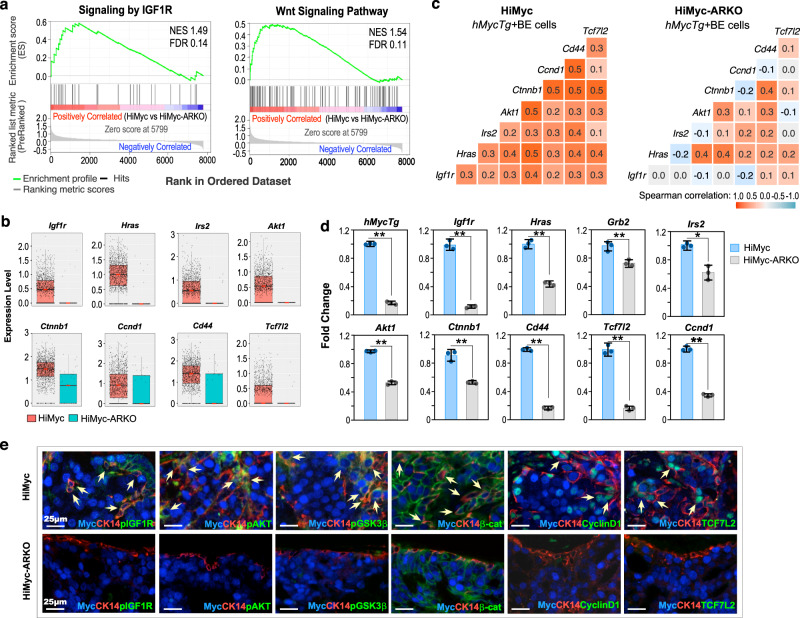
Loss of AR in Gli1-lineage cells reduces IGF and Wnt signaling in basal epithelial cells. **a** Gene Set Enrichment Analysis (GSEA) enrichment plots depicting insulin-like growth factor 1 receptor (IGF1R) and Wnt signaling pathways significantly up-regulated in *hMycTg*^+^ basal epithelial cells in *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ versus *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^. See also “Methods” section. NES, normalized enrichment score; FDR, false discovery rate. **b** Box plots representing scaled expression data for IGF1R (top) or Wnt (bottom) downstream genes in *hMycTg*^+^ basal cells from indicated genotypes (HiMyc, *n* = 1363; HiMyc-ARKO, *n* = 36). Pink lines mark the median; top and bottom lines of boxes indicate the boundaries of the first and third quartiles, respectively; the top and bottom whiskers show the maximum and minimum values, respectively, excluding outliers. **c** Heatmap of pairwise Spearman correlation between the indicated gene expression in *hMycTg*^+^ basal cells from indicated genotypes. Colors reflect the level of the correlation coefficient. Numbers show the correlation coefficient. **d** qPCR analysis of gene expression as indicated in the figure shown as fold change in sort-purified basal cells from indicated genotypes. Data are represented as mean ± SD of three biological replicates. Two-sided Student’s *t* test, ^*^p < 0.05, ^**^p < 0.01. The exact *p* values and related source data are provided as a Source Data file. **e** Representative images of triple-immunofluorescent (IF) staining for indicated antibodies on prostate tissue sections from *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ (top) and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ (bottom). Yellow arrows indicate triple-positive stained cells. Scale bars, 25 μm.

### Deletion of AR expression induces robust IGFBP3 expression in stromal Gli1-lineage cells

To gain in-depth insight into prostatic Gli1-lineage cells as stromal niches, we separated stromal cells from other types of cells and re-clustered them into five fibroblast (FB) and smooth muscle cell clusters (Fig. 5a, b; Supplementary Fig. 4a–b). 

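Re-clustering 1703 HiMyc and 3841 HiMyc-ARKO stromal cells gave sub-clusters 0 to 9, and markers of the paper's FB1 and FB4 named one sub-cluster each. The cells re-clustered include the 377 HiMyc and 1434 HiMyc-ARKO cells of the unnamed cluster of immediate-early genes. The FB1-like sub-cluster was led by the water channel Aqp1, the thrombin receptor F2r, the chemokine Cxcl14 and the cytokines Tslp and Il11, and held 304 HiMyc and 158 HiMyc-ARKO cells. The FB4-like one was led by Thbd, Sult1e1, Cxcl13, Ptx3 and C3, genes of an inflammatory type of fibroblast, and held 314 and 1088 cells. Smooth muscle-like cells, with the contractile genes Cnn1, Actg2, Myh11 and Des, numbered 67 and 251. Other fibroblast sub-clusters stayed unnamed because under 3 markers favored any class. Sub-cluster 2, with Mfap4, Cilp and Eln, held 475 and 551 cells, and sub-cluster 6, with Inhba, Rorb, Thy1 and Wnt2, held 236 and 22. Sub-cluster 1, with the stress genes Klf2, Fos and Jun, held 19 HiMyc and 1028 HiMyc-ARKO cells. Sub-cluster 3, with Spry2, Kdm6b and Pam, held 13 and 695. Sub-cluster 8 (109 and 5 cells) had markers of luminal cells but also the basal keratins Krt14 and Krt15 among its leading genes, and sub-cluster 9 (20 and 19 cells) markers of leukocytes but also the fibroblast genes Ptx3 and Ccl11.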

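In mGFP+ fibroblast-like cells, Ar was 60.5 CPM in HiMyc and 42.3 CPM in HiMyc-ARKO, a log2 ratio of 0.52 (0.24 to 0.80). An Ar UMI was seen in 31.7% and 10.3% of these cells, and in 7.79% and 7.31% after thinning. The difference was larger in FB1-like cells, where Ar was 61.5 and 27.9 CPM, a log2 ratio of 1.14 (0.33 to 2.08). In mGFP+ FB1-like cells it was 66.7 and 25.9 CPM from 154 and 8 UMIs, a log2 ratio of 1.36 (0.35 to 2.60). In the fibroblast-like cluster with Mgp and Bgn Ar was 65.2 and 53.0 CPM, and in that with Sult1e1 and Ptx3 it was 40.0 and 50.1 CPM. The reporter mGFP, which chose the mGFP+ cells, was 3737 and 3435 CPM in them, and Gli1, the hedgehog target that drives the Cre, was 6.34 and 17.4 CPM (log2 −1.46, −2.03 to −0.89). Among all FB1-like cells 77.6% of HiMyc and 68.4% of HiMyc-ARKO carried an mGFP UMI, and thinned 74.8% and 65.6%. The class-specific log2 ratio of Ar in mGFP+ fibroblast-like cells was −0.10, as leukocyte-like and basal-like cells also had less Ar in HiMyc-ARKO.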

Reduced *Ar* expression was detected in stromal cell clusters of HiMyc-ARKO mice while comparable *Gli1-CreER* driven *mGFP* expression appeared in stromal cells of both samples, demonstrating selective deletion of *Ar* expression in Gli1-lineage stromal cells (Fig. 5c–d). 

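Genes of mGFP+ fibroblast-like cells, 919 of HiMyc and 1085 of HiMyc-ARKO, were named by the rule used for hMycTg+ basal-like cells. They include secreted proteins, receptors and interferon-induced genes. Higher in HiMyc were Ctla2a, a protease inhibitor, with a log2 ratio of 7.90 (7.06 to 8.91), the secreted Wnt inhibitor Wif1 with 5.66 (5.02 to 6.40) and the phosphatase Alpl with 5.57. Also higher were the interferon-induced Oasl1 (5.56) and Ifi44 (4.74), the matrix genes Col23a1 (5.46), Lamc3 (4.77) and Gpc1 (4.37), the retinol receptor Stra6 (5.75, 2 UMIs in HiMyc-ARKO) and the chemokine Cxcl3 (5.24). Higher in HiMyc-ARKO were the chemokine Ccl21a at −8.23 (3 UMIs in HiMyc), the imprinted genes Mest at −4.85, Peg3 at −4.45 and Igf2 at −4.69, the hedgehog coreceptor Cdon at −5.41 and the leptin receptor Lepr at −4.47. The channel regulator Clca3a1 had 0 UMIs in HiMyc and 65 in HiMyc-ARKO, at least 56.4-fold lower. Smpd3, Ttc21a and Ppp2r2b, with 3, 3 and 7 UMIs in HiMyc, had −5.79, −5.55 and −5.00. These genes need not be particular to fibroblasts. The median log2 ratio in the other classes was −4.28 for Clca3a1, −4.17 for Ccl21a and 4.07 for Oasl1, but 0 for Col23a1 and Lamc3. Ccl21a, Oasl1, Cxcl3, Mest and Igf2 went the same way by over 2-fold in basal-like, luminal-like and leukocyte-like cells. As lists, interferon-stimulated genes had a median of 2.26 (30 of 33 higher), MYC target genes 0.80 (20 of 37 higher, 5 lower), Wnt ligands and modulators 0.83 (10 of 19 higher, 6 lower), inflammatory genes 0.67 and canonical Wnt signaling 0.43. Among Wnt ligands Wnt2 had 1.95 (1.62 to 2.29), Wnt6 3.26 and Wnt5a −1.79. Collagen and matrix genes had −0.48 (15 of 34 lower, 8 higher), with Col1a1 at −2.72 and Col3a1 at −3.11, immediate-early genes −1.25, hedgehog genes −0.58, IGF1R signaling −0.14 and stromal growth factors 0.20. Median depth was 8733 and 2763 UMIs per cell, and the class named fibroblast-like drew 829 of its 1261 HiMyc cells from the Mgp and Bgn cluster but 1201 of its 2153 HiMyc-ARKO cells from the Sult1e1 and Ptx3 cluster.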

We then analyzed the DEGs of *mGFP*+ FB between HiMyc and HiMyc-ARKO samples to explore their role as cancer-associated fibroblasts (CAF)^33^ (Supplementary Data 2). 

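The gene Igfbp3 encodes a secreted protein that binds IGF1 and IGF2 and lies on chromosome 11 of mm10 from 7206086 to 7213923. In all fibroblast-like cells it was 362 CPM (351 to 374) in HiMyc and 2745 CPM (2705 to 2787) in HiMyc-ARKO, a log2 ratio of −2.92 (−2.97 to −2.87). It was seen in 47.7% of these cells in HiMyc (45.0 to 50.5) and 78.3% in HiMyc-ARKO (76.5 to 80.0), and thinned in 28.7% and 74.3%. In the cluster with Mgp and Bgn it was 407 and 3834 CPM, and in that with Sult1e1 and Ptx3 it was 256 and 1818 CPM. The unnamed cluster of immediate-early genes had 201 and 4366 CPM. Smooth muscle-like cells had 70.3 and 420.1 CPM (log2 −2.58), leukocyte-like cells 16.5 and 195 CPM (−3.56), basal-like cells 38.4 and 159 CPM (−2.05) and luminal-like cells 12.7 and 37.2 CPM (−1.55). In HiMyc-ARKO the leukocyte-like, basal-like and luminal-like levels were 7.09%, 5.78% and 1.35% of the fibroblast-like level, and 12 fibroblast markers stood there at medians of 7.73%, 5.79% and 1.29%. Igfbp3 in these classes of HiMyc-ARKO thus stood close to what RNA or doublets of fibroblasts bring, and is not read as their expression. Endothelial-like cells went the other way, with 2895 CPM in HiMyc (478 cells) and 1069.65 CPM in HiMyc-ARKO (74 cells). With each library clustered alone, the lymphatic markers Ccl21a, Mmrn1 and Lyve1 were among the 10 leading genes of this class in HiMyc-ARKO. No lymphatic marker was among those in HiMyc, so the mix of blood and lymphatic vessels is a limit on this ratio.

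**Figure D3:**
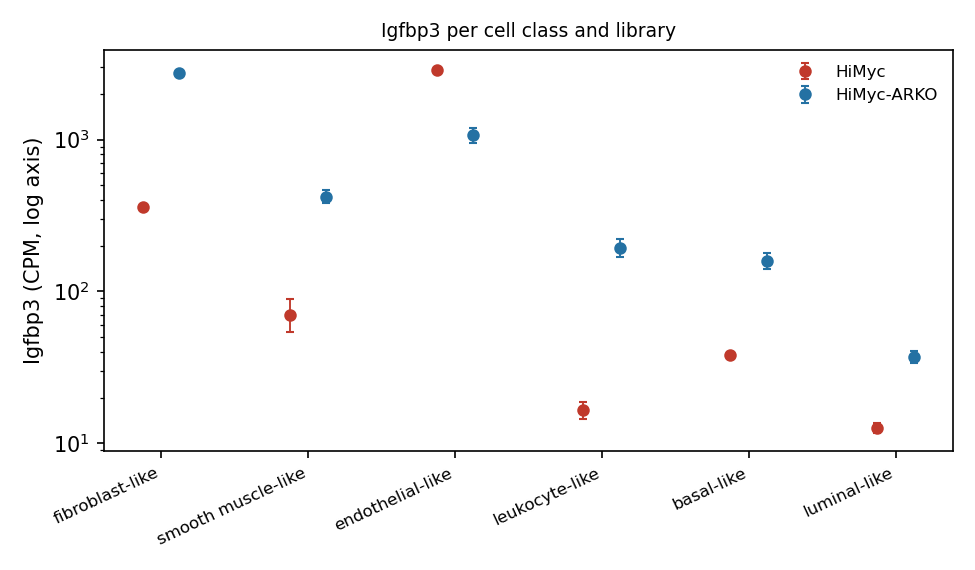
Igfbp3 level (CPM, log axis) per cell class in HiMyc and HiMyc-ARKO, with points for the level and error bars for the 95% Poisson interval. HiMyc-ARKO lies above HiMyc in fibroblast-like cells (2745 against 362 CPM) and below it in endothelial-like cells (1069.65 against 2895 CPM, from 74 and 478 cells).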

Intriguingly, we identified the *Igfbp3, insulin-like growth factor-binding protein 3*, as one of the most highly expressed genes in FB of HiMyc-ARKO (the bottom panel, Fig. 5d, e). IGFBP3 is a key regulator of IGF1 pathways and can bind IGF1/2 to block their access to their receptors for activation^34^. 

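Within mGFP+ fibroblast-like cells, Igfbp3 was 386 CPM in HiMyc from 3233 UMIs and 3295 CPM in HiMyc-ARKO from 10595 UMIs, a log2 ratio of −3.09 (−3.15 to −3.03). An Igfbp3 UMI was seen in 49.7% (46.4 to 53.0) and 86.7% (84.6 to 88.7) of these cells, and after thinning in 30.8% and 83.4%, with 7 and 182 cells dropped. In mGFP+ FB1-like cells the level was 511 and 6023 CPM, a log2 ratio of −3.56 (−3.67 to −3.45). Other genes of the IGF axis did not all move with it. The ligand Igf1 was lower in HiMyc, at 441 against 1172 CPM (log2 −1.41, −1.47 to −1.34), and the fetal ligand Igf2 was 1.20 against 30.8 CPM. Igfbp2 was higher in HiMyc at 113 against 45.4 CPM (1.32, 1.07 to 1.58), and Igfbp4 lower at 438 against 761 CPM (−0.80). Igfbp5 (0.36), Igfbp6 (−0.35) and Igfbp7 (−0.17) stayed within 1.5-fold. IGF ligands and binding proteins as a list had a median of −0.26 at percentile 23.0.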

Increased *Igfbp3* expression was further identified in *mGFP*+ FB of HiMyc-ARKO samples (Fig. 5f). 

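Within 1 library, where genotype and depth are held closer, mGFP+ fibroblast-like cells of HiMyc with an Ar UMI (291 cells) had Igfbp3 at 407 CPM (385 to 430) and those without (628 cells) at 374 CPM (358 to 391). In HiMyc-ARKO, Igfbp3 was 2629.9 CPM (2461 to 2807) in 112 cells with an Ar UMI and 3374 CPM (3307 to 3442) in 973 without. After thinning, the HiMyc levels were 275 CPM (195 to 375, 71 cells) with and 375 CPM (346 to 405, 841 cells) without an Ar UMI. In HiMyc-ARKO they were 2924 CPM (2639.8 to 3231, 66 cells) and 3511 CPM (3422 to 3602, 837 cells). Igfbp3 was detected in 51.5% of HiMyc cells with and 48.9% without an Ar UMI, and in 78.6% and 87.7% of HiMyc-ARKO cells. Spearman coefficients of Ar with Igfbp3 across cells were 0.0122 in HiMyc and −0.0843 in HiMyc-ARKO, and thinned −0.0128 and −0.0566. Cells without an Ar UMI were shallower in HiMyc, at a median of 7850 against 10554 UMIs, and a cell without an Ar UMI may still express Ar. A 3′ tag can lie outside the deleted part of Ar, so a HiMyc-ARKO cell with an Ar UMI may still carry the deletion.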

Intriguingly, an inverse correlation between *Ar* and *Igfbp3* expression was identified in *mGFP*+ FB (middle and bottom panels, Fig. 5d; Supplementary Fig. 4c, d). A significant increase in *Igfbp3* alongside reduced *Ar* expression was further confirmed in sorted mGFP+ cells from HiMyc-ARKO prostate tissues in comparison to those from HiMyc counterparts using qRT-PCR analyses (*p* = 1.09 × 10^−6^ and *p* = 3.36 × 10^−6^, respectively; Fig. 5g). In alignment with the above results, co-IF analyses showed the significant co-occurrence of reduced AR and increased IGFBP3 expression in mGFP+ and VIM+ fibroblasts of HiMyc-ARKO prostate tissues (*p* = 3.35 × 10^−6^ and *p* = 1.09 × 10^−6^, respectively; left vs. right panel, Fig. 5h; Supplementary Fig. 4e). These data demonstrate an inverse relationship between AR and IGFBP3 expression in prostatic stromal Gli1-lineage cells, implicating a regulatory mechanism by which stromal AR regulates IGF1 signaling to facilitate prostatic epithelial oncogenesis and tumor development.

**Fig. 5:**
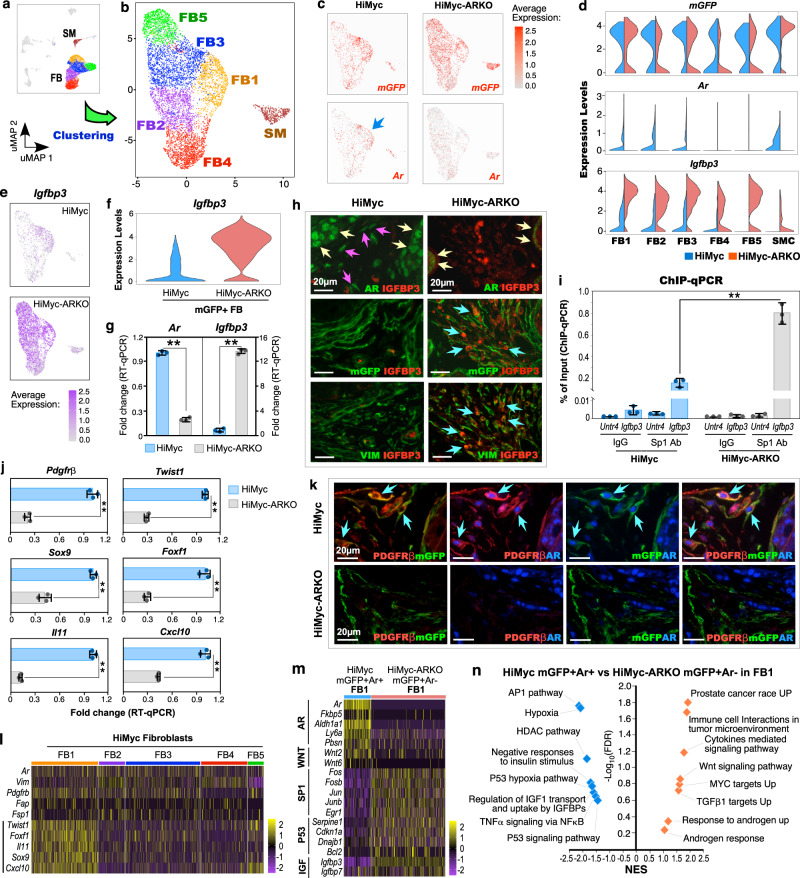
Identifying AR loss-induced molecular changes in Gli1-lineage stromal cells. **a–b** UMAP plots of stromal fibroblast (FB) and smooth muscle (SM) cell clusters from *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^. **c** Gene expression levels of *mGFP* and *Ar* in UMAP plots separated by indicated genotypes. Color intensity indicates the scaled expression level in each cell. Blue arrow indicates *Ar*-expressing cells from FB1 in *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^. **d** Violin plots visualizing the expression levels of *mGFP*, *Ar*, and *insulin-like growth factor binding protein 3* (*Igfbp3*) in stromal clusters of each genotype. **e** Gene expression levels of *Igfbp3* in UMAP plots of stromal FB and SM cells. Color intensity indicates the scaled expression level in each cell. **f** Violin plots of *mGFP*^+^ FB cells. **g** qPCR analysis of *Ar* and *Igfbp3* expression shown as fold change in FACs-sorted mGFP^+^ cells from prostate tissues of indicated genotypes. **h** Co-localization of IGFBP3 with either AR, mGFP, or Vimentin (Vim) from indicated prostate tissues. Yellow and pink arrows indicate AR^+^ epithelial and stromal cell, respectively. Blue arrows indicate IGFBP3^+^ stromal cells co-expressing with either mGFP or Vim. Scale bars, 20 μm. **i** Sp1 Chromatin immunoprecipitation qPCR analysis of the *Igfbp3* promoter regions, and negative control (*Untr4*) shown as percent input. **j** qPCR analysis of cancer-associated fibroblast (CAF) markers shown as fold change in sort-purified mGFP^+^ cells. **k** Representative images of triple-IF staining for indicated antibodies on prostate tissue sections from indicated genotypes. Blue arrows indicate cells showing double- or triple-positive with the indicated proteins. Scale bars, 20 μm. **l** Heatmap displaying gene expression of *Ar, Vim*, and CAF markers across FB clusters of *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^. **m** Heatmap depicting expression of genes associated with indicated pathways. **n** GSEA showing the enrichment of indicated gene signatures in *mGFP*^+^*Ar*^+^ FB1 cells from *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ versus *mGFP*^+^*Ar*^-^ FB1 cells from *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^. See also “Methods” section. NES, normalized enrichment score; FDR, false discovery rate. In **g**, **i**, and **j**, data are represented as mean ± SD of three biological replicates. Two-sided Student’s *t* test, ^**^p < 0.01. The exact *p* values and related source data are provided in the “Source Data file”.

### Stromal AR in Gli1-lineage cells represses Sp1-mediated Igfbp3 expression

Regulation of *Igfbp3* transcription is mediated mainly through Sp1 transcription factor^35^. Previous studies have demonstrated that the AR can interfere Sp1 binding to the target promoters and repress Sp1-mediated transcription^36,37^. To examine the regulatory role of AR on IGFBP3 expression, we performed chromatin immunoprecipitation (ChIP) assays to assess the direct involvement of AR on Sp1-mediated IGFBP3 transcription. We observed increased recruitment of Sp1 within the *Igfbp3* promoter regions (*p* = 0.002) in sorted AR-deficient mGFP+ cells from HiMyc-ARKO mice in comparison to the samples from HiMyc mice, but no difference in the control *Untr4* locus^38^ (Fig. 5i). Accordingly, less AR occupancy on the *Igfbp3* promoter regions revealed in samples of HiMyc-ARKO mice compared to those of HiMyc and wild-type control mice (*p* = 0.011 and *p* = 0.003, respectively; Supplementary Fig. 4f). These data implicate that AR deletion attenuates the repression of Sp1 recruitment on the *Igfbp3* promoter in Gli1-lineage FB, augmenting *Igfbp3* transcription. Increased IGFBP3 expression was also identified in prostatic stromal cells of HiMyc-ARKO mice when the *Ar* was deleted at 2 months of age (Supplementary Fig. 4g1–i3), corresponding to the impaired PIN and prostate tumor development in these mice (Supplementary Fig. 1f–j). Taken together, these data uncover a regulatory mechanism by which AR deletion induces IGFBP3 expression in Gli1-lineage FB to block IGF1-signaling activation, further hindering prostatic basal epithelial cell-mediated oncogenesis and tumor development.

### Stromal AR in Gli1-lineage FB converts the cellular properties of CAF

To assess the role of stromal AR in Gli1-lineage FBs, we analyzed DEGs between FBs of HiMyc and HiMyc-ARKO samples and identified expression of CAF cellular markers^33^, including *Pdgfrβ, Twist1, Sox9, Foxf1, Il11*, and *Cxcl10* (Supplementary Fig. 4j). 

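All 6 markers named by the paper were higher in fibroblast-like cells of HiMyc. Il11, a cytokine of fibrosis and of tumor stroma, was 329.6 CPM against 14.9 CPM in HiMyc-ARKO (log2 4.47, 4.17 to 4.78), and the interferon-induced chemokine Cxcl10 2036 against 169.9 CPM (3.58, 3.49 to 3.67). The transcription factors were higher as well, with Foxf1 at 179 against 26.0 CPM (2.79, 2.56 to 3.03), Twist1 at 106 against 19.3 CPM (2.46, 2.19 to 2.74) and Sox9 at 141 against 60.3 CPM (1.22, 1.06 to 1.39). Pdgfrb, the PDGF receptor beta, was 51.7 against 27.7 CPM (0.90, 0.65 to 1.15). The study chose these genes on these libraries, so their direction is not independent evidence. Of 12 other genes of such fibroblasts, 5 were higher and 3 lower, with a median of −0.00. Tenascin C (Tnc, 3.45), S100a4 (1.31) and Vim (0.95) were higher, and periostin (Postn, −2.96), the activation protein Fap (−1.60) and the chemokine Cxcl12 (245 against 489.7 CPM) lower. The 6 markers had a median of 2.62 in fibroblast-like cells and a class-specific median of 2.00, and in leukocyte-like cells a median of 2.45, with Cxcl10 at 3.65 and Sox9 at 2.31 there. Relative to the other classes Sox9 was −0.13. In the Sult1e1 and Ptx3 cluster taken alone, the median was 1.19, with Pdgfrb at −0.51 and Sox9 at −0.11.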

Using qRT-PCR analyses, we further demonstrated reduced expression of those CAF markers in sorted mGFP+ cells from HiMyc-ARKO samples in comparison to those of HiMyc counterparts (*p* < 0.001; Fig. 5j). Triple-IF analyses also showed the specific co-localization between PDGFRβ or Twist1 with AR and *Gli1*-*CreER* activated mGFP expression in PIN tissues of HiMyc mice (blue arrows in the top panel, Fig. 5k; Supplementary Fig. 4k1–4), but not in ones of HiMyc-ARKO mice (*p* < 0.01; bottom panel, Fig. 5k; Supplementary Fig. 4l1–4m). Significantly up-regulated expression of CAF cellular markers, including *Pdgfrβ* (*p* = 9.13 × 10^−7^)*, Twist1* (*p* = 2.05 × 10^−32^)*, Sox9* (*p* = 2.05 × 10^−32^)*, Foxf1* (*p* = 8.40 × 10^−37^)*, Il11* (*p* = 3.24 × 10^−36^), and *Cxcl10* (*p* = 3.38 × 10^−50^) was further identified in the FB1 cell cluster of HiMyc samples (Fig. 5l; Supplementary Fig. 4n, o). 

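In FB1-like cells of HiMyc and HiMyc-ARKO, Cxcl10 was 4443 and 386 CPM (log2 3.52, 3.31 to 3.74) and Il11 was 696 and 118 CPM (2.56, 2.17 to 2.97). Twist1, a factor of mesenchymal identity, was 216 and 34.4 CPM (2.65, 1.94 to 3.47), and the hedgehog-induced factor Foxf1 was 413 and 101 CPM (2.03, 1.61 to 2.49). Sox9 was 339.7 and 125 CPM (1.45, 1.07 to 1.86). Pdgfrb was 85.2 and 58.0 CPM, and its log2 ratio of 0.56 had an interval of −0.02 to 1.18 that includes 0. These cells numbered 304 and 158, at median depths of 9517 and 2757 UMIs. Il11 was itself one of the leading genes of this sub-cluster. In mGFP+ FB1-like cells interferon-stimulated genes, a list that includes Cxcl10, had a median of 1.69 with 28 of 33 higher.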

Analyses of transcriptomic changes in FB1 cluster between *mGFP*+ *Ar*+ FB of HiMyc and *mGFP*+ *Ar*- FB of HiMyc-ARKO showed up-regulation of *Ar*, AR downstream target genes, and Wnt ligands, and down-regulation of P53 and Sp1 downstream targets as well as IGFBP3 and 7 (Fig. 5m; Supplementary Data 3). 

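In FB1-like cells that were mGFP+ and Ar+ in HiMyc (90 cells) or mGFP+ and Ar− in HiMyc-ARKO (101 cells), Igfbp3 was 440.3 and 6206 CPM, a log2 ratio of −3.82 (−3.97 to −3.67). Igfbp7 was lower by less, at −0.49 (−0.57 to −0.41), under the 1.5-fold size. Of the AR targets, Aldh1a1, a retinoic acid enzyme, had 514 and 10 UMIs (3.78, 2.89 to 4.84) and the surface marker Ly6a 2.36 (2.04 to 2.68). Fkbp5, a cochaperone of steroid receptors, had 23 and 2 UMIs (1.62, −0.40 to 4.75) and Pbsn 0.86 (0.12 to 1.69). Of the Wnt ligands, Wnt2 had 113 and 11 UMIs (1.45, 0.56 to 2.496) and Wnt6 11 and 1 UMI (1.55, −1.23 to 6.98), while Wnt4 had −1.41 (−2.56 to −0.21), Wnt5a −0.42 and Wnt11 0.45. The Sp1 targets, which are also immediate-early genes, were all lower in HiMyc, with Fos at −3.61, Jun at −1.96, Egr1 at −1.91, Fosb at −1.84 and Junb at −1.58. Of the P53 targets, Serpine1 had −3.73 (−4.20 to −3.28), Cdkn1a −1.50 (−1.76 to −1.23) and Bcl2 −1.77 from 11 and 10 UMIs, and Dnajb1 −0.47. Medians were 1.99 for the AR targets, −1.91 for the Sp1 targets and −1.63 for the P53 targets, and in leukocyte-like cells 0.71, −1.10 and −0.53. The paper reports these genes from the same libraries, so the values here are not independent evidence. Class-specific ratios were of opposite sign for Pbsn (−0.28) and Fosb (0.82). Ar and mGFP chose the cells and are not results here, and a HiMyc-ARKO cell at a median of 2586 UMIs is called Ar− more readily than a HiMyc cell at 12350. The paper states that its data, which also include qRT-PCR and staining, give insight into a role of stromal AR in Gli1-lineage fibroblasts that act as cancer-associated fibroblasts.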

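In mGFP+ FB1-like cells, 236 of HiMyc and 108 of HiMyc-ARKO, inflammatory genes had a median log2 ratio of 0.45, with 8 of 19 at least 1.5-fold higher and 4 lower. Of the genes named by the rule used for hMycTg+ basal-like cells, Ctla2a had a log2 ratio of 5.64 (2 UMIs in HiMyc-ARKO). The chemokines Cxcl9 and Cxcl10 had 4.52 (3 UMIs) and 3.31 (3.06 to 3.57), and the proteoglycan Srgn 4.47. The acute-phase genes Serpina3n and Lbp had 4.40 and 3.38, the adhesion gene Vcam1 3.17, Ifi44 4.46 (2 UMIs), Aldh1a1 3.69 and Wif1 3.31. Higher in HiMyc-ARKO were the chemokine Cxcl13 at −8.52 (1 UMI in HiMyc), the glypican Gpc3 at −6.18, the natriuretic peptide Nppc at −4.83, the cytokine Tslp at −3.68, the plasminogen activator inhibitor Serpine1 at −3.55 and the matricellular gene Cyr61 at −2.30. Vps8 (−5.29), Pycard (−4.38) and Commd7 (−2.70) were also higher there. The median log2 ratio in the other classes was 2.55 for Ifi44 and −3.80 for Gpc3, but −0.36 for Aldh1a1 and −0.47 for Nppc. Among mGFP+Ar+ HiMyc and mGFP+Ar− HiMyc-ARKO cells of FB1, hypoxia genes such as Vegfa and Slc2a1 had a median of −0.30 (percentile 10.4, 6 of 14 lower and 1 higher). A list of P53 target genes written without these data had −0.40 (percentile 1.42, 6 of 17 lower and 2 higher). IGF1R signaling had 0.26 (percentile 86.8, 7 of 26 higher and 5 lower), canonical Wnt signaling 0.24 and IGF ligands and binding proteins 0.27. Immediate-early genes had −1.58 (15 of 21 lower), interferon-stimulated genes 1.61 (29 of 32 higher) and inflammatory genes 0.42. Igf1 was higher in mGFP+ FB1-like cells of HiMyc, at 257 against 143 CPM (0.85, 0.41 to 1.33).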

GSEA based on the above DEGs identified the enrichment in upregulated pathways that promote prostate cancer (*p* = 0.006) and androgen signaling activation (*p* = 0.016), and downregulated pathways related to cell hypoxia (*p* = 0.019), negative responses to insulin and IGF1 (*p* = 0.015), and P53-mediated signaling (*p* = 0.025) in the *mGFP*+ *Ar*+ FB1 of HiMyc samples (Fig. 5n). These data provide in-depth mechanistic insight into the regulatory role of stromal AR in Gli1-lineage FB acting as CAF to support prostate epithelial tumor cell growth and progression.

### IGFBP3 represses IGF1/IGF1R signaling-induced prostate epithelial cell growth

Identifying the regulation of stromal AR in IGFBP3 expression in Gli1-lineage FB is intriguing, suggesting an underlying mechanism for androgen-mediated IGF1 signaling activation in prostate oncogenesis. To directly assess the effect of IGF1 on prostatic basal epithelium, we developed organoid cultures using enriched basal epithelial cells through cell sorting from microscopically confirmed PIN tissues of HiMyc and HiMyc-ARKO mice (see the “Methods”^39,40^; Supplementary Fig. 5a–c). Organoids derived from HiMyc-ARKO mice showed retarded growth in comparison with those from HiMyc mice at earlier culture time points (*p* = 7.36 × 10^−5^, *p* = 0.004, and *p* = 0.25, respectively; Supplementary Fig. 5d). However, the growth difference gradually diminished at day 6, implicating the effects of microenvironment on their growth. To mimic the niche effects as observed in our in vivo models, we treated epithelial organoids with IGF1, IGF1 + IGFBP3, or vehicle. Measuring organoid forming efficiency and average sizes of individual organoids showed significant increases in IGF1-treated samples compared to IGF1 + IGFBP3-treated counterparts in both HiMyc and HiMyc-ARKO mice (*p* < 0.001), demonstrating the critical role of IGFBP3 in neutralizing IGF1 activity (Fig. 6a–c; Supplementary Fig. 5e1, 5f1). There is no significant difference between IGF1-treated epithelial organoids derived from HiMyc and HiMyc-ARKO samples (forming efficiency, *p* = 0.590 and organoid size, *p* = 0.658). Histologically, IGF1-treated groups in both genotypes showed severe pathological lesions featuring multilayer atypical cells growing into the lumen and as cribriform structures, whereas IGF1 + IGFBP3- or vehicle-treated groups displayed mild pathologic changes (bottom panel, Fig. 6a; Supplementary Fig. 5e2–3, 5f2–3). These results suggest epithelial organoids derived from atypical basal cells of HiMyc and HiMyc-ARKO samples, after growing in a new microenvironment, possessing comparable abilities in response to IGF1-induced cell growth. IHC analyses showed more Myc+ atypical cells in IGF1-treated organoids than in IGF1 + IGFBP3-treated or vehicle-treated counterparts in both genotype samples (*p* < 0.001; top panel, Fig. 6d; Supplementary Fig. 5g1, h1, i). In the IGF1-treated organoids, CK14+ cells appear to overlay with Myc+ cells and infiltrate in PIN lesion, in contrast to CK14+ cells only localized on the basal layers in the IGF1 + IGFBP3 treated organoids (middle panel, Fig. 6d). Both AR and CK8 positive cells were also observed in the above basal cell derived organoids (Fig. 6d), demonstrating the ability of CK14+ cells to differentiate into luminal cells. Positive staining for pIGF1R and cytoplasmic and nuclear staining of β-catenin revealed in atypical cells in the above IGF1-treated organoids from HiMyc and HiMyc-ARKO epithelia, but negative or reduced staining of those proteins appeared in IGF1 + IGFBP3- or vehicle-treated counterparts (bottom panels, Fig. 6d; Supplementary Fig. 5g3–4, 5h3–4). The above data of identifying increased cytoplasmic and nuclear β-catenin expression in IGF1-treated organoid samples further demonstrates the promotional role of Wnt/β-catenin activation in prostatic epithelial growth.

**Fig. 6:**
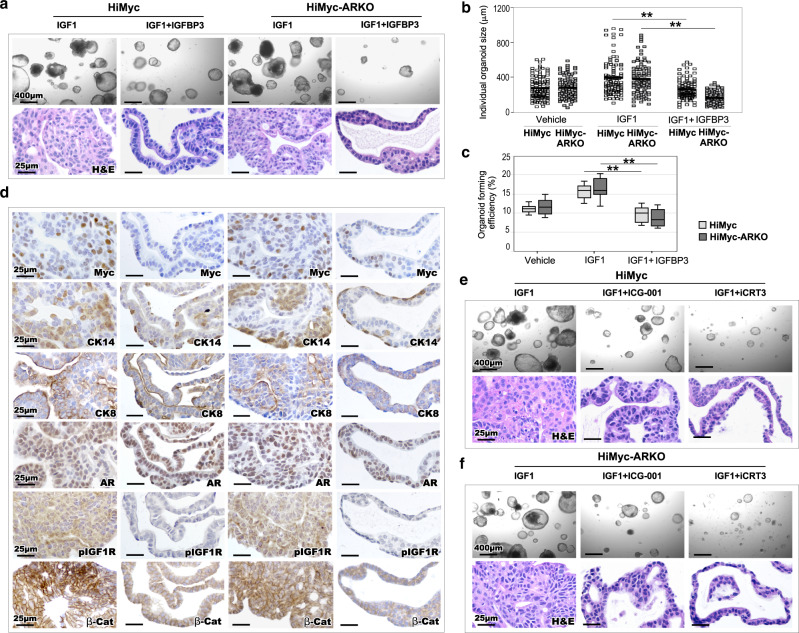
Identifying the reciprocal effect of stromal AR action on prostatic epithelial organoid oncogenic transformation and growth. **a** Organoid culture of prostatic epithelial cells from 12-week-old *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice, following treatment with vehicle, IGF1 (100 ng/ml), or IGF1 (100 ng/ml) + IGFBP3 (1 μg/ml). Representative of brightfield images and HE staining showing organoid morphology and structure observed in indicated groups. Scale bars, 400 μm and 25 μm. **b** Quantification of individual organoid size. Organoids (*n* = 100) per group examined over three independent experiments. The center line represents the median value in each group. **c** Quantification of organoid forming efficiency showing the percentage of organoids above 50 μm diameter per total cells seeded at day 0 in a well. The center line represents the median value, the box borders represent the lower and upper quartiles (25% and 75% percentiles, respectively) and the ends of the bottom and top whiskers represent the minimum and maximum values, respectively, for eight independent samples over three biological replicates. **d** Representative images of IHC staining with the indicated antibodies. Scale bars, 25 μm. **e–f** Organoid culture of prostatic epithelial cells from 12-week-old *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice, following treatment with IGF1 (100 ng/ml), IGF1 (100 ng/ml) + ICG-001 (5 μM), or IGF1 (100 ng/ml) + iCRT3 (5 μM). Representative brightfield images and HE staining showing organoid morphology and structure observed in indicated groups. Scale bars, 400 μm and 25 μm. **b**, **c** Two-sided Student’s *t*-test for IGF1-treated groups versus IGF1 + IGFBP3-treated groups in HiMYC or HiMYC-ARKO, ^**^p < 0.01. Source data and the exact *p*-values are provided in the “Source Data file”.

To directly assess the effect of Wnt/β-catenin in IGF1-induced prostatic basal epithelial growth, we treated organoids with Wnt inhibitors, ICG-001^41^ and iCRT3^42^ in combination with IGF1 (Fig. 6e, f; Supplementary Fig. 6a–c). It has been shown that iCRT3 can disrupt the interaction between AR and β-catenin and inhibit AR-mediated transcription and cell growth in prostate cancer cells^42^. We observed more and larger organoids in IGF1-treated samples than those treated with IGF1 and Wnt inhibitors (Top panel, Fig. 6e, f). Measuring organoid forming efficiency and average size of individual organoids showed a significant decrease in samples treated with IGF1 and Wnt inhibitors, ICG-001 or iCRT3, in comparison to those treated with IGF1 only (*p* < 0.001; Supplementary Fig. 6a, b). Histological analyses also showed minor pathological changes in the former but typical HGPIN lesions in the latter (bottom panels, Fig. 6e, f). IHC further showed decreased expression of cytoplasmic and nuclear β-catenin, β-catenin downstream targets, Myc, Cyclin D1, and Ki67 in samples treated with Wnt inhibitors and IGF1 compared to those treated with IGF1 only (Supplementary Fig. 6c). Taken together, these data demonstrate the promotional role of Wnt/β-catenin activation in IGF1-induced prostate tumor cell growth.

### Stromal AR promotes prostatic basal epithelial oncogenesis through the IGFBP3-IGF1/IGF1R and Wnt/β-catenin regulatory loop

To directly examine the regulatory role of increased IGFBP3 on IGF1 in prostate stromal cells, we isolated mGFP+ stromal cells from both HiMyc and HiMyc-ARKO mice through cell sorting and measured the level of IGF1 in the stromal cell-conditioned medium. Higher levels of secreted IGF1 were detected in the stromal cell-conditioned medium prepared from HiMyc mice (*p* = 1.79 × 10^−6^; Fig. 7a). Prostate epithelial organoids treated with the stromal cell-conditioned medium prepared from HiMyc samples showed a significant increase in cell growth in comparison with those treated with the conditioned medium of HiMyc-ARKO stromal cells (Fig. 7b). Pre-incubation of IGFBP3 with the conditioned medium reduced its effects in inducing organoid cell growth when both organoid forming efficiency and average sizes of individual organoids were measured (*p* < 0.001; Supplementary Fig. 6d, e). IHC analyses showed positive staining for phosphorylated IGF1R, cytoplasmic and nuclear β-catenin, Myc, and Cyclin D1 in samples treated with the conditioned medium from HiMyc stromal cells but not in other samples (Supplementary Fig. 6f), directly demonstrating IGF1 activity in the above-conditioned medium. Specifically, positive staining for cytoplasmic and nuclear β-catenin and its downstream target, Cyclin D1 in the above samples further demonstrate the regulatory mechanisms for IGF1-induced Wnt/β-catenin activation in prostate epithelial cells. Altogether, these data provide additional evidence to demonstrate the role of stromal AR in Gli1-lineage cells, acting as a niche to support prostate epithelial cell growth through IGF1-induced Wnt signaling activation.

**Fig. 7:**
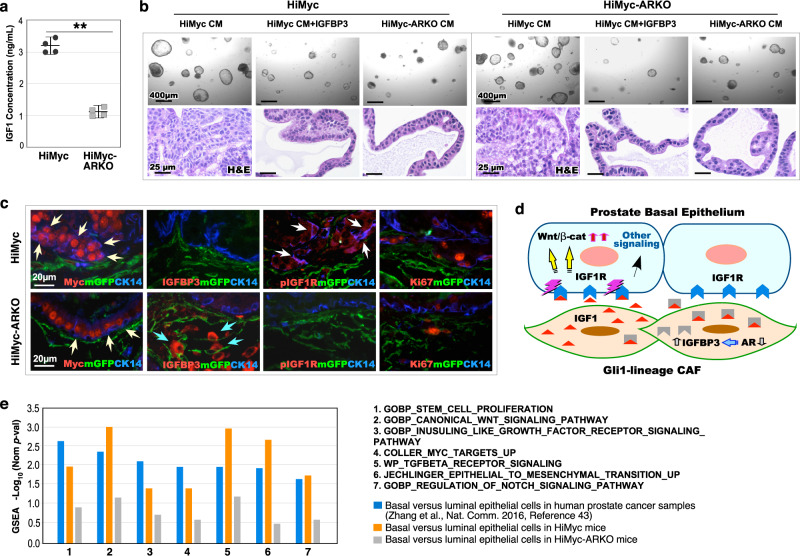
Stromal AR in Gli1-lineage cells induces basal epithelial IGF and Wnt pathways to promote oncogenic growth through paracrine action. **a** IGF1 concentration in conditioned media (CM) from 12-week-old *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ GFP^+^ cells. Data are represented as mean ± SD of four independent samples over two biological replicates. Two-sided *t* test, ^**^p < 0.01. Source data and the exact *p* values are provided as a Source Data file. **b** Organoid culture of prostatic epithelial cells from 12-week-old *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice, following treatment with *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ CM, *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ CM + IGFBP3 (1 μg/ml), or *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ CM. Representative brightfield images and HE staining showing organoid morphology and structure observed in indicated groups. Scale bars, 400 μm and 25 μm. **c** Representative images of triple-IF staining for indicated antibodies on prostate tissues from *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice. Yellow or white arrows indicate CK14^+^Myc^+^ or CK14^+^pIGF1R^+^ basal epithelial cells respectively. Blue arrows indicate IGFBP3^+^ mGFP^+^ stromal cells. Scale bars, 20 μm. **d** Schematic of hypothetic models by which stromal AR in Gli1-lineage cancer-associated fibroblast (CAF) cells regulate prostate tumorigenesis via IGF, Wnt, and other signaling pathways in prostatic basal epithelial cells. e GSEA results from pre-ranked differentially expressed genes list comparing basal cells versus luminal cells in human prostate cancer samples, *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice. See also “Methods” section.

Using triple-IF analyses, we further assessed the reciprocal regulation between prostatic stromal IGFBP3 expression and epithelial IGF1R activation. Multilayered atypical Myc+CK14+ basal epithelial cells were observed adjacent to mGFP+ Gli1-lineage cells within PIN lesions of HiMyc samples in contrast to the single layer of Myc+CK14+ basal epithelial cells in HiMyc-ARKO samples (yellow arrows, Fig. 7c), in which IGFBP3+ mGFP+ Gli1-lineage cells were mainly observed (blue arrows, Fig. 7c). Accordingly, positive staining of pIGF1R only appeared in HiMyc but not in HiMyc-ARKO samples (white arrows, Fig. 7c). Increased Ki67+ staining also appeared in prostatic basal epithelium in HiMyc versus HiMyc-ARKO samples, indicating the promotional role of IGF1R activation in prostatic tumor epithelia (*p* = 5.66 × 10^−5^; Fig. 7c; Supplementary Fig. 6g). These similar results were also observed in prostate tissues of 6-month-old HiMyc and HiMyc-ARKO mice when they received TM at 2 months of age (Supplementary Fig. 6h), validating the regulatory role of IGFBP3 on IGF1R1 signaling. Taken together, these data in combination with other results elucidate that AR loss attenuates the repression on Sp1-mediated IGFBP3 transcription resulting in elevated IGFBP3 in Gli1-lineage FB, which reduces IGF1 binding to IGF1R on adjacent prostatic basal epithelial cells and diminishes IGF1R-mediated Wnt/β-catenin activation (Fig. 7d).

Emerging evidence has shown the prostatic stem/progenitor cell properties of human prostatic basal epithelial cells^1^. Human prostatic cancer cells with basal cell gene signatures are also linked to advanced, metastatic, and castration-resistance tumor phenotypes^43^. To explore the clinical relevance of stromal AR action as a tumor niche, we compared GSEA based on DEGs of basal versus luminal cell in human prostate tumors with those in our mouse models, and identified similar enriched signaling pathways between human samples and HiMyc mice. Specifically, both IGF1 and canonical Wnt signaling pathways were significantly enriched (Fig. 7e and Supplementary Data 4). These data provide additional and clinically relevant evidence demonstrating the critical role of reciprocal interactions between stromal AR signaling in Gli1-lineage cells and prostatic basal epithelial tumorigenesis.

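Within HiMyc, hMycTg+ basal-like cells were compared with hMycTg+ luminal-like cells of the same library. The 41 measured genes of canonical Wnt signaling had a median log2 ratio of basal-like over luminal-like of 0.69 (percentile 99.9), with 21 higher and 5 lower by 1.5-fold. The ligand Wnt10a had a ratio of 4.97 (4.52 to 5.47), the cyclin Ccnd1 2.76 (2.68 to 2.84), the feedback gene Axin2 1.76, Cd44 1.71, the Wnt carrier Wls 1.43 and the receptor Fzd6 0.81. Wnt4 was lower in basal-like cells at −0.83 and Tcf7l2 level at 0.00. The 32 genes of IGF1R signaling had a median of 0.22 (percentile 46.2), with 7 higher and 7 lower. Irs2 was higher at 2.14 (2.04 to 2.25) and Hras at 1.01, Igf1r was near level at 0.15 (0.07 to 0.23, 78.4 and 70.7 CPM), and Irs1, the other main adaptor, was lower at −1.33. Other lists moved more, among them lists of stromal genes. Smooth muscle contractile genes had a median of 2.81, collagen and matrix genes 2.51 (30 of 34 higher), other CAF (cancer-associated fibroblast) markers 2.37, epithelial-mesenchymal transition genes 2.31, stromal growth factors 1.90 and TGF-beta signaling 1.06. Stromal RNA is a limit on these lists, as 12 fibroblast markers stood at a median of 1.91% of their fibroblast-like level in hMycTg+ basal-like and 0.596% in all luminal-like cells of HiMyc. Notch signaling had a median of 0.67 and MYC target genes 0.65, and the basal keratin Krt5 a ratio of 4.96. In HiMyc-ARKO the Wnt list had a median of 0.82 (percentile 87.1) and the IGF1R list 0.68 (percentile 64.5), with Ccnd1 at 3.52 and Irs2 at 3.12, from 31 basal-like cells. Over all genes the median was 0.11 in HiMyc and 0.25 in HiMyc-ARKO.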

## Discussion

Prostate tumorigenesis is solely governed through AR-mediated signaling pathways^44,45^. However, most previous studies were mainly focused on prostate tumor cell-intrinsic mechanisms^4–6^. The roles and underlying mechanisms for stromal AR action in promoting prostate epithelial oncogenesis are largely unknown. Additionally, the cellular identity of prostate stromal cells that act as tumor niches is also unclear. Data from this study provide multiple lines of scientific evidence demonstrating a critical role of AR signaling in stromal Gli1-lineage cells in supporting prostate epithelial cell tumorigenesis, leading to the development of different therapeutic strategies for treating advanced prostate cancer.

In this study, we identified a critical role of AR in stromal Gli1-lineage cells to regulate IGF1 signaling pathways through IGFBP3. Using scRNA-seq and other experimental analyses, we observed a robust increase in *Igfbp3* expression in AR-deficient stromal Gli1-lineage cells, especially in AR-deficient fibroblasts in HiMyc-ARKO samples. Analyses of adjacent basal epithelial cells further showed a specific impairment of IGF1R signaling pathways in atypical basal epithelial cells in HiMyc-ARKO samples in comparison to HiMyc counterparts. Earlier studies have shown that the transcription of *Igfbp3* is mediated mainly through Sp1 transcription factor^35^ and the AR can repress Sp1-mediated transcription by interfering with its binding to the target promoters^36,37^. Using ChIP assays, we further demonstrated increased recruitment of Sp1 within the *Igfbp3* promoter regions in sorted AR-deficient mGFP+ cells from HiMyc-ARKO mice in comparison to those of HiMyc counterparts. Because IGFBP3 is an IGF1 binding protein and can block IGF1 access to its receptors and inhibit IGF1 signaling activation^34^, our data provide distinct mechanistic insight for stromal AR to support prostate basal epithelial cell oncogenesis through the regulation IGF1/IGFBP3 axes by reciprocal stromal-epithelial interactions.

Prostatic basal epithelial cells are directly adjacent to stromal cells and possess progenitor properties^23,25^. Specifically, Myc+ basal epithelial cells have been shown to function as prostate tumor-initiating cells in Hi-Myc mice^26^. Significant reduction of Myc+ atypical and tumor cells with basal cell properties was identified in prostatic tissues of HiMyc-ARKO mice. Accordingly, scRNA-seq analyses further showed reduced Myc+ basal atypical and tumor epithelial cells but not Myc+ luminal counterparts in HiMyc-ARKO mice. Given the proximity of prostatic Gli1-lineage FB and basal cells, these data demonstrate a specific role for stromal AR in Gli1-lineage cells in regulating oncogenesis and tumor development initiated by prostatic basal epithelial cells. Interestingly, the expression of *Igf1* transgene in mouse prostatic basal cells initiates prostate oncogenesis and PIN development^46^. Activation of IGF1 axes further stabilizes cellular β-catenin and enhances its activity to directly promote prostate tumor development and growth^28,29,47^. In this study, we characterized the regulatory role of IGF1/IGF1R signaling in activating Wnt/β-catenin pathways in prostatic basal epithelial cells and promoting their oncogenic growth. Given that both IGF1 and Wnt/β-catenin signaling pathways have been shown to directly regulate androgen-induced prostate cancer development and progression^31^, our current data implicate an underlying mechanism by which stromal AR regulates prostatic epithelial oncogenic transformation and tumor development.

In this study, we further examined the underlying mechanism for stromal AR in regulating prostatic basal epithelial oncogenesis using human clinical samples and data. To further address the clinical relevance of our analyses, we specifically selected human prostate cancer specimens isolated either from primary prostate cancer patients who received no hormone treatment or from patients who only received Lupron treatment for 3 months in effort to reduce tumor volumes to achieve tumor-negative surgical margins. Positive staining for phosphorylated IGF1R only appeared in prostate tumor epithelial cells of untreated samples. In contrast, increased IGFBP3 staining and no phosphorylated IGF1R staining appeared in Lupron-treated samples (Supplementary Fig. 7a, b). These observations confirm the repressive role of androgen/AR signaling on IGFBP3 expression in human prostate stroma. To further explore the correlation of IGFBP3 status to IGF1 activation in human prostate cancer samples, we employed HiSeq RNA sequencing data from TCGA (The Cancer Genome Atlas) and GEO (GSE197780) datasets. IGFBP3 expression was significantly reduced in the naïve samples compared to the normal prostates (*p* = 4.70 × 10^−6^) and the ADT-treated samples (*p* = 3.01 × 10^−7^), suggesting a link between ADT and IGFBP3 expression. Moreover, GSEA using pre-ranked gene lists of naïve versus ADT-treated samples showed significant enrichment in the IGF1 signaling pathway, indicating an inverse correlation between IGFBP3 expression and IGF1signaling activation (Supplementary Fig. 7c, d). We also observed similar results for increased IGFBP3 expression and reduced IGF1 activation using GSE197780 datasets, in which the patient samples were isolated after ADT in comparison to samples from the same patients before the treatment (Supplementary Fig. 7e, f). Whereas these data are supportive of our current results, we are also aware these samples contained both prostatic epithelial and stromal compartments. In order to fully understand the effect of ADT on stromal AR action in prostate cancer progression and CRPC development, more in-depth analyses should be carried out using clinically relevant clinical cohorts and datasets to assess cellular and molecular changes in both epithelial and stromal compartments.

Using organoid culture systems, we characterized the effect of stromal AR signaling in prostatic basal epithelial oncogenic growth. Interestingly, in earlier culture time points, we observed retarded growth in epithelial organoids derived from prostate basal cells of HiMyc-ARKO in comparison with those of HiMyc mice. However, the growth difference was gradually reduced at later time points. Additionally, IGF1 treatment of epithelial organoids derived from HiMyc and HiMyc-ARKO mice at late time points showed similar inducible growth. These data suggest that impaired epithelial tumor growth due to stromal AR loss in HiMyc-ARKO may be able to be reversed by microenvironment changes. Given that current ADT can systematically affect AR signaling in both AR-expressing tumor cells and surrounding stromal cells, our data implicate an underlying mechanism for IGF1 signaling forgoing the reliance on AR-mediated regulation in prostate tumor cells to induce hormone refractoriness and CRPC development. Therefore, further investigation of co-targeting reciprocal interactions of AR and IGF1 pathways between epithelial tumor cells and surrounding tumor niches may provide insight into potential therapeutic strategies for treating advanced prostate cancer.

In this study, we also tested the effect of androgen withdraw on both HiMyc and HiMyc-ARKO mice. We castrated 6-month-old HiMyc-ARKO and HiMyc mice that received TM at 2 weeks of age and analyzed them 4 weeks post castration (Supplementary Fig. 8). A regression of PIN and prostatic tumor growth was grossly and histologically apparent in both genotypes of mice. IHC analyses showed reduced Ki67 in PIN and prostatic tumor cells in castrated mice in comparison to intact counterparts of both genotypes of mice, indicating the promotional role of androgens in prostate epithelial growth. Interestingly, comparison of prostate weights before and after castration of both genotype mice showed greater reductions in prostate weight in HiMyc mice than HiMyc-ARKO mice, further suggesting the role of stromal AR in androgen-dependent prostate epithelial growth. The critical role of prostatic CAFs in tumor progression and CRPC development has been implicated recently^48^. Thus, further investigation of stromal AR action in Gli1-lineage CAFs during ADT will help us better understand the molecular mechanisms underlying prostate cancer progression and hormone refractoriness, providing further insight into the development of potential and effective therapeutic strategies to co-target both tumor stromal and epithelial cells.

## Methods

### Ethics statement

All experimental procedures and care of animals in this study were carried out according to the Institutional Animal Care and Use Committee (IACUC) at Beckman Research Institute of City of Hope (California, US) and approved by the IACUC. Euthanasia was performed by CO_2_ inhalation followed by cervical dislocation.

### Human subjects and clinical data

Specimens of primary prostate cancer used in this study were isolated from either patients without hormonal treatment or patients who received Lupron treatment for 3 months in reducing the tumor volumes to achieve tumor-negative surgical margins. The study was approved by the Institutional Review Board (IRB)-approved protocol (IRB # HS-16-00817) at the University of Southern California, and informed Consent was obtained from all participants in this study.

RNA-seq data for prostate adenocarcinoma patients were downloaded from TCGA database at UCSC Xena^49^. The gene expression was determined experimentally using the Illumina HiSeq 2000 RNA Sequencing platform by the University of North Carolina TCGA genome characterization center. Drug treatment status per sample was downloaded from the cBioportal website (http://www.cbioportal.org/). *IGFBP3* gene-levels were shown as in log_2_(x + 1) transformed RSEM normalized count. DEGs were considered using Wilcoxon Rank Sum test and a value of |log(Fold Change)| > 0.1 and adjusted *p* values < 0.01. The GSE197780 dataset from the GEO database was used for validation.

### Mouse generation and experiments

All mice used in this study were from a C57BL/6 background, and housed in ventilated cage racks with free access to food and water under a 12 h light/dark cycle at 20–24 °C and 30–70% humidity at City of Hope Parvin Animal Facility. Mice containing the conditional *Ctnnb1* allele (*Ctnnb1*^*L(ex3)*^) were kindly gifted from Dr. Makoto M. Taketo^50^. *Pten*^*L/L*^ mice were kindly provided by Dr. Hong Wu^51^, respectively. *PB-Cre4* (*PB*^*Cre4*^) mice were obtained from the NCI mouse repository (strain #: 01XF5). *Gli1*^*CreER/+*^ and *ROSA*^*mTmG*^ (*R26*^*mTmG/+*^) reporter mice were obtained from Jackson Laboratories (stocks 18867 and 7676). *Ar*^*Lox/Y*^ (*Ar*^*L/Y*^) and *Hi-Myc* transgenic (*Hi-Myc*) mice were kindly provided by Dr. Guido Verhoeven^52^ and as reported earlier^18^, respectively. *Ctnnb1*^*L(ex3)/+*^*:PB*^*Cre4*^ were generated by intercrossing *Ctnnb1*^*L(ex3)/L(ex3)*^ females with *PB*^*Cre4*^ male mice. *Pten*^*L/+*^*: PB*^*Cre4*^ mice were first generated by intercrossing *Pten*^*L/L*^ females with *PB*^*Cre4*^ males and then used to generate *Pten*^*L/L*^*:PB* ^*Cre4*^. *Ar*^*L/X*^ female mice were mated with *Gli1*^*CreER/+*^ male mice to generate *Gli1*^*CreER/+*^ and *Ar*^*L/Y*^*:Gli1*^*CreER/+*^ littermates. Experimental mice were generated by intercrossing *Ar*^*L/X*^*:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ females with *Hi-Myc* males (Fig. 2a). Similar mating procedures were used to generate *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ mice (Supplementary Fig. 2a). Genomic DNA samples isolated from mouse tail tips or embryo yolk sacs were used for genotyping with appropriate primers (*Ctnnb1* allele, forward: 5′-AACTGGCTTTTGGTGTCGGG-3′, reverse: 5′-TCGGTGGCTTGCTGATTATTTC-3′; *Pten* allele, forward: 5′-TCCCAGAGTTCATACCAGGA-3′, reverse: 5′-AATCTGTGCATGAAGGGAAC-3′; *PB* ^*Cre4*^ allele, forward: 5′-GATCCTGGCAATTTCGGCTAT-3′, reverse: 5′-GCAGGAAGCTACTCTGCACCTTG-3′; *Gli1*^*CreER*^ alleles, forward: 5′-GCAGATCTACATTCCTTTC-3′, reverse: 5′-AAGAGAGACAGCTGGAGCC-3′ and 5′-AATCGCGAACATCTTCAGGTT-3′; *Ar* alleles, forward: 5′-AGCCTGTATACTCAGTTGGGG-3′, reverse: 5′-AATGCATCACATTAAGTTGATACC-3′; *Hi-Myc* alleles, forward: 5′-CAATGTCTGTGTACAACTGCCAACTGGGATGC-3′, reverse: 5′-TTACGCACAAGAGTTCCGTAGCTGTTC-3′; *R26*^*mTmG/+*^ alleles, forward: 5′-TCAATGGGCGGGGGTCGTT-3′, reverse: 5′-CTCTGCTGCCTCCTGGCTTCT-3′ and 5′-CGAGGCGGATCACAAGCAATA-3′)^14,18,50,51^. For tissue recombination assays, timed pregnancy was done with *PB*^*Cre4*^ male mice mated with *Ctnnb1*^*L(ex3)/L(ex3)*^ female mice and *Pten*^*L/+:*^*PB*^*Cre4*^ male mice mated with *Pten*^*L/L*^ female mice to generate urogenital sinus epithelium (UGE) tissues. *Gli1*^*CreER/+*^ male mice were mated with *Ar*^*L/X*^ female mice for timed pregnancy to generate UGM tissues. *Ar*^*L/X*^ Pregnant females were injected with TM (125 µg/g body weight, Sigma) suspended in corn oil (Sigma) at embryonic day 13.5 (E13.5) and euthanized on E16.5. The urogenital sinus (UGS) was separated into UGE and UGM by treatment with 1% trypsin (Gibco) at 4 °C for 90 min, followed by mechanical dissociation. Combinations of *Ctnnb1*^*L(ex3)/+*^*:PB* ^*Cre4*^ or *Pten*^*L/L*^*:PB*^*Cre4*^ UGE and *Gli1*^*CreER/+*^ or *Ar*^*L/Y*^*:Gli1*^*CreER/+*^ UGM were generated as indicated in Fig. 1a. The dissociated UGE and UGM were recombined on 0.4% agar plates containing Dulbecco’s Modified Eagle’s Medium (DMEM, Corning) with 10% fetal bovine serum (FBS, HyClone) supplementation, then incubated at 37 °C for overnight. The tissue recombinants were implanted under the renal capsule of 8-week-old male SCID mice with a supplement of testosterone pellet (12.5 mg, Innovative Research of America) placed in the back subcutaneously, and the grafts were analyzed 3 months later. All experimental mice received a single intraperitoneal injection of TM (1 mg) on postnatal day 14 (P14) or 125 µg/g body weight at 2 months of age for activation of *Gli1*^*CreER/+*^. All mice-bearing tumors were closely monitored during the entire course of the study, and maximal tumor sizes (1.5 cm in diameter) were not exceeded based on the guidelines of IACUC in our institution.

### Pathological analyses and immunostaining

Mouse tissues were fixed in 10% neutral-buffered formalin (American Master Tech Scientific) and processed into paraffin. Following embedding in paraffin, tissue blocks were cut to 5 μm serial sections. For histological assessment, hematoxylin and eosin (H&E) staining^18,50,51^ was performed and used in accordance with the guidelines recommended by The Mouse Models of Human Cancers Consortium Prostate Pathology Committee in 2013^16^. For immunohistochemistry (IHC), tissue sections were rehydrated through a decreasing ethanol gradient, treated by boiling in 0.01 M citrate buffer (pH 6.0) or Tris-EDTA (pH 9.0) for antigen retrieval, incubated in 0.3% H_2_O_2_ for 15 min, blocked by 5% normal goat/donkey serum (Gibco) in phosphate-buffered saline (PBS) for 1 h at room temperature, and incubated with indicated antibodies diluted in 1% normal goat/donkey serum at 4 °C overnight. Next, the slides were then incubated with biotinylated secondary antibodies for 1 h followed by horseradish peroxidase streptavidin (Vector Laboratories) for 30 min at room temperature and visualized using a DAB kit (Vector Laboratories). Counterstaining was performed with 5% (w/v) Harris Hematoxylin (Thermo Scientific) and dehydrated through an increasing ethanol gradient, and coverslips were mounted with Permount Medium (Fisher Scientific). For immunofluorescent (IF) staining, tissue sections were treated for antigen retrieval as described above, blocked in 5% normal goat/donkey serum for 1 h, and incubated with primary antibodies diluted in 1% normal goat/donkey serum at 4 °C overnight. Slides were washed in PBS then incubated with fluorescent-conjugated secondary antibodies for 1 h, and then mounted using VECTASHIELD Mounting Medium with DAPI (Vector Laboratories). For IF staining of sorted single cells, the same procedures as described above were used but replaced antigen retrieval step with a fixation step in 4% paraformaldehyde for 30 min and with blocking in 0.04% Triton X-100- 5% donkey serum in PBS. Both primary and secondary antibodies used in this study were listed in Supplementary Table 1.

### Preparation of dissociated prostate cells

Mouse prostate tissues were collected, minced into small pieces, and digested with 10 mg/mL collagenase (StemCell Technologies) in DMEM/Ham’s F-12 50/50 Mix (DMEM/F12, Corning) supplemented with 10% FBS, 10 nM dihydrotestosterone (DHT, Sigma) and 10 μM Y-27632 (StemCell Technologies) at 37 °C for 90 min. Tissues were then digested with TrypLE (Gibco) supplemented with 1 nM DHT, 10 μM Y-27632 dihydrochloride at 37 °C for 15 min. Cell suspensions were passed through a 37-μm cell strainer (StemCell Technologies). Cell viability and concentration were detected using a TC Automated Cell Counter (Bio-Rad Laboratories) after Trypan blue (Gibco) staining, and cells at least 80% viability were processed. Similar experimental procedures were also described in the previous studies^21–24^.

### Library preparation and single-cell RNA sequencing

Approximately 13,000 and 7,100 cells from 3-month-old *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ littermates, respectively, were used for sequencing (Supplementary Fig. 2b). Library preparation was performed using 10× Genomics Chromium Single Cell 3′ Solution with v3 chemistry following the manufacturer’s protocol (10× Genomics). Capillary electrophoresis using 2100 Bioanalyzer (Agilent Technologies) was used for validation of the library purity and size. The library quantity was measured using Qubit dsDNA HS Assay Kit (Invitrogen). cDNA libraries were sequenced on Illumina Novaseq 6000 S4 flow cell (Illumina) to a depth of 60–70 K reads per cell. Processing of raw sequencing data, including FASTQ file generation and Unique Molecular Identifiers (UMI) counting, was conducted using the 10× Genomics Cell Ranger pipeline (3.1.0). Reads were then aligned to the mm10 reference genome with added *mGFP* and *human c-Myc* transgene (*hMycTg*) sequences^18,53^ for gene expression count. A total of 12,903 and 7,144 cells from *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ and *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ prostate tissues, respectively, were uploaded, as filtered feature bar coded metrics, to R (4.2.1) using the Seurat package (3.2.1)^20^ for the subsequent data analysis. For a quality-control step, potential empty droplets and multiplets were filtered out and dead cells or low-quality cells with a fraction of mitochondrial RNA higher than 15% were eliminated (Supplementary Fig. 2c, e, g, i). After this final filtering step, 10,810 *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ cells with an average of 2,950 genes per cell and 15,736 UMI counts per cell, and 6,848 *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ cells with an average of 1,342 genes per cell and 5,041 UMI counts per cell were conserved for future analyses. For the UMAP visualization and analysis, normalized and scaled data were clustered using the top significant principal components of 5,000 highly variable genes with 0.5 resolution and 20 dimensions in Seurat (Supplementary Fig. 2d, f, h, j). Pathway analysis was performed using Gene Set Enrichment Analysis (GSEA 4.1.0). Spearman pairwise correlation matrices as the measure of association between IGF and Wnt axes genes were analyzed and plotted using the ggcorr function from the GGally package R (https://www.rdocumentation.org/packages/GGally/versions/1.5.0/topics/ggcorr) in R. Two individual sets of single-cell RNA sequencing experiments were performed using different littermates in this study.

### Cell sorting

Upon dissociation, cells were resuspended with 0.5% (w/v) Bovine serum albumin in PBS and sorted for mGFP+tdTomato- cells, or basal epithelial (CD24^low^CD49f^high^)^39,40^. All cell sorting experiments were carried out using an Aria Cell Sorter (BD Biosciences). After sorting, cells were dissolved in DMEM/F12 with 10% FBS and counted using Trypan blue. Purity of mGFP+ cells was confirmed by counting the number of mGFP+ cells compared to total number of cells stained negative for Trypan blue. Sorted prostatic basal cells were also validated by co-IF staining using antibodies against CK14, p63, and CK8 (Supplementary Fig. 5b, c). All of the samples used in the study possessed > 95% purity.

### RNA extraction and qRT-PCR

mRNA was extracted and purified from sorted cells using TRIZOL (Zymo Research) and reverse-transcribed using SuperScript IV First-Strand Synthesis System (Fisher Scientific) according to the manufacturer’s protocol. qRT-PCR reactions were performed in triplicate using SYBR Green PCR master mix (Applied Biosystems) with specific primers (Supplementary Table 2) on the 7500 Real-time PCR system (Thermo Fisher Scientific).

### Chromatin immunoprecipitation (ChIP)-qPCR

ChIP-DNA from sorted mGFP+ cells was obtained by ChIP assay. Briefly, cells were fixed with formaldehyde, cross-linked with glycine, and lysed in cold lysis buffer (0.2% SDS, 10 mM Tris-HCl [pH 8.0], 1 mM EDTA, and 0.5 mM EGTA). The chromatin was sheared in a range between 100–500 bp by sonication and diluted in ChIP dilution buffer (0.01% SDS, 167 mM NaCl, 16.7 mM Tris-HCl [pH 8.1], 1.1% Triton X-100, and 1.2 mM EDTA), and then subjected to immunoprecipitation by magnetic protein G beads (Invitrogen) conjugated with an AR antibody (Abcam, ab74272), SP1 antibody (Novus, NB600-233), or normal IgG (Cell Signaling) at 4 °C for 4 h. Crosslinks were reversed, and then chromatin DNA fragments were analyzed by real-time qPCR with specific primers (Supplementary Table 2).

### Conditional medium (CM) preparation

Following cell dissociation, mGFP+ cells were sorted and seeded in DMEM/Ham’s F-12 50/50 Mix (DMEM/F12, Corning) supplemented with 10% FBS, 10 nM dihydrotestosterone (DHT, Sigma) and 10 μM Y-27632 (StemCell Technologies). After 12 h, culture media was then replaced with serum-free media after washing with PBS. The media was collected after 24 h for IGF1 concentration measurement and for treatment to organoids. IGF1 levels were measured in the above serum-free conditioned media using a Mouse/Rat IGF-1/IGF-1 Quantikine ELISA kit (R&D Systems). The samples were collected from two biologically different mice and measured in duplicate and tested and calculated following the manufacturer’s protocol.

### Organoid culture

Following cell dissociation, cells were incubated in DMEM/F12 supplemented with 10% FBS and 10 nM DHT at 37 °C for 3 h. Basal epithelial cells (CD49f^high^) were collected from suspended media, and approximately 2,000 cells per well were seeded in 20 μL of Matrigel (BD Biosciences) onto 24-well plates. Cells were cultured in serum-free DMEM/F12 containing 1× B27 (Life Technologies), 1.25 mM N-acetylcysteine (Sigma), 10 ng/mL EGF (PeproTech), 0.1 μg/mL Noggin (PeproTech), 0.1 μg/mL R-spondin1 (R&D Systems), 0.25 μM A83-01 (R&D Systems), 100 μM Y-27632, and 1 nM DHT^54^. After incubation for six days, organoids were treated with vehicle, 0.5% dimethyl sulfoxide (Sigma), 100 ng/mL insulin-like growth factor 1 (IGF1, R&D Systems), 100 ng/mL IGF1 + 1 μg/mL insulin-like growth factor binding protein 3 (IGFBP3, R&D Systems), IGF1 plus Wnt inhibitor ICG-001 5 μM (HY-14428, MedChem Express), IGF1 plus Wnt inhibitor iCRT3 5 μM (HY-103705, MedChem Express), *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ CM only, *Hi-Myc:R26*^*mTmG/+*^*:Gli1*^*CreER/+*^ CM + IGFBP3 1 μg/mL, or *Hi-Myc:R26*^*mTmG/+*^*:Ar*^*L/Y*^*:Gli1*^*CreER/+*^ CM only twice for four days and were fixed in 10% neutral-buffered formalin. Fixed cells were subjected to embedding into Histogel (Fisher Scientific) followed by paraffin embedding for histological analysis. All experiments were repeated three times in triplicates using three different mice. Organoid forming efficiency was determined by quantification of the percentage of organoid structure above 50 μm diameter per total cells seeded at day 0 in a well. The individual organoid size was quantified with the Image J (NIH) using at least 90 organoids per group. All experiments were replicated with two different mice in triplicate.

### Microscope image acquisition

H&E and IHC images were acquired on an Axio Lab A1 microscope using 10×, 20× and 40× Zeiss A-Plan objectives and captured using a Canon EOS 1000D camera and AxioVision software (Carl Zeiss, AxioVision Rel. 4.8 Ink.). Images of IF staining and organoids were taken using a Nikon ECLIPSE E800 epifluorescence microscope using ×5, ×20, and ×40 Nikon Plan Fluor objectives using a QImaging RETGA EXi camera and QCapture software (QImaging).

### Statistics and reproducibility

Data are presented as the mean values ± SD for the indicated number of independently performed experiments. The significance of the differences between data (^*^p < 0.05, ^**^p < 0.01) was measured using two-sided *t* test. Adjusted *p* values were corrected for multiple testing using Benjamini–Hochberg’s procedure. Differentially expressed gene (DEG) lists were determined using a Wilcoxon Rank Sum test, with genes showing adjusted *p* value < 0.05 defined to be significant. Spearman’s correlation coefficient > 0.3 and *p* value < 0.05 were considered to indicate statistical significance. Enrichment scores (ES) for each gene set in the ranked list of genes were calculated by a running-sum statistic using GSEA. Nominal *p* values of ES were estimated using an empirical phenotype-based permutation test and corrected for multiple hypothesis testing using FDR. As recommended by the GSEA User Guide, pathways with FDR < 0.25 were considered significant in exploratory GSEA pathway analysis. All representative images with consistent results from at least three biological replicates are shown.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

Raw data of single-cell RNA sequencing have been deposited in Gene Expression Omnibus (GEO) under accession number GSE174471. Human data and datasets were obtained from TCGA database, cBioportal, and from GSE 197780 dataset from GEO as detailed in the “Methods” section. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The bioinformatics analyses were conducted using open-source software, including Cell Ranger version 3.1.0, Seurat version 3.2.1^20^, R version 4.2.1, GSEA version 4.1.0. R scripts used to process sequencing data are available in “GitHub repository [https://github.com/wk-kim/HiMYC-ARKO-Gli1_Stromal_AR_Prostate_Tumorigenesis]”^55^.

# Supplementary material for: Stromal androgen signaling acts as tumor niches to drive prostatic basal epithelial progenitor-initiated oncogenesis
**Source:** Nat Commun. 2022 Nov 2;13:6552. doi: 10.1038/s41467-022-34282-w
**Supplement:** Supplementary file 1 — Supplementary Information

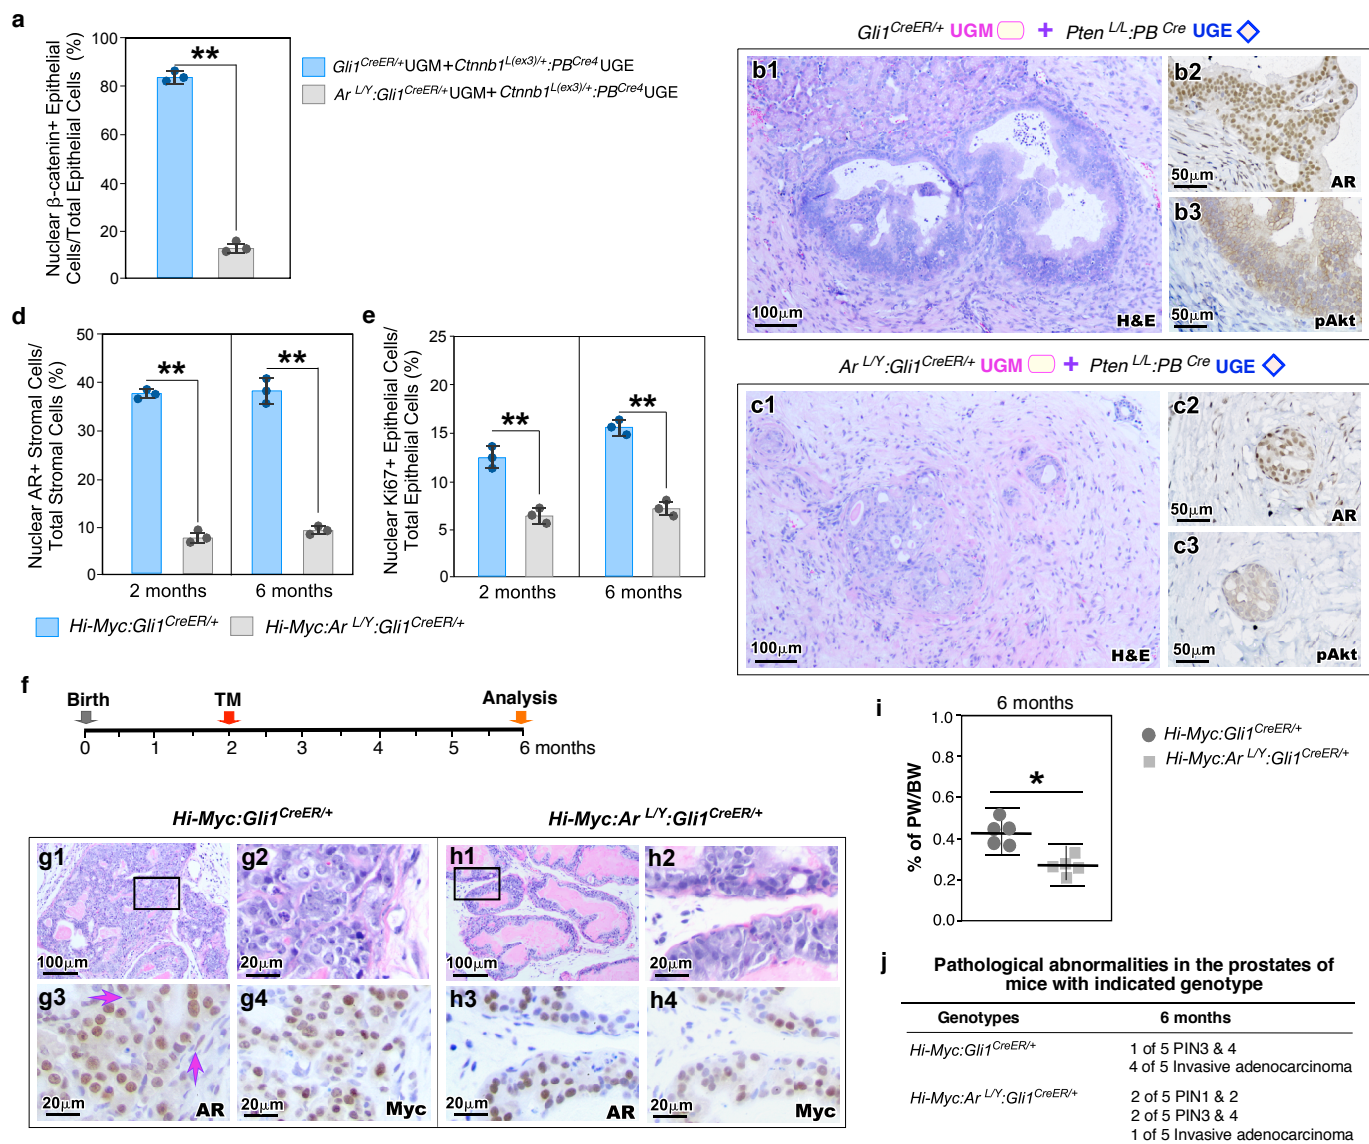

Supplementary Fig.1 Deletion of androgen receptor (AR) expression in Gli1-lineage cells impairs prostatic tumorigenesis and development. **a** Quantification of the percentage of nuclear β -catenin positive epithelial cells per total epithelial cells from $Ctnnb1^{L(ex3)/+};PBCre4$ urogenital sinus epithelium (UGE) combined with urogenital sinus mesenchyme (UGM) from $Gli1^{CreER/+}$ or $Ar^{LY:Gli1CreER/+}$ embryos after activation of $Gli1^{CreER/+}$. Data are represented as mean $\pm$ SD of three biological replicates. Two-sided Student's t -test, $**p < 0.01$. **b-c** Representative hematoxylin-eosin (H&E) and immunohistochemical (IHC) analyses for AR and phospho-Akt (pAkt) on xenograft recombinants from $Pten^{L/L};PBCre4$ UGE + $Gli1^{CreER/+}$ UGM or $Ar^{LY:Gli1CreER/+}$ UGM combinations. Scale bars, 100 μ m and 50 μ m. **d-e** Quantification of the percentage of nuclear AR⁺ stromal cells per total stromal cells or nuclear Ki67⁺ epithelial cells per total epithelial cells in the prostates of 2- and 6-month-old $Hi-Myc:Gli1^{CreER/+}$ and $Hi-Myc:Ar^{LY:Gli1CreER/+}$ mice after activation of $Gli1^{CreER/+}$ at 2 weeks of age. Data are represented as mean $\pm$ SD of three biological replicates, and using two-sided Student's t -test, $**p < 0.01$. **f** Schematic of experimental timeline for adult $Gli1^{CreER/+}$ activation in $Hi-Myc:Gli1^{CreER/+}$ and $Hi-Myc:Ar^{LY:Gli1CreER/+}$ mice. **g-h** H&E and IHC analyses for AR and Myc on adjacent prostate tissue sections of 6-month-old $Hi-Myc:Gli1^{CreER/+}$ and $Hi-Myc:Ar^{LY:Gli1CreER/+}$ mice with $Gli1^{CreER/+}$ activation at 2 months of age. Purple arrows indicate stromal AR⁺ cells in $Hi-Myc:Gli1^{CreER/+}$ mice. Scale bars, 100 μ m and 20 μ m. **i** Ratio of prostate weight (PW) versus whole body weight (BW) as percentages of 6-month-old mice, which were given tamoxifen (TM) at 2 months of age. Data are represented as mean $\pm$ SD of five biological replicates, and using two-sided Student's t -test, $*p < 0.05$. **j** Table summarizing the pathological abnormalities in the prostates of 6-month-old $Hi-Myc:Gli1^{CreER/+}$ and $Hi-Myc:Ar^{LY:Gli1CreER/+}$ mice after TM administration at 2 months of age. PIN, prostatic intraepithelial neoplasia. For **a**, **d**, **e**, and **i**, source data and the exact p -values are provided in the Source Data file.

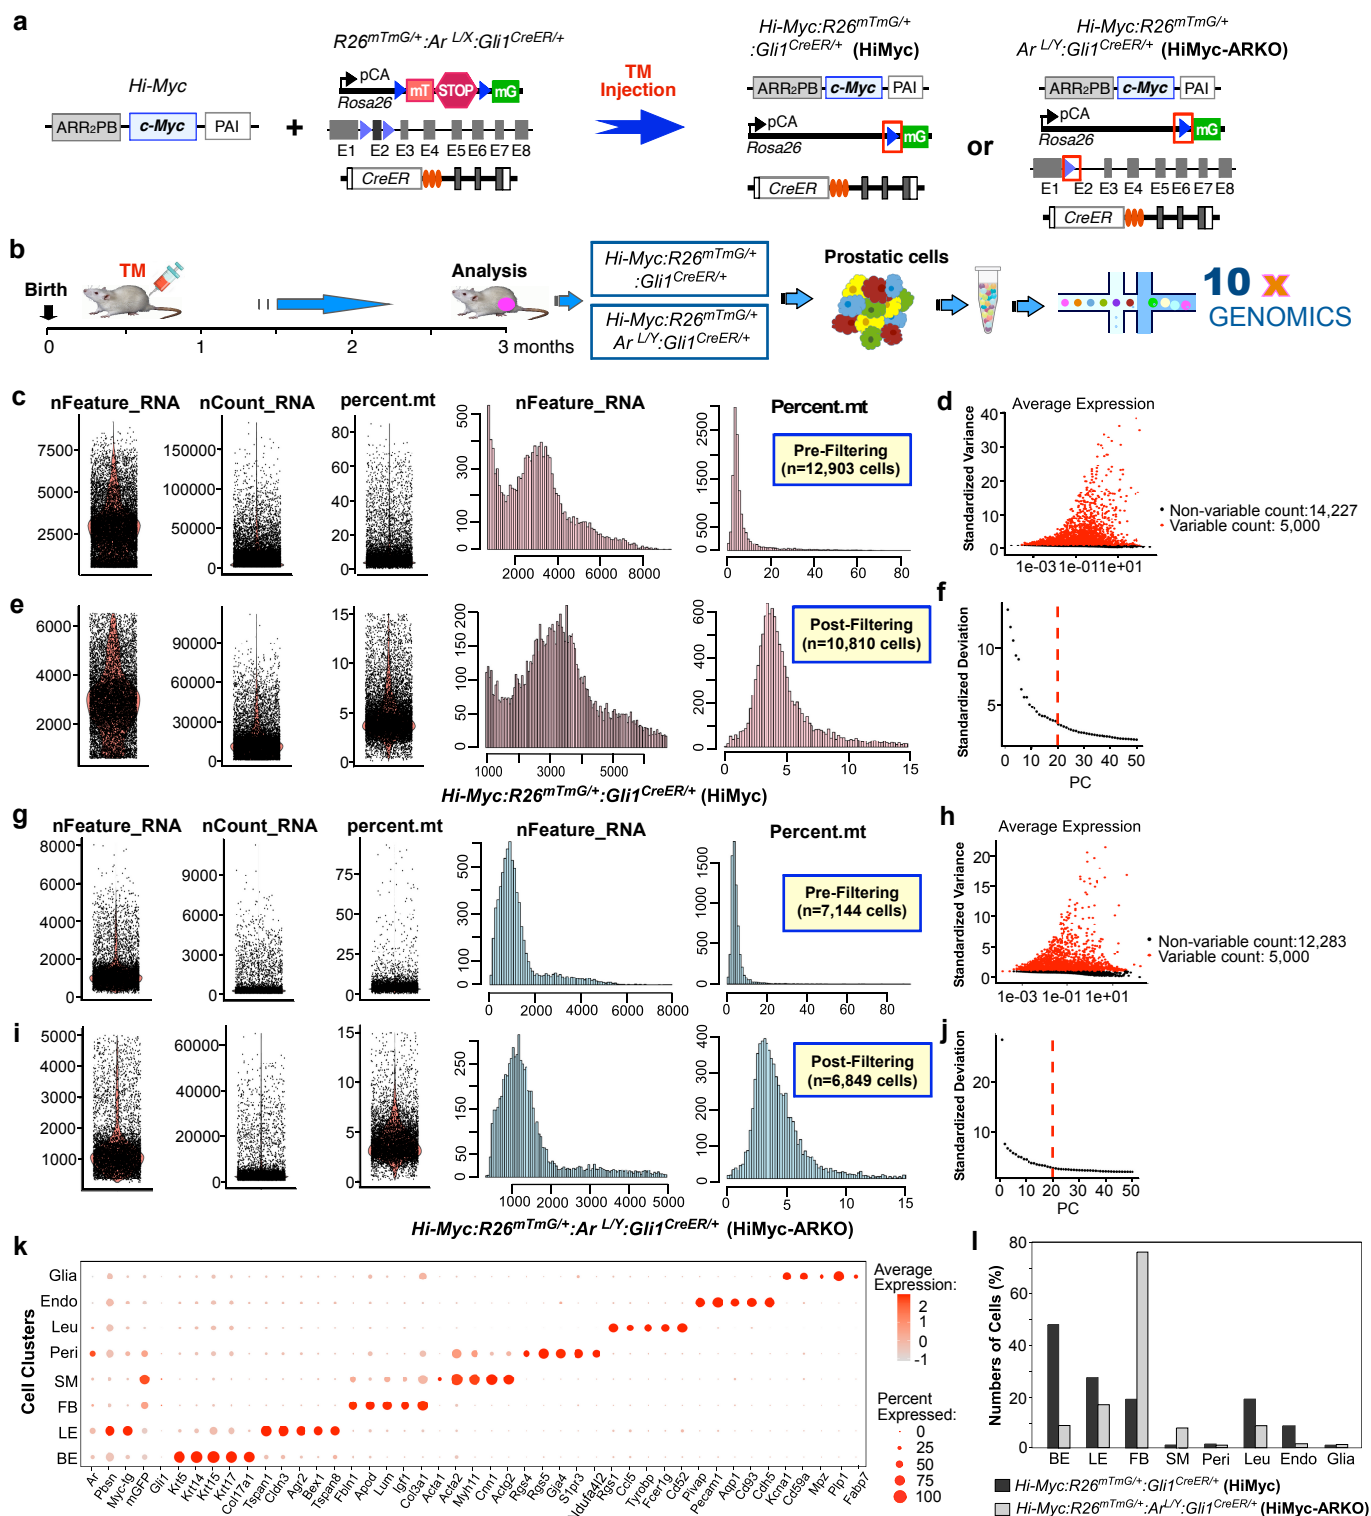

Supplementary Fig.2 Single cell RNA sequencing analyses of prostate tissues from *Hi-Myc:R26^{mTmG/+};Gli1^{CreER/+}* and *Hi-Myc:R26^{mTmG/+};Ar^{L/Y};Gli1^{CreER/+}* mice. **a** Schematic of mating strategy for generating *Hi-Myc:R26^{mTmG/+};Gli1^{CreER/+}* and *Hi-Myc:R26^{mTmG/+};Ar^{L/Y};Gli1^{CreER/+}* mice. **b** Schematic of experimental design for the single cell RNA-sequencing (scRNA-seq) analyses. **c-j** Quality controls for scRNA-seq data from *Hi-Myc:R26^{mTmG/+};Gli1^{CreER/+}* (HiMyc) and *Hi-Myc:R26^{mTmG/+};Ar^{L/Y};Gli1^{CreER/+}* (HiMyc-ARKO) prostates. Violin and histogram plots corresponding to the number of features, counts, and the percentage of mitochondrial RNA in each cell from HiMyc prostates before filtering (**c**) and after filtering for 1,000 < nFeature < 7,000 and percent.mt < 15 (**e**). Plot of gene variability and selection of the top 5,000 variable genes from HiMyc prostates (**d**). PCA elbow plot identifying a cutoff of 20 dimensions (dims) used for further analyses of HiMyc prostates (**f**). Violin and histogram plots corresponding to the number of features, counts, and the percentage of mitochondrial RNA in each cell from HiMyc-ARKO prostates before filtering (**g**) and after filtering for 500 < nFeature < 5,000 and percent.mt < 15 (**i**). Plot of gene variability and selection of the top 5,000 variable genes from HiMyc-ARKO prostates (**h**). PCA elbow plot identifying a cutoff of 20 dims used for further analyses of HiMyc-ARKO prostates (**j**). **k** Dot plot displaying five highly specific genes in each cell type from integrated scRNAseq data of HiMyc and HiMyc-ARKO Mice. **l** Distribution of total cells for each cell type in each indicated genotypes. BE, Basal epithelial cells; LE, Luminal epithelial cells; FB, Fibroblasts; SM, Smooth muscle cells; Peri, Pericytes; Leu, Leukocytes; Endo, Vesicular endothelial cells; Glia, Glial cells.

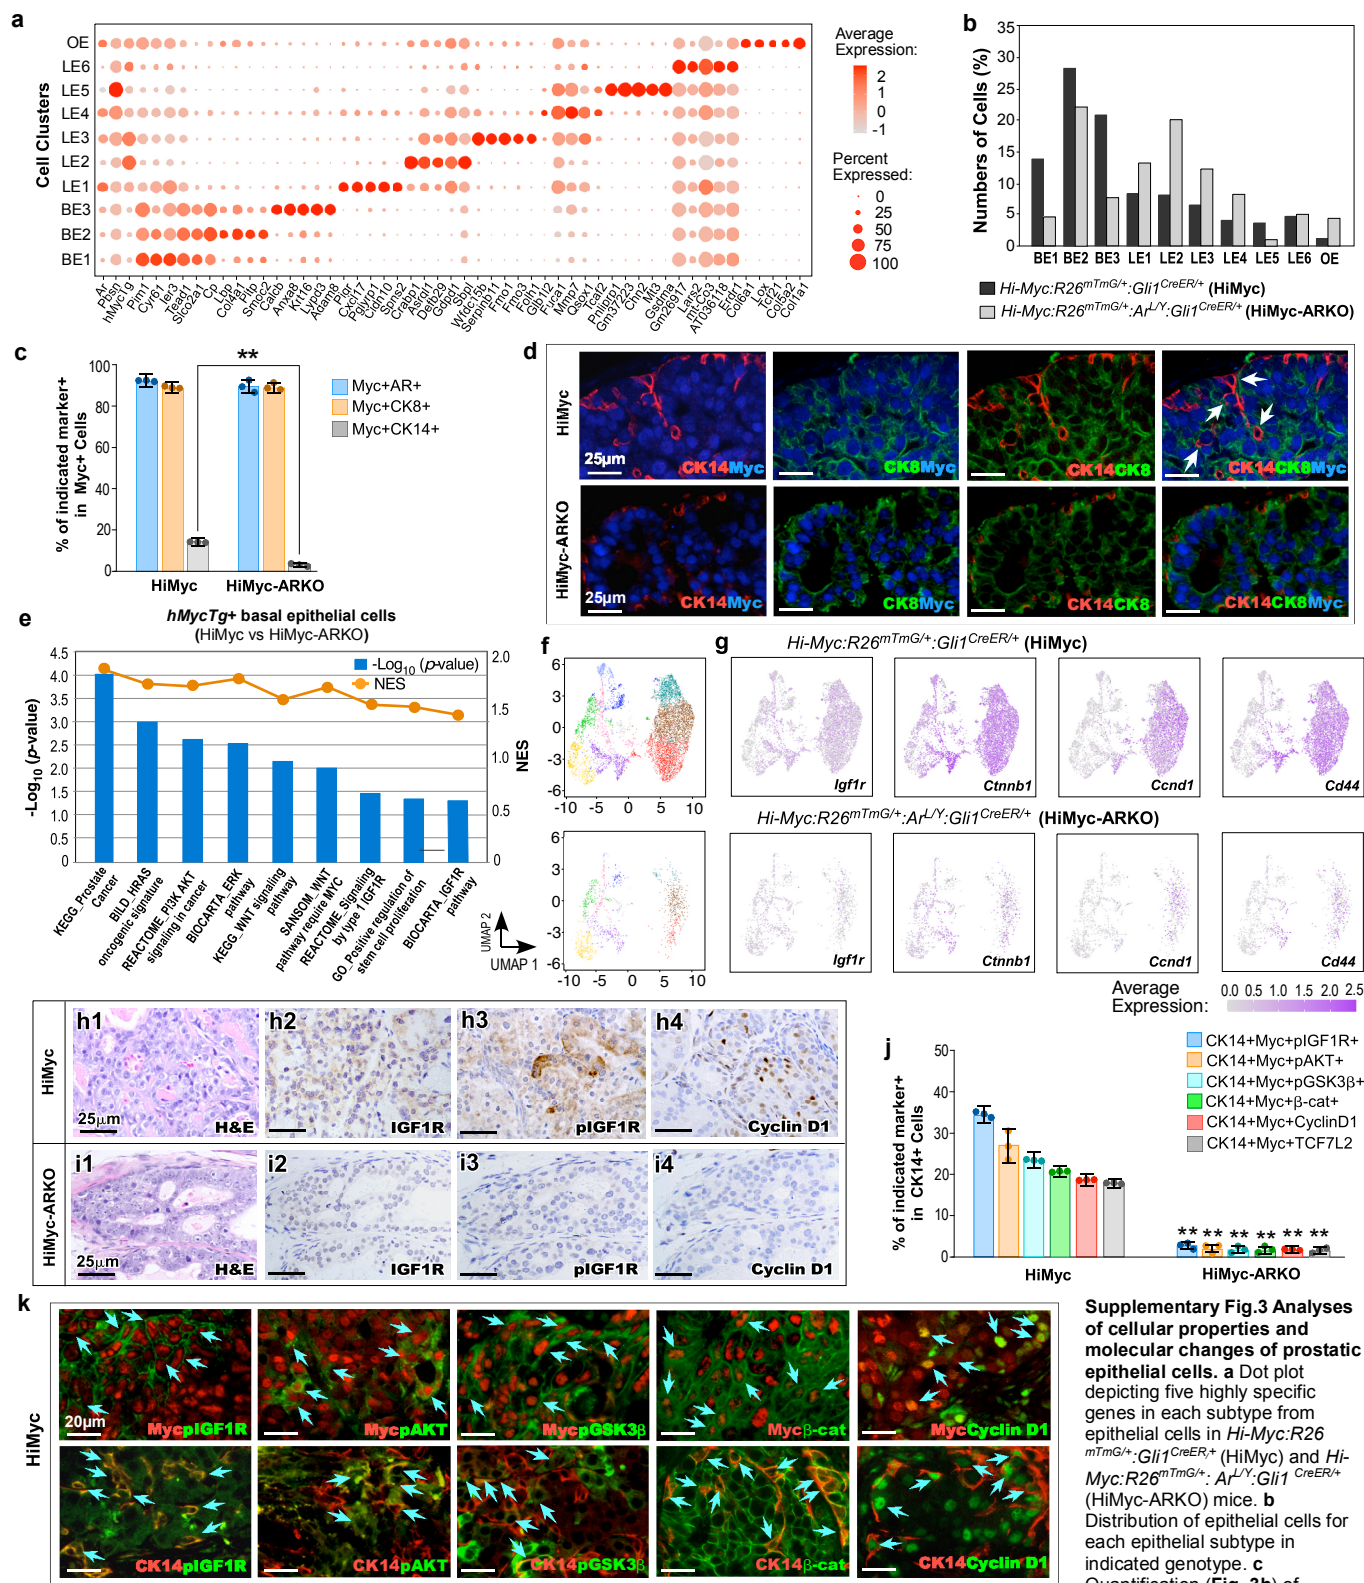

of $\text{Myc}^{\text{AR}+}$, $\text{Myc}^{\text{CK8}+}$, and $\text{Myc}^{\text{CK14}+}$ double positive cells per total Myc^+ cells in adjacent prostate tissue sections from HiMyc and HiMyc-ARKO mice. **d** Representative triple-IF staining for the indicated antibodies in adjacent prostate tissue sections from HiMyc and HiMyc-ARKO ($n=3$ per genotype). White arrows show triple positive cells for CK14, CK8 and Myc. Scale bars, 25 μm . **e** GSEA using p -value based pre-ranked gene list from $h\text{MycTg}^+$ basal cells in HiMyc versus those cells in HiMyc-ARKO. Please also see Methods. **f** UMAP plots separated by indicated genotypes from epithelial cells (Fig. 3d). **g** Gene expression levels of *Igf1r*, *Ctnnb1*, *Ccnd1*, and *Cd44* in epithelial cells, split by indicated genotypes. **h-i** Representative images of H&E and IHC analyses for cellular markers in the figure on adjacent prostate tissue sections from indicated genotypes. Scale bars, 25 μm . **j** Quantification (Fig. 4e) of $\text{Myc}^{\text{CK14}+}\text{pIGF1R}^+$, $\text{Myc}^{\text{CK14}+}\text{pAKT}^+$, $\text{Myc}^{\text{CK14}+}\text{pGSK3}\beta^+$, $\text{Myc}^{\text{CK14}+}\beta\text{-cat}^+$, $\text{Myc}^{\text{CK14}+}\text{Cyclin D1}^+$, and $\text{Myc}^{\text{CK14}+}\text{TCF7L2}^+$ triple positive cells per total CK14 $^+$ cells in adjacent prostate tissue sections from different genotype mice. **k** Representative Co-IF staining for the indicated antibodies in adjacent prostate tissue sections from HiMyc and HiMyc-ARKO ($n=3$ per genotype). Blue arrows show double-positive cells for the indicated antibody combinations. Scale bar, 20 μm . In **c** and **j**, data are represented as mean $\pm$ SD of three biological replicates. Two-sided Student's t -test for HiMyc versus HiMyc-ARKO, $^{**}p < 0.01$. Source data and the exact p -values are provided in the Source Data file.

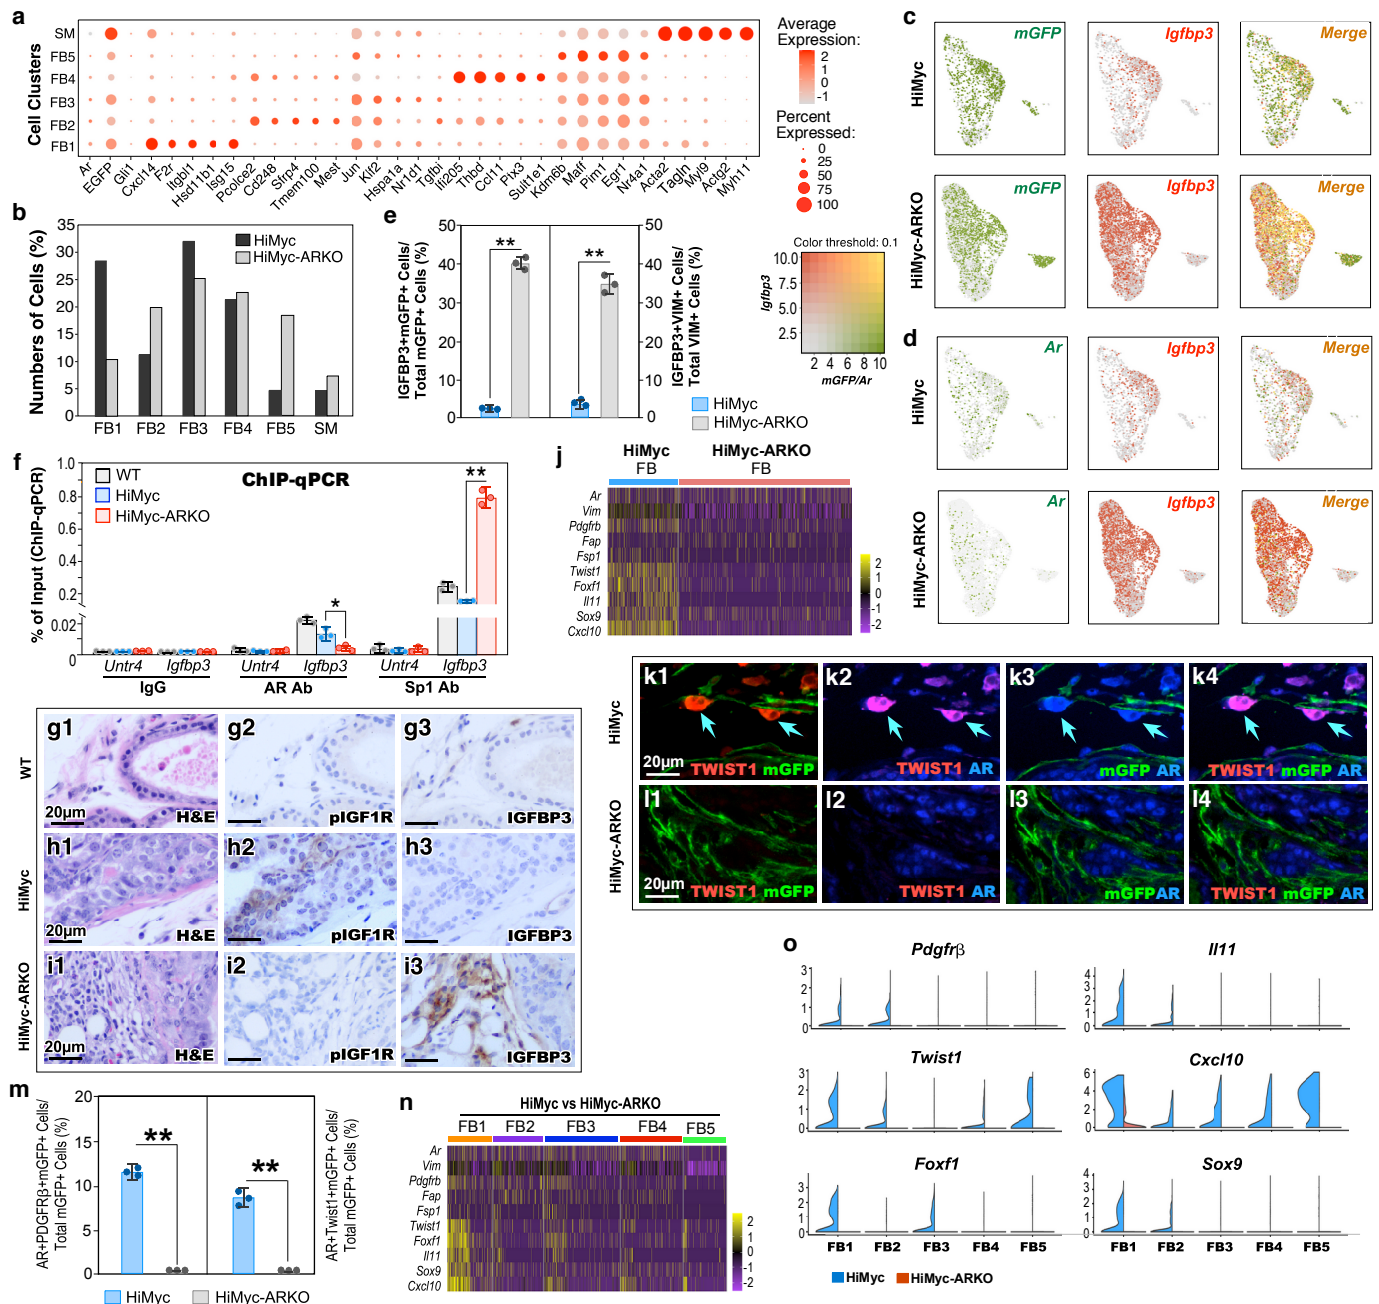

Supplementary Fig. 4 Analyses of cellular properties and molecular changes of prostatic stromal cells. **a** Dot plot depicting five highly specific genes in each sub-cluster from fibroblast (FB) and smooth muscle (SM) cells in both *Hi-Myc:R26^{mTmG/+}:Gli1^{CreER/+}* (HiMyc) and *Hi-Myc:R26^{mTmG/+}:Ar^{LY}:Gli1^{CreER/+}* (HiMyc-ARKO) mice. **b** Distribution of FB and SM cells for each subtype from indicated genotypes. **c-d** Blended expression UMAP plots of *Igfbp3* and *mGFP* (c) or *Ar* (d) in FB and SM cells from indicated genotypes. **e** Quantification of the percentage of double positive *IGFBP3*⁺*mGFP*⁺ per total *mGFP*⁺ or *IGFBP3*⁺*VIM*⁺ per total *VIM*⁺ cells in the indicated genotypes. **f** AR and Sp1 Chromatin immunoprecipitation qPCR analyses of the *Igfbp3* promoter regions, and negative control (*Untr4*) shown as percent inputs. **g-i** Representative images from H&E and IHC analyses for pIGF1R and IGFBP3 using prostate tissues from 6-month-old HiMyc and HiMyc-ARKO mice with TM administration at 2 months of age. Scale bars, 20 μ m. **j** Heatmap displaying gene expression as indicated above between prostatic FB cells of HiMyc and HiMyc-ARKO mice. **k-l** Representative images of triple-IF staining for TWIST1, mGFP, and AR on prostate tissues from indicated genotypes. Blue arrows indicate cells showing double- or triple-positive with the indicated genes listed. Scale bars, 20 μ m. **m** Quantification for percentage of triple positive staining of AR⁺PDGFR β ⁺*mGFP*⁺ (left panel) or AR⁺TWIST1⁺*mGFP*⁺ (right panel) per total *mGFP*⁺ cells. **n** Heatmap displaying gene expression of *Ar*, *Vim*, and CAF markers across five subtypes of total FB cells between HiMyc and HiMyc-ARKO. **o** Split-violin plots visualizing the expression levels of CAF markers in FB subtypes between two different genotypes as indicated in the figure. In **e**, **f**, and **m**, data are represented as mean $\pm$ SD of three biological replicates. Two-sided Student's t-test, **p < 0.01. Source data and the exact *p*-values are provided in the Source Data file.

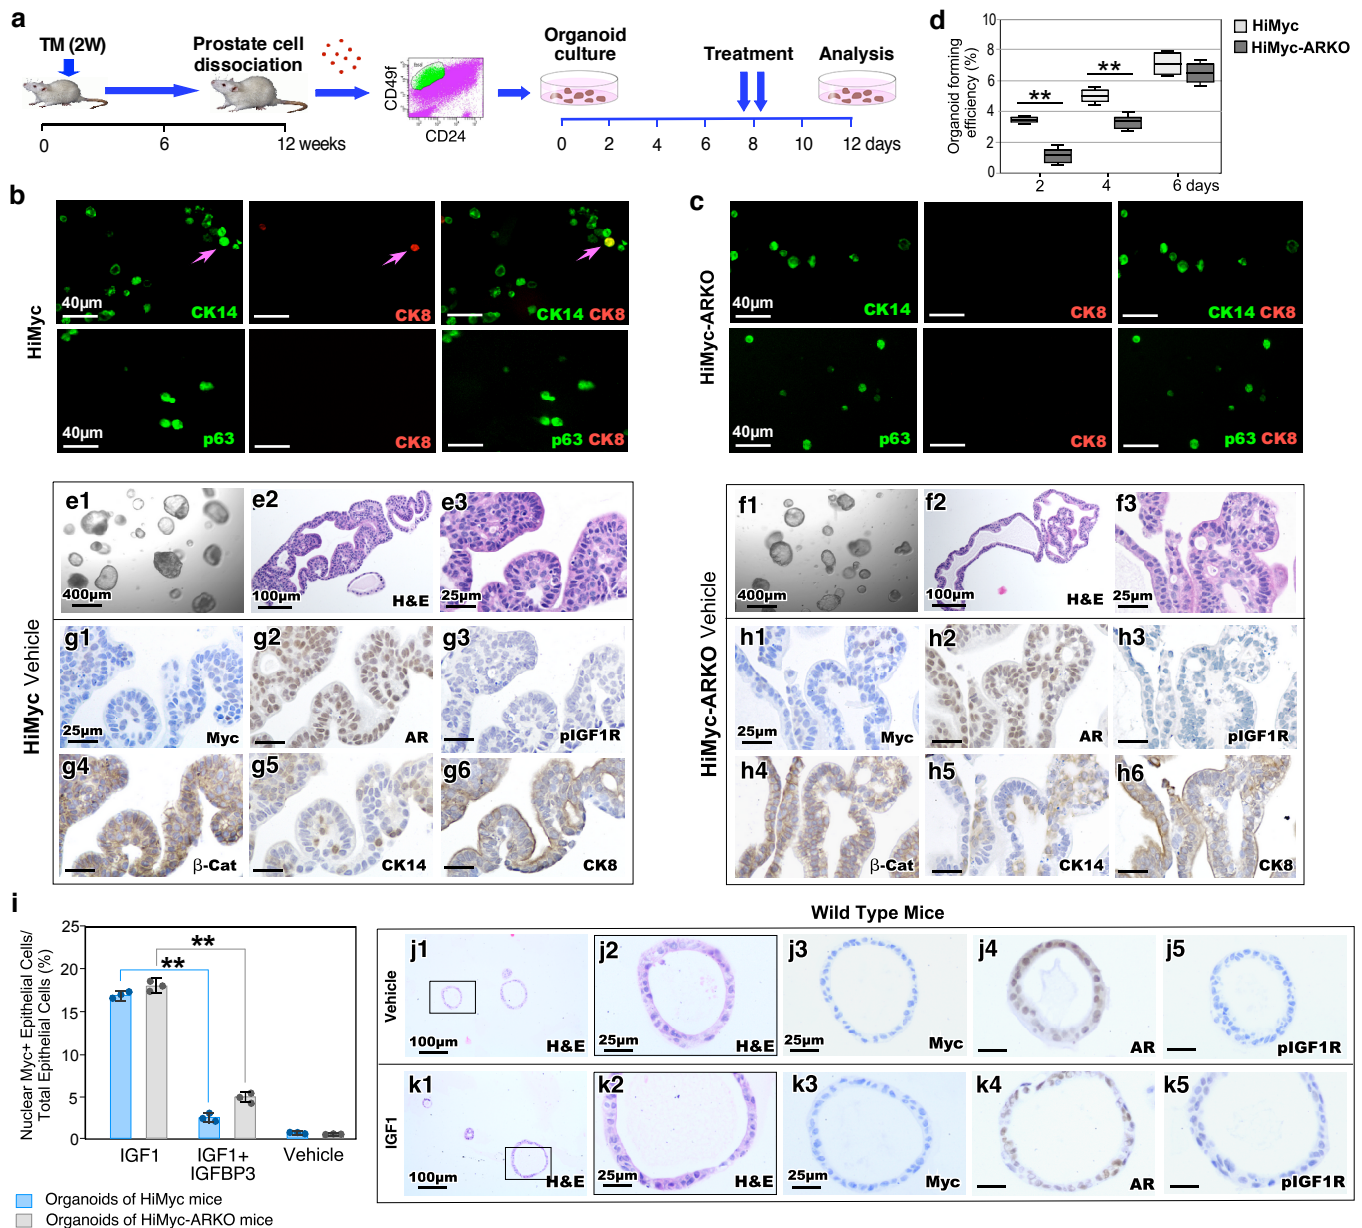

Supplementary Fig.5 Analyses of IGF signaling on oncogenic prostatic epithelial organoid growth. **a** Schematic of experimental design and timeline for organoid culture using prostatic CD49f^{high}-PE and CD24^{low}-APC sorted basal epithelial cells from *Hi-Myc:R26^{mTmG/+}:Gli1^{CreER/+}* (HiMyc) and *Hi-Myc:R26^{mTmG/+}:Ar^{LY}:Gli1^{CreER/+}* (HiMyc-ARKO) mice. **b-c** Representative Co-IF staining of CD49f^{high} sorted cells from HiMyc and HiMyc-ARKO mice. Pink arrow shows double positive for CK14 and CK8 in the indicated genotype. Scale bars, 40 μm. **d** Quantification of organoid forming efficiency showing the percentage of organoids above 50 μm diameter per total cells seeded at day 0 in a well. The center line represents the median value, the box borders represent the lower and upper quartiles (25% and 75% percentiles, respectively) and the ends of the bottom and top whiskers represent the minimum and maximum values, respectively, for six independent samples over three biological replicates. Two-sided Student's *t*-test for HiMyc versus HiMyc-ARKO, **p < 0.01. **e-h** Representative brightfield images depicting organoid morphology and structure observed in indicated group (Vehicle); scale bars, 400 μm. Representative images of H&E staining from organoid tissue sections from each group; scale bars, 100 μm and 25 μm. Representative IHC analyses for Myc, AR, pIGF1R, β-cat, CK14, and CK8 on adjacent sections in vehicle-treated organoids from indicated genotypes. Scale bars, 25 μm. **i** Quantification for percentage of nuclear Myc⁺ epithelial cells per total epithelial cells from organoids with the indicated treatments (IGF1 100 ng/ml, IGFBP3 1 mg/ml) and genotypes. Data are represented as mean ± SD of three biological replicates. Two-sided Student's *t*-test for IGF1-treated groups versus IGF1+IGFBP3-treated groups, **p < 0.01. **j-k** Representative H&E and IHC analyses for Myc, AR, and pIGF1R on adjacent sections in prostatic epithelial organoids derived from basal epithelia of wild type mice with indicated treatments. Scale bars, 100 μm, 25 μm. For **d** and **i**, source data and the exact *p*-values are provided in the Source Data file.

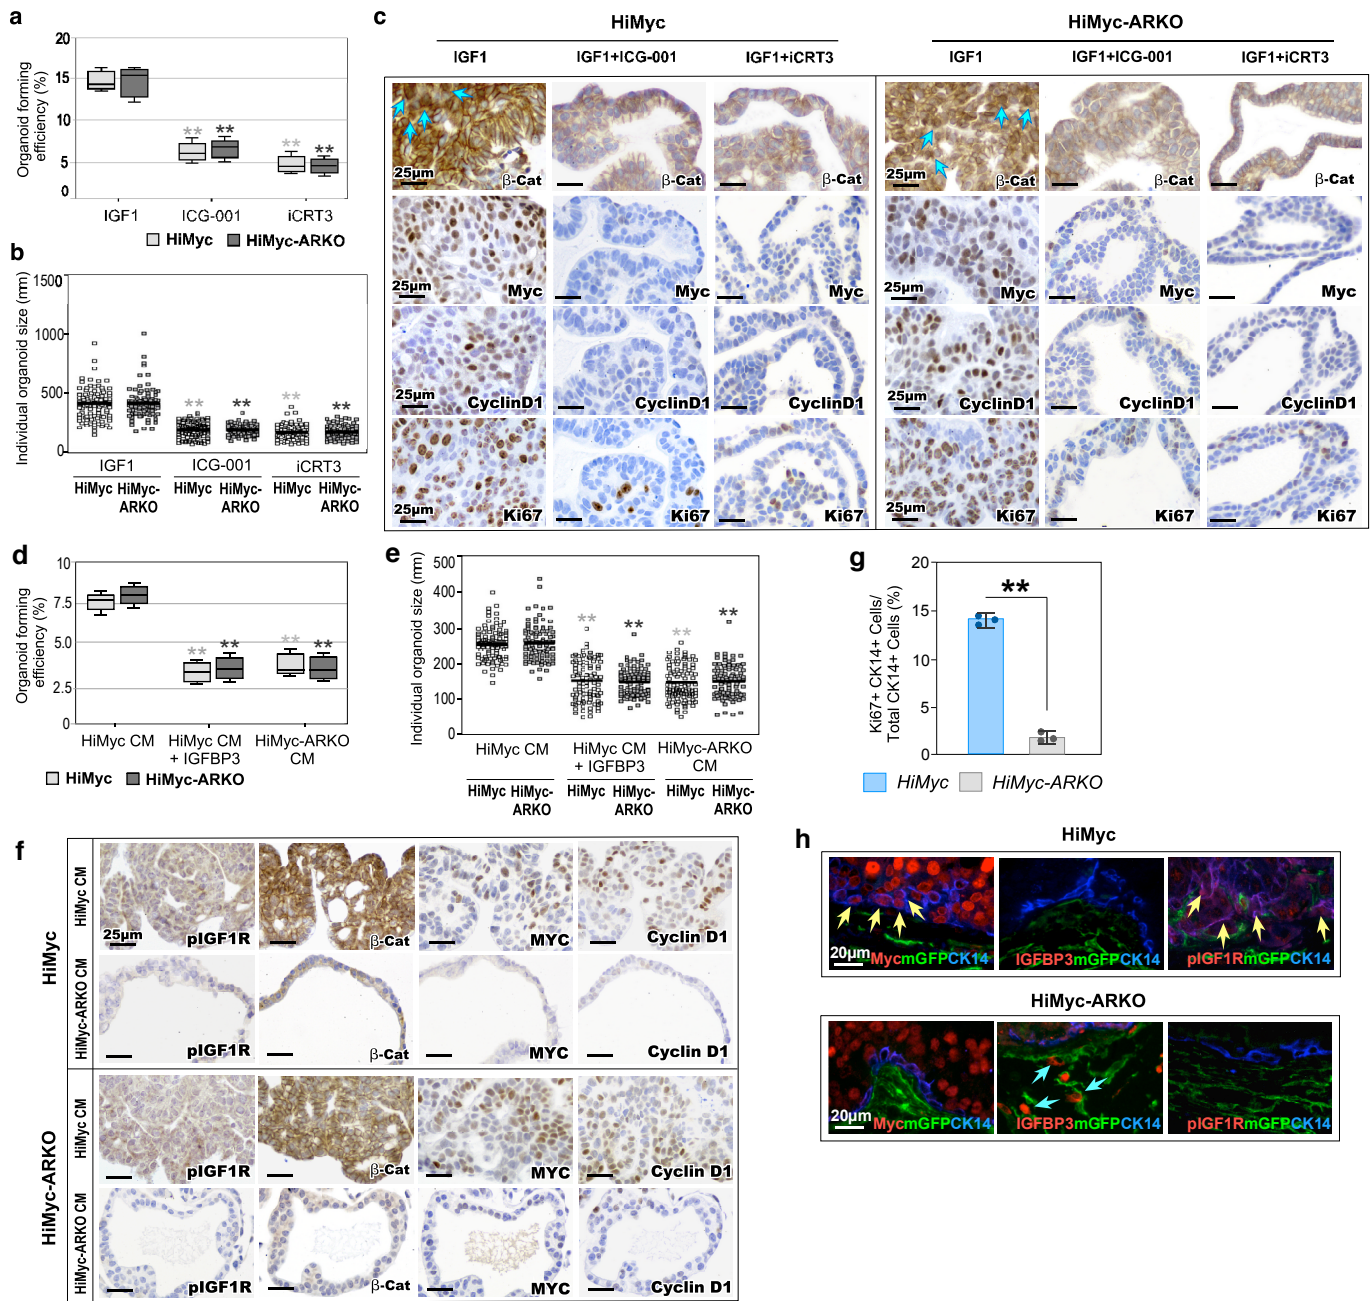

Supplementary Fig.6 Analyses of prostatic epithelial organoid growth induced by IGF and Wnt axes. **a-c** Organoids derived from prostatic epithelial cells from *Hi-Myc:R26^{mTmG/+}:Gli1^{CreER/+}* (HiMyc) and *Hi-Myc:R26^{mTmG/+}:Ar^{L/Y}:Gli1^{CreER/+}* (HiMyc-ARKO) mice treated with IGF1 (100 ng/ml), IGF1 (100 ng/ml) + ICG-001 (5 μ M), or IGF1 (100 ng/ml) + ICRT3 (5 μ M). Quantification of organoid forming efficiency showing the percentage of organoids derived from above 50 μ m diameter per total cells seeded at day 0 in a well (**a**). Quantification of individual organoid size. Organoids ($n = 95$) per treatment group examined over two independent experiments. The center line represents the median value in each group. Two-sided Student's t -test, $**p < 0.01$ (**b**). Representative IHC images for the indicated antibodies in HiMyc and HiMyc-ARKO organoids with the indicated treatments (**c**). **d-f** Organoids derived from prostatic epithelial cells from HiMyc and HiMyc-ARKO mice treated with HiMyc conditioned media (CM), HiMyc CM + IGFBP3 (1 μ g/ml), or HiMyc-ARKO CM. Quantification of organoid forming efficiency showing the percentage of organoids derived from above 50 μ m diameter per total cells seeded at day 0 in a well (**d**). Quantification of individual organoid size. Organoids ($n = 93$) per treatment group examined over two independent experiments. The center line represents the median value in each group. Two-sided Student's t -test, $**p < 0.01$ (**e**). Representative IHC staining for the indicated antibodies in HiMyc and HiMyc-ARKO organoids with the indicated treatments (**f**). **g** Quantification for the percentage of Ki67+ CK14+ cells per total CK14+ cells in HiMyc and HiMyc-ARKO mice (**Fig. 7c**). Data are represented as mean $\pm$ SD of three biological replicates. Two-sided t -test, $**p < 0.01$. **h** Representative triple-IF staining for the indicated antibodies in HiMyc and HiMyc-ARKO mice with *Gli1^{CreER/+}* activation at 2-months of age. Scale bars, 20 μ m. In **a** and **d**, the center line represents the median value, the box borders represent the lower and upper quartiles (25% and 75% percentiles, respectively) and the ends of the bottom and top whiskers represent the minimum and maximum values, respectively, for six independent samples over three biological replicates. Two-sided Student's t -test, $**p < 0.01$. For **a**, **b**, **d**, **e**, and **g**, source data and the exact p -values are provided in the Source Data file.

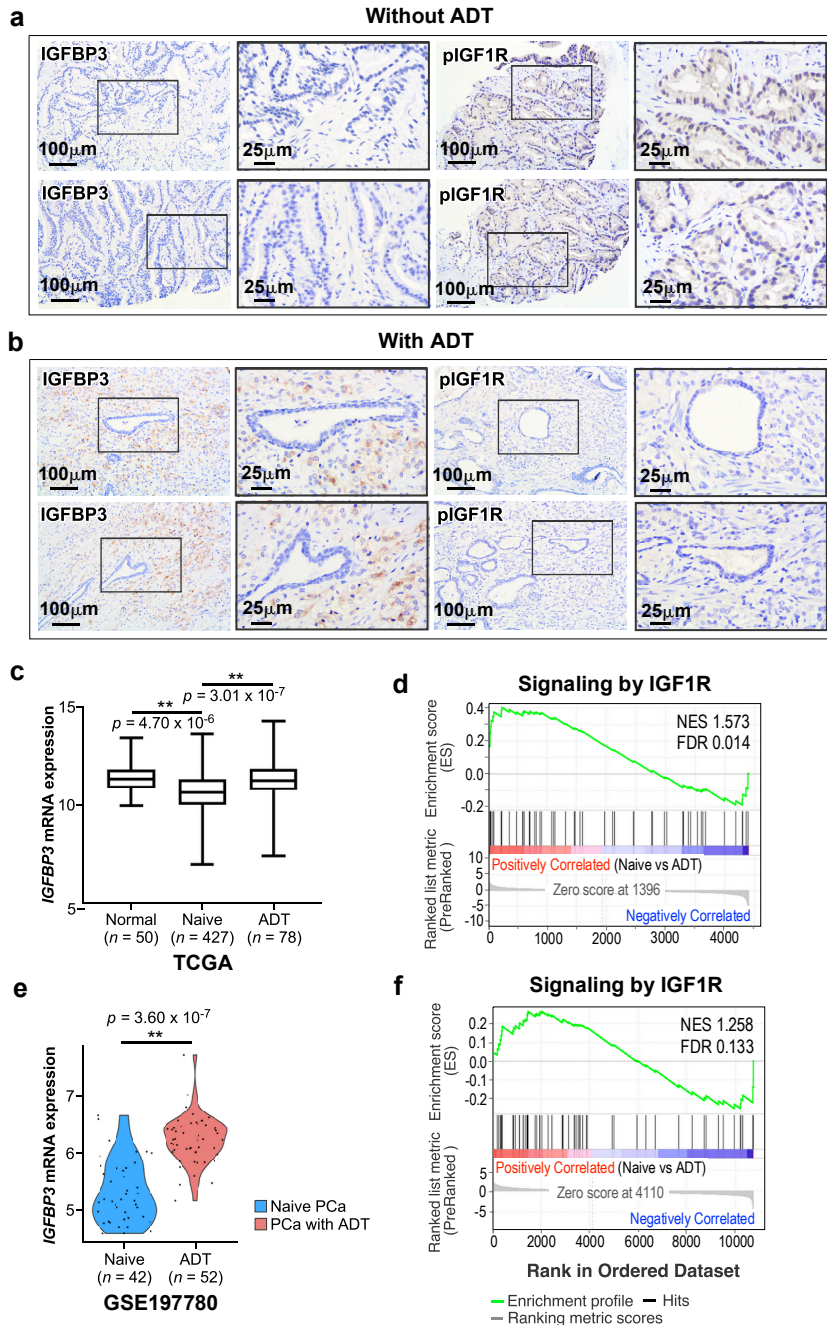

Supplementary Fig.7 Examining IGF1 signaling and IGFBP3 expression in human prostate cancer samples. a-b

Representative IHC images of human prostate cancer samples with the indicated antibodies and treatments. Scale bars, 100µm and 25µm. ADT, androgen deprivation therapy.

c *IGFBP3* mRNA expression of human prostate cancer patients with the indicated conditions and *n* number using The Cancer Genome Atlas (TCGA) database. Box and whisker plots represent minimum expression for the bottom whisker, maximum expression for the top whisker and median shown with the middle line. Statistical significance calculated by two-sided Student's *t*-test, $^{**}p < 0.01$. **d** Gene Set Enrichment Analysis (GSEA) enrichment plot depicting signaling by insulin-like growth factor 1 receptor (IGF1R) pathway significantly up-regulated in Naïve prostate carcinomas versus ADT-treated counterparts from the TCGA database. NES, normalized enrichment score; FDR, false discovery rate. See also "Methods". **e** Violin plot for *IGFBP3* mRNA expression in RNA-seq data from primary PCa before and after enzalutamide therapy (GSE197780). Two-sided Student's *t*-test, $^{**}p < 0.01$. **f**, GSEA enrichment plot depicting signaling by IGF1R pathway significantly up-regulated in Naïve prostate cancer versus ADT-treated counterparts from GSE197780. Please also see "Methods".

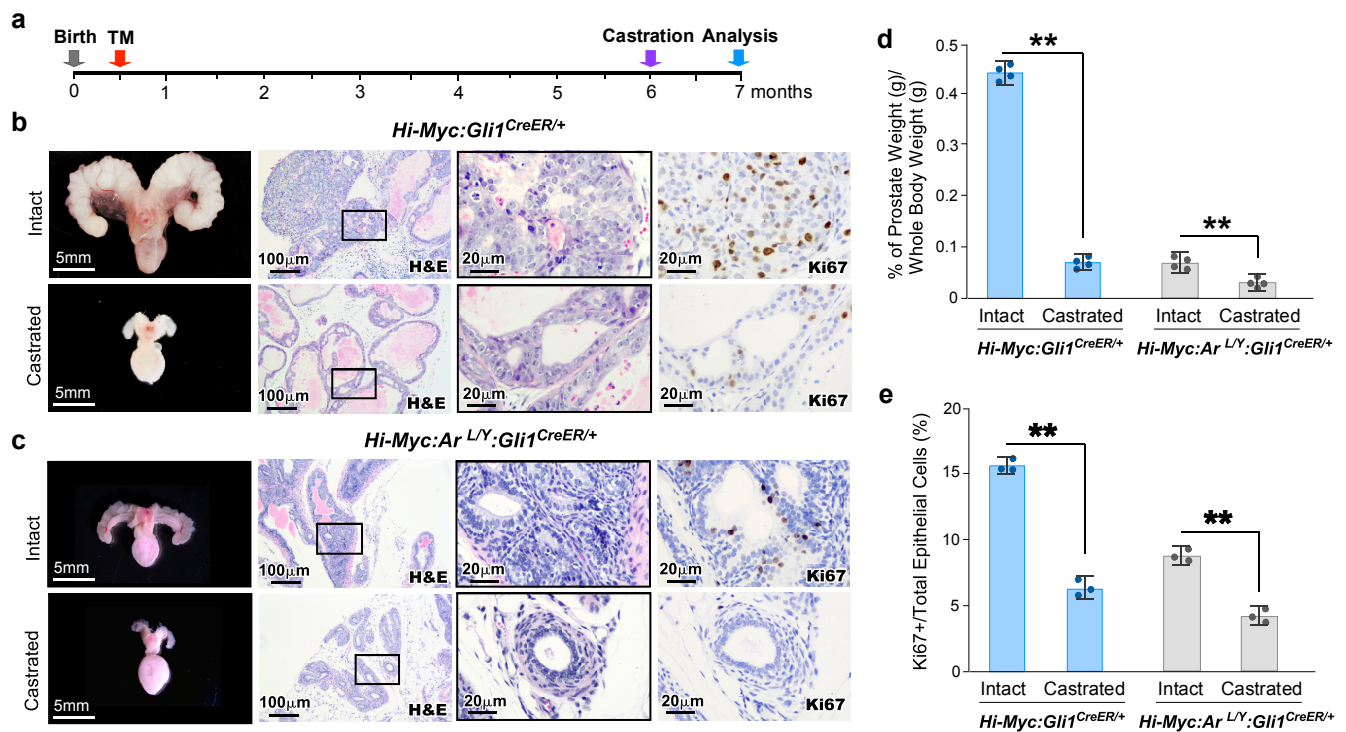

Supplementary Fig.8. Androgen deprivation impairs prostate epithelial oncogenic growth. **a** Schematic of experimental timeline for castration of *Hi-Myc:Gli1^{CreER/+}* (HiMyc) and *Hi-Myc:Ar^{LY}:Gli1^{CreER/+}* (HiMyc-ARKO) mice. TM, tamoxifen. **b-c** Representative gross, hematoxylin-eosin (H&E), and immunohistochemistry for Ki67 of prostate tissues from intact and castrated HiMyc and HiMyc-ARKO mice. Scale bars, 5 mm, 100 μ m and 20 μ m. **d** Ratio of prostate weight versus whole body weight as percentages of 7-month-old intact or castrated HiMyc and HiMyc-ARKO mice. Data are represented as mean $\pm$ SD of four biological replicates. Two-sided Student's *t*-test, **p < 0.01. **e** Quantification of the percentage of Ki67⁺ cells per total epithelial cells. Data are represented as mean $\pm$ SD of three biological replicates. Two-sided Student's *t*-test for HiMyc intact versus HiMyc castrated or HiMyc-ARKO intact versus HiMyc-ARKO castrated, **p < 0.01. Source data and the exact *p*-values are provided in the Source Data file.

Supplementary Table 1: List of antibodies used for IHC and IF staining in this study.

**Antibody**	**Vendors and Cat #**	**Species**	**Working dilution**
β -catenin	BD Transduction Laboratories #610154	mouse IgG	1:200
β -catenin	Santa Cruz #sc-7199	rabbit IgG	1:500
AR	ThermoFisher #PA1-9005	goat IgG	1:500
MYC	Abcam #ab168727	rabbit IgG	1:1000
MYC	NovusBio #AF3696	goat IgG	1:500
Ki67	Cell Signaling #9129	rabbit IgG	1:500
pAKT	Cell Signaling #9271	rabbit IgG	1:50
CK8	Convance #MMS-162P	mouse IgG	1:2000
CK8	Abcam #ab59400	rabbit IgG	1:200
CK14	Abcam #ab7800	mouse IgG	1:200
IGF1R	Cell Signaling #9449	rabbit IgG	1:750
pIGF1R	Bioss Antibodies #bs-5447R	rabbit IgG	1:350
Cyclin D1	Abcam #ab16663	rabbit IgG	1:200
TCF7L2	NovusBio #NBP2-67618	rabbit IgG	1:250
CD44	Santa Cruz #sc-18849	rat IgG	1:200
GFP	Cell Signaling #2956	rabbit IgG	1:200
GFP	Cell Signaling #2955	mouse IgG	1:200
GFP	Abcam #ab13970	chicken IgG	1:2000
IGFBP3	Santa Cruz #sc-365936	mouse IgG	1:500
Vimentin	BioLegend #919101	chicken IgG	1:2000
PDGFR β	Abcam #ab32570	rabbit IgG	1:500
P63	BioLegend #W15093	mouse IgG	1:2000
P63	Gene Tex #GTX102425	rabbit IgG	1:1000
pGSK3B	Cell Signaling #9331S	rabbit IgG	1:50
pGSK3B	Proteintech #67558-1-Ig	mouse IgG	1:600
TWIST1	gifted by Carlotta Glackin (Beckman Research Institute) ¹	rabbit IgG	1:800
Biotinylated anti-mouse	Vector Laboratories #BA-9200	goat IgG	1:750
Biotinylated anti-rabbit	Vector Laboratories #BA-1000	goat IgG	1:750
Biotinylated anti-goat	Vector Laboratories #BA-5000	rabbit IgG	1:750
Biotinylated anti-rat	Vector Laboratories #BA-9400	goat IgG	1:750
Goat anti-rabbit 488	Invitrogen #A11034	goat IgG	1:500
Goat anti-mouse 488	Invitrogen #A11001	goat IgG	1:500
Goat anti-rabbit 594	Invitrogen #A11012	goat IgG	1:500
Goat anti-mouse 594	Invitrogen #A11005	goat IgG	1:500
Goat anti-chicken 647	Invitrogen #A31571	goat IgG	1:500
Donkey anti-rabbit 488	Invitrogen #A21206	donkey IgG	1:500
Donkey anti-mouse 488	Invitrogen #A21202	donkey IgG	1:500
Donkey anti-rabbit 594	Invitrogen #A21207	donkey IgG	1:500
Donkey anti-mouse 594	Invitrogen #A21203	donkey IgG	1:500
Donkey anti-goat 647	Invitrogen #A21447	donkey IgG	1:500

Supplementary Table 2: List of primers used for qRT-PCR and ChIP-qPCR in this study.

Experiment	Genes	Primer name	Sequences
qRT-PCR	<i>hMYC</i>	MYC-Forward	5' - GTC AAG AGG CGA ACA CAC AAC - 3'
		MYC-Reverse	5' - TTG GAC GGA CAG GAT GTA TGC - 3'
	<i>Ctnnb1</i>	Ctnnb1-Forward	5' - TGA CAC CTC CCA AGT CCT TT - 3'
		Ctnnb1-Reverse	5' - TTG CAT ACT GCC CGT CAA T - 3'
	<i>Ccnd1</i>	Ccnd1-Forward	5' - GCG TAC CCT GAC ACC AAT CTC - 3'
		Ccnd1-Reverse	5' - ACT TGA AGT AAG ATA CGG AGG GC - 3'
	<i>Igflr</i>	Igflr-Forward	5' - TGA CAT CCG CAA CGA CTA TCA - 3'
		Igflr Reverse	5' - CCA GTG CGT AGT TGT AGA AGA GT- 3
	<i>Cd44</i>	Cd44-Forward	5' - TCG ATT TGA ATG TAA CCT GCC G - 3'
		Cd44-Reverse	5' - CAG TCC GGG AGA TAC TGT AGC - 3'
	<i>Tcf7l2</i>	Tcf7l2-Forward	5' - GCA TCC CTC ACC CGG CCA TC - 3'
		Tcf7l2-Reverse	5' - GCC ACC TGC GCC CGA GAA TC - 3'
	<i>Hras</i>	Hras-Forward	5' - GCT GTA GAA GCT ATG ACA GAA TAC - 3'
		Hras-Reverse	5' - GCT GTG TCT AAG ATG TCC AGT AG - 3'
	<i>Grb2</i>	Grb2-Forward	5' - CCT GGA CTT AGC ATT GTG AG - 3'
		Grb2-Reverse	5' - TTA TCA TCA GCA GGG AGA GC - 3'
	<i>Irs2</i>	Irs2-Forward	5' - CCA GTA AAC GGA GGT GGC TAC A - 3'
		Irs2-Reverse	5' - CCA TAG ACA GCT TGG AGC CAC A - 3'
	<i>Akt1</i>	Akt1-Forward	5' - GGA CTA CTT GCA CTC CGA GAA G - 3'
		Akt1-Reverse	5' - CAT AGT GGC ACC GTC CTT GAT C - 3'
	<i>Ar</i>	Ar-Forward	5' - AAA CTT CTT TCG CTG GGG CTT C - 3'
		Ar-Reverse	5' - AGA ACA GAA CAC TAG CGC TTG G - 3'
	<i>Igfbp3</i>	Igfbp3-Forward	5' - CCA GGA AAC ATC AGT GAG TCC - 3'
		Igfbp3-Reverse	5' - GGA TGG AAC TTG GAA TCG GTC A - 3'
	<i>Pdgfrb</i>	Pdgfrb-Forward	5' - AGG ACA ACC GTA CCT TGG GTG ACT - 3'
		Pdgfrb-Reverse	5' - CAG TTC TGA CAC GTA CCG GGT CTC - 3'
	<i>Twist1</i>	Twist1-Forward	5' - GAT TCA GAC CCT CAA ACT GGC G - 3'
		Twist1-Reverse	5' - AGA CGG AGA AGG CGT AGC TGA G - 3'
	<i>Sox9</i>	Sox9-Forward	5' - GCG TCA ACG GCT CCA GCA AGA - 3'
		Sox9-Reverse	5' - GCC AGC TTG CAC GTC GGT TTT G - 3'
	<i>Foxf1</i>	Foxf1-Forward	5' - CCT TCA CCA AAA CAG TCA CAA CGG - 3'
		Foxf1-Reverse	5' - TCA CCT CAC ATC ACA CAC GGC TTG - 3'
	<i>Il11</i>	Il11-Forward	5' - AAT TCC CAG CTG ACG GAG ATC ACA - 3'
		Il11-Reverse	5' - TCT ACT CGA AGC CTT GTC AGC ACA - 3'
	<i>Cxcl10</i>	Cxcl10-Forward	5' - ATC ATC CCT GCG AGC CTA TCC T - 3'
		Cxcl10-Reverse	5' - GAC CTT TTT TGG CTA AAC GCT TTC - 3'
	<i>Ppia</i>	Ppia-Forward	5' - TGT GCC AGG GTG GTG ACT TT - 3'
		Ppia-Reverse	5' - CGT TTG TGT TTG GTC CAG CAT - 3'
ChIP-qPCR	<i>Igfbp3</i>	Igfbp3-Forward	5' - TGC GCA CAG AGA GCA GGT G - 3'
		Igfbp3-Reverse	5' - CTC CCG ACG AAG CGG GAA C - 3'
	<i>Untr4</i>	Untr4-Forward	5' - CTC CCT CCT GTG CTT CTC AG - 3'
		Untr4-Reverse	5' - AAT GAA CGT GTC TCC CAG AA - 3'

Supplementary Reference:

1. Elias *et al.* TWIST is expressed in human gliomas and promotes invasion. *Neoplasia* 7(9), 824-837 (2005).

# Supplementary material for: Stromal androgen signaling acts as tumor niches to drive prostatic basal epithelial progenitor-initiated oncogenesis
**Source:** Nat Commun. 2022 Nov 2;13:6552. doi: 10.1038/s41467-022-34282-w
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina Novaseq 6000 and 10x Genomics Cell Ranger pipeline (3.1.0) were used for single-cell sequencing data collection. Axio Lab A1 microscope, Canon EOS 1000D camera with AxioVision software (Carl Zeiss, AxioVision Rel. 4.8 Ink.), Nikon ECLIPSE E800 epifluorescence microscope, and QImaging RETGA EXi camera with QCapture software (QImaging v7.0) were used for imaging. RNA-seq data for prostate cancer patients were downloaded from TCGA database at UCSC Xena (Goldman, M.J. et al., Visualizing and interpreting cancer genomics data via the Xena platform. Nat Biotechnol (2020); <https://doi.org/10.1038/s41587-020-0546-8>). The gene expression was determined experimentally using the Illumina HiSeq 2000 RNA Sequencing platform by the University of North Carolina TCGA genome characterization center.

Data analysis

The Software R (4.2.1) was used with the Seurat package (3.2.1) for single-cell sequencing data analysis. Pathway analysis was performed using Gene Set Enrichment Analysis (GSEA 4.1.0; Subramanian A, et al. Proc Natl Acad Sci U S A 102, 15545-15550 (2005)). GraphPad Prism software v6 was used to generate graphs. ImageJ was used to analyze counting cells and organoid culture experiment images. Included in "Methods" section. R scripts used to process sequencing data are available in "GitHub repository [https://github.com/wk-kim/HiMYC-ARKO-Gli1_Stromal_AR_Prostate_Tumorigenesis]". Included in methods section.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data of single-cell RNA sequencing have been deposited in Gene Expression Omnibus (GEO) under accession number GSE174471 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174471>]. Source data for this study are provided with this paper. All relevant data in this study are available within the article, Supplementary information, Supplementary Data, or Source Data. RNA-seq data for prostate cancer patients were downloaded from TCGA database at UCSC Xena. Drug treatment status per sample was downloaded from the cBioportal website (<http://www.cbioportal.org/>). The GSE197780 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197780>] dataset from the GEO database was used for validation. Statement was included in methods section.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size estimated in this study was based on number of available, statistical methods, and previous reported data with related mouse models. Sample sizes were also based on reproducibility of the results and in which statistical significance using two-sided Student's t-test was observed and are consistent with our previous works and publications in the field (Le V, et al. Loss of androgen signaling in mesenchymal sonic hedgehog responsive cells diminishes prostate development, growth, and regeneration. PLoS Genet 16, e1008588 (2020), Kim WK, et al. Aberrant androgen action in prostatic progenitor cells induces oncogenesis and tumor development through IGF1 and Wnt axes. Nat Commun 13, 4364 (2022).) At least 3 mice per condition were used. This represents a >98% probability of detecting a significant change if alpha is set at 0.05 and SDs are 8% of average. All representative images with consistent results from at least three biological replicates are shown to show statistical significance.
Data exclusions	None of the were data excluded. All of generated male mice were included in the study due to the nature of the prostate cancer models.
Replication	All experiments were performed at least three independent times and/or with sufficient samples per group for statistical significance. All replication attempts were successful.
Randomization	All of experimental mice with different genotypes were included without selection in this study. Negative control groups such as genotype or vehicle treatment were included in all experiments. For other experiments and analysis, randomization and group allocation is not relevant or applicable in this study as all experimental mice were included from age-matched littermates and were all under the same conditions in each comparison.
Blinding	Blinding methods were used for assessing the pathological changes in prostate tumor developments for each genotype/mouse model used in this study. Investigators were blinded to the groups in the analysis for all experiments.

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).
Research sample	State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.
Sampling strategy	Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.
Data collection	Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and

whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.

Timing	Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.
Data exclusions	If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.
Non-participation	State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.
Randomization	If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.
Research sample	Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.
Sampling strategy	Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.
Data collection	Describe the data collection procedure, including who recorded the data and how.
Timing and spatial scale	Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken
Data exclusions	If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.
Reproducibility	Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.
Randomization	Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.
Blinding	Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.
Did the study involve field work?	☐ Yes ☐ No

Field work, collection and transport

Field conditions	Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).
Location	State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).
Access & import/export	Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).
Disturbance	Describe any disturbance caused by the study and how it was minimized.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies used

Included in Supplementary Table 1 and referred in methods section. All antibodies for immunohistochemistry and immunofluorescence used were from commercial sources:

β-catenin BD Transduction Laboratories #610154 mouse IgG 1:200, β-catenin Santa Cruz #sc-7199 rabbit IgG 1:500, AR ThermoFisher #CAT1-9005 goat IgG 1:500, MYC Abcam #ab168727 rabbit IgG 1:1000, MYC NovusBio #AF3696 goat IgG 1:500, Ki67 Cell Signaling #9129 rabbit IgG 1:500, pAKT Cell Signaling #9271 rabbit IgG 1:50, CK8 Convection #MMS-162P mouse IgG 1:2000, CK14 Abcam #ab7800 mouse IgG 1:200, IGF1R Cell Signaling #9750 rabbit IgG 1:750, pIGF1R Bioss Antibodies #bs-5447R rabbit IgG 1:350, Cyclin D1 Abcam #ab16663 rabbit IgG 1:200, TCF7L2 NovusBio #NBP2-67618 rabbit IgG 1:250, CD44 Santa Cruz #sc-18849 rat IgG 1:200, GFP Cell Signaling #2956 rabbit IgG 1:200, GFP Cell Signaling #2955 mouse IgG 1:200, GFP Abcam #ab13970 chicken IgG 1:2000, IGF1R Santa Cruz #sc-365936 mouse IgG 1:500, Vimentin BioLegend #919101 chicken IgG 1:2000, PDGFRβ Abcam #ab32570 rabbit IgG 1:500, Biotinylated anti-mouse Vector Laboratories #BA-9200 goat IgG 1:750, Biotinylated anti-rabbit Vector Laboratories #BA-1000 goat IgG 1:750, Biotinylated anti-goat Vector Laboratories #BA-5000 rabbit IgG 1:750, Biotinylated anti-rat Vector Laboratories #BA-9400 goat IgG 1:750, Goat anti-rabbit 488 Invitrogen #A11034 goat IgG 1:500, Goat anti-mouse 488 Invitrogen #A11001 goat IgG 1:500, Goat anti-rabbit 594 Invitrogen #A11012 goat IgG 1:500, Goat anti-mouse 594 Invitrogen #A11005 goat IgG 1:500, Goat anti-chicken 647 Invitrogen #A21449 goat IgG 1:500, Donkey anti-rabbit 488 Invitrogen #A21206 donkey IgG 1:500, Donkey anti-mouse 488 Invitrogen #A21202 donkey IgG 1:500, Donkey anti-rabbit 594 Invitrogen #A21207 donkey IgG 1:500, Donkey anti-mouse 594 Invitrogen #A21203 donkey IgG 1:500, Donkey anti-goat 647 Invitrogen #A21447 donkey IgG 1:500. CK8 Abcam #ab59400 rabbit IgG 1:200. P63 BioLegend #W15093 mouse IgG 1:2000. P63 Gene Tex #GTX102425 rabbit IgG 1:1000. pGSK3B Cell Signaling #9331S rabbit IgG 1:50. pGSK3B Proteintech #67558-1-Ig mouse IgG 1:600. TWIST1 antibody was kindly gifted by Dr. Carollota Glackin from Beckman Research Institute, Duarte, CA.

Validation

All antibodies used were from commercial sources and vendor confirmed species reactivity and references listed on vendor website. <https://www.dbdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-catenin.610154>, <https://www.scbt.com/p/beta-catenin-antibody-h-102?requestFrom=search>, <https://www.thermofisher.com/antibody/product/Androgen-Receptor-Antibody-Polyclonal/PA1-9005>, <https://www.abcam.com/c-myc-antibody-y69-bsa-and-azide-free-ab168727.html>, https://www.novusbio.com/products/c-myc-antibody_af3696, <https://www.cellsignal.com/products/primary-antibodies/ki-67-d3b5-rabbit-mab/9129>, <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271>, <https://www.biologend.com/en-us/products/cytokeratin-8-monoclonal-antibody-purified-10929?GroupID=GROUP26>, <https://www.abcam.com/Cytokeratin-14-antibody-LL002-ab7800.html>, <https://www.cellsignal.com/products/primary-antibodies/igf-i-receptor-b-d23h3-xp-rabbit-mab/9750>, <https://www.biossusa.com/products/bs-5447r>, <https://www.abcam.com/cyclin-d1-antibody-sp4-ab16663.html>, https://www.novusbio.com/products/tcf7l2-antibody-sc06-90_nbp2-67618, <https://www.scbt.com/p/hcam-antibody-im7/>, <https://www.cellsignal.com/products/primary-antibodies/gfp-d5-1-xp-rabbit-mab/2956>, <https://www.cellsignal.com/products/primary-antibodies/gfp-4b10-mouse-mab/2955>, <https://www.abcam.com/GFP-antibody-ab13970.html>, <https://www.scbt.com/p/igfbp3-antibody-b-5>, <https://www.biologend.com/en-us/products/purified-anti-vimentin-antibody-11598?GroupID=GROUP26>, <https://www.abcam.com/pdgfr-alpha-pdgfr-beta-antibody-y92-c-terminal-ab32570.html>, <https://vectorlabs.com/biotinylated-goat-anti-mouse-igg-antibody.html>, <https://vectorlabs.com/biotinylated-goat-anti-rabbit-igg-antibody.html>, <https://vectorlabs.com/biotinylated-rabbit-anti-goat-igg-antibody.html>, <https://vectorlabs.com/biotinylated-goat-anti-rat-igg-antibody.html>, <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11012>, <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11005>, <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-21449>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447>, <https://www.abcam.com/Cytokeratin-8-antibody-ab59400.html>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447>, <https://www.abcam.com/Cytokeratin-8-antibody-ab59400.html>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447>, <https://www.abcam.com/Cytokeratin-8-antibody-ab59400.html>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447>, <https://www.abcam.com/Cytokeratin-8-antibody-ab59400.html>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>, <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447>, <https://www.abcam.com/Cytokeratin-8-antibody-ab59400.html>, [https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross](https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207)

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	State the source of each cell line used.
Authentication	Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.
Mycoplasma contamination	Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

Palaeontology and Archaeology

Specimen provenance	Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.
Specimen deposition	Indicate where the specimens have been deposited to permit free access by other researchers.
Dating methods	If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight	Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	All information for laboratory animals used are included in the methods section. Mice housing conditions are under a 12 h light/dark cycle at 20–24 °C and 30–70% humidity at City of Hope Parvin Animal Facility. They are housed in ventilated cage racks with free access to food and water. All mice used in this study were from a C57BL/6 background. Mice containing the conditional Ctnnb1 allele (Ctnnb1L(ex3)) were kindly gifted from Dr. Makoto M. Taketo. PtenL/L mice were kindly provided by Dr. Hong Wu, respectively. PBCre4 (PBCre) mice were obtained from the NCI mouse repository (strain #: 01XF5). Gli1CreER/+ and ROSAmTmG (R26mTmG/+) reporter mice were obtained from Jackson Laboratories (stocks 18867 and 7676). ArLox/Y (ArL/Y) and Hi-Myc transgenic (Hi-Myc) mice were kindly provided by Dr. Guido Verhoeven and Dr. Charles Sawyers, respectively. Ctnnb1L(ex3)/+:PBCre were generated by intercrossing Ctnnb1L(ex3)/L(ex3) females with PBCre male mice. PtenL/+:PBCre mice were first generated by intercrossing PtenL/L females with PBCre males and then used to generate PtenL/L:PBCre. ArL/X female mice were mated with Gli1CreER/+ male mice to generate Gli1CreER/+ and ArL/Y:Gli1CreER/+ littermates. Experimental mice were generated by intercrossing ArL/X:R26mTmG/+:Gli1CreER/+ females with Hi-Myc males. Similar mating procedures were used to generate Hi-Myc:R26mTmG/+:Gli1CreER/+ and Hi-Myc:R26mTmG/+:ArL/Y:Gli1CreER/+ male mice 8 weeks old, 12 weeks old, and 24 weeks old. PBCre male mice mated with Ctnnb1L(ex3)/L(ex3) female mice and PtenL/+:PBCre male mice mated with PtenL/L female mice to generate urogenital sinus epithelium (UGE) E16.5 tissues. Gli1CreER/+ male mice were mated with ArL/X female mice for timed pregnancy to generate urogenital sinus mesenchyme (UGM) E16.5 tissues. 8-week-old male NOD.CB17-Prkdc(SCID)/_(Jax_001303) mice were used for tissue recombination grafting experiments.
Wild animals	This study did not involve wild animals.
Field-collected samples	This study did not involve samples collected from the field.
Ethics oversight	All experimental procedures and care of animals in this study were carried out according to the Institutional Animal Care and Use Committee (IACUC) at Beckman Research Institute at City of Hope (California, US), and approved by the IACUC. Euthanasia was performed by CO2 inhalation followed by cervical dislocation.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Specimens of primary prostate cancer used in this study were isolated from either patients without hormonal treatment or patients who received Lupron treatment for 3 months in reducing the tumor volumes to achieve tumor-negative surgical margins. Human prostate cancer tissue samples were collected previously without identifiable personal and private information.

Recruitment

Informed consent was obtained from all patients. Also, patients were asked if they would be willing to donate samples. Biases may include the willingness of patients to donate samples, which likely resulted in minimal impact on this study.

Ethics oversight

The study was approved by the Institutional Review Board (IRB)-approved protocol (IRB # HS-16-00817) at the University of Southern California.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☐	☐ Demonstrate how to render a vaccine ineffective
☐	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐ Increase transmissibility of a pathogen
☐	☐ Alter the host range of a pathogen
☐	☐ Enable evasion of diagnostic/detection modalities
☐	☐ Enable the weaponization of a biological agent or toxin
☐	☐ Any other potentially harmful combination of experiments and agents

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

Methodology

Replicates	Describe the experimental replicates, specifying number, type and replicate agreement.
Sequencing depth	Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.
Antibodies	Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.
Peak calling parameters	Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.
Data quality	Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.
Software	Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.
Instrument	Identify the instrument used for data collection, specifying make and model number.
Software	Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.
Cell population abundance	Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.
Gating strategy	Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.
☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.	

Magnetic resonance imaging

Experimental design

Design type	Indicate task or resting state; event-related or block design.
Design specifications	Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.
Behavioral performance measures	State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

Acquisition

Imaging type(s)	<i>Specify: functional, structural, diffusion, perfusion.</i>
Field strength	<i>Specify in Tesla</i>
Sequence & imaging parameters	<i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i>
Area of acquisition	<i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>
Diffusion MRI	☐ Used ☐ Not used

Preprocessing

Preprocessing software	<i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>
Normalization	<i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i>
Normalization template	<i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>
Noise and artifact removal	<i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>
Volume censoring	<i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>

Statistical modeling & inference

Model type and settings	<i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i>
Effect(s) tested	<i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>
Specify type of analysis:	☐ Whole brain ☐ ROI-based ☐ Both
Statistic type for inference<br>(See Eklund et al. 2016)	<i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>
Correction	<i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>

Models & analysis

n/a	Involved in the study
☐	☐ Functional and/or effective connectivity
☐	☐ Graph analysis
☐	☐ Multivariate modeling or predictive analysis
Functional and/or effective connectivity	<i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>
Graph analysis	<i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i>
Multivariate modeling and predictive analysis	<i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>

# Supplementary material for: Stromal androgen signaling acts as tumor niches to drive prostatic basal epithelial progenitor-initiated oncogenesis
**Source:** Nat Commun. 2022 Nov 2;13:6552. doi: 10.1038/s41467-022-34282-w
**Supplement:** Supplementary file 8 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: The list of differentially expressed genes between *hMycTg*-positive basal epithelial cells in HiMYC and those cells in HiMYC-ARKO, related to Figure 4

File Name: Supplementary Data 2

Description: The list of differentially expressed genes between *mGFP*-positive fibroblast cells in HiMYC and those cells in HiMYC-ARKO, related to Figure 5

File Name: Supplementary Data 3

Description: The list of differentially expressed genes between *mGFP*-positive and *Ar*-positive fibroblast 1 in HiMYC and *mGFP*-positive and *Ar*-negative fibroblast 1 in HiMYC-ARKO, related to Figure 5

File Name: Supplementary Data 4

Description: The list of differentially expressed genes between *hMycTg*-positive basal cells and *hMycTg*-positive luminal cells in HiMYC or HiMYCARKO, related to Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

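Single-cell RNA of prostate was measured in 3-month-old HiMyc and HiMyc-ARKO mice, 1 library per genotype. The paper describes pairs of experiments on different littermates, but the table holds 1 set of cells per genotype. The authors aligned the reads with Cell Ranger 3.1.0 to mm10 with added mGFP and hMycTg sequences, filtered cells on genes and on a mitochondrial share of 15%, and deposited 1 table for both libraries. The table has 19541 gene rows and 16383 cells, and 2 gene names occur more than once. Although the file is named as counts, the deposited values are natural log values of 1 plus counts per 10000 UMIs of a cell, as the authors' normalization gives them. Design choices had assumed raw counts and the paper's lower limits on genes per cell, and were kept after it was seen that values are logged and that 824 HiMyc and 400 HiMyc-ARKO cells lie below those limits of 1000 and 500 genes. Whole UMIs were computed back from each cell's smallest value, and the largest deviation from a whole number was 7.69e-05 in HiMyc and 2.73e-05 in HiMyc-ARKO. The deposited table holds natural log values for 10810 HiMyc cells and 5573 HiMyc-ARKO cells. It ends within the second set, and the rest of the HiMyc-ARKO cells that the paper counts were not analysed here. Barcodes carry no sample name. The set with 10810 cells was taken as HiMyc because the paper gives that number, and the mean genes per cell of 2949.7 and 1342.73 are close to the paper's means of 2950 and 1342.

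Cells were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, figures were drawn with matplotlib 3.10.9, and clustering used R 4.3.3 with Seurat 5.3.0. The libraries were integrated by anchors on 5000 variable genes and 20 dimensions and clustered at a resolution of 0.5. The genes compared between libraries were left out of the variable genes. A cluster was named for the class with the largest part of its markers over 2-fold higher there than elsewhere, with at least 3 such markers. Clusters led by cell cycle genes or by Gm26917 and Lars2, and shallow clusters with no marker among their 10 leading genes, stayed unnamed. Epithelial and stromal cells were re-clustered in the same way. The unnamed cluster led by Gm26917 and Lars2 was added to the epithelial cells, and that of immediate-early genes to the stromal cells. Doublets were scored in each library with Scrublet as run by scanpy 1.11.5. It called 229 HiMyc cells (2.12%) with its automatic threshold, below the expected rate of 8.65%. In HiMyc-ARKO that threshold called 0.0179% and was not used, and the highest scores, aimed at an expected rate of 4.46%, were taken instead, 227 cells (4.07%). Called doublets were removed only as an alternative.

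The table's row for the transgene was used as hMycTg, and a further row for human MYC was summed with it as an alternative. A cell was positive for hMycTg, mGFP or Ar with at least 1 UMI. Levels are CPM from UMIs summed over cells, with exact 95% Poisson intervals. Ratios carry exact conditional binomial intervals and shares Clopper-Pearson intervals. A group at 0 UMIs was set to a floor of 3 UMIs over the group for a lower bound. Shares were also computed with each cell thinned to 2000 or 1000 UMIs by random draws. The intervals cover counting error only. No test between genotypes was made, since each has 1 library and cells are not replicates.

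Gene lists were compared by the median log2 ratio of members with at least 10 UMIs in each whole library and by the percentile of that median among 10000 random lists matched on mean expression. The lists cover signaling, stromal, stress and housekeeping genes. Lists of genes that the paper names from these libraries are marked where they are used. The genes named in the text are those the paper names, members of the lists, and for each main comparison the 10 with the largest size in each direction. The latter were ranked by the bound of the 95% interval nearest to 0, among genes with at least 10 UMIs in each library, at least 30 UMIs in a group and a class-specific log2 ratio of at least 1 in size. Lists, markers, the size rule, comparisons and most alternatives were set before the data were examined. Values in the paper's supplementary tables had been seen by then. Those tables were available only in part, so no overlap with the paper's gene lists was computed.

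The size rule was tested on counts simulated for all basal-like cells, with 13511 genes and counting error alone. Genes were scored where at least 20 UMIs were expected in HiMyc-ARKO. Among these the rule called 99.0% of 100 genes with a true 2-fold difference, 100% of 100 genes with a 4-fold difference and 1.68% of 5940 unchanged genes. The 95% intervals held the true ratio of 95.6%, 93.0% and 95.0% of genes at 1-fold, 2-fold and 4-fold. These rates do not cover genes with fewer UMIs or the 31 hMycTg+ basal-like cells of HiMyc-ARKO. Of 200 lists of unchanged genes, 5.50% fell outside the middle 95% of random lists. For a simulated gene with a true share of 33.0% at 2000 UMIs, deep and shallow cells gave 85.5% and 43.3% unthinned and 32.5% and 33.0% thinned.

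The alternatives changed the limits on cells, the doublet treatment, the clustering, the scaling, the weighting of cells, the thinning, the calls on transgenes and the cell sets compared. Samples of other experiments in the paper, such as qPCR, staining, organoids and human tumors, are not in the table and were not used here.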

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

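The tests on the 8 genes of Fig. 4b, on hMycTg in basal-like cells and on free RNA and class counts for the interferon-stimulated genes were chosen after the results were seen, and the test without doublets was written before.

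Igfbp3 stood out because endothelial-like cells moved against fibroblast-like cells, with log2 ratios of HiMyc over HiMyc-ARKO of 1.44 and −2.92. Igf1 did so as well, at 0.85 in mGFP+ FB1-like cells and −1.41 in all mGFP+ fibroblast-like cells. These differences between cell groups were not tested, since each genotype has 1 library. The endothelial-like ratio rests on 74 HiMyc-ARKO cells, and the mix of blood and lymphatic vessels is a limit on it.

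Interferon-stimulated genes are outside the genes that the paper discusses in basal cells, and their median log2 ratio in all basal-like cells was 1.58. The table's human MYC row, which the paper does not report on, was seen in 23.6% of luminal-like cells of HiMyc (21.6 to 25.7) and in 0.934% of basal-like cells.

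The median log2 ratio of the Fig. 4b genes was at least 1.5-fold higher in HiMyc in 4 of 4 classes with 200 cells in both libraries, basal-like, luminal-like, fibroblast-like and leukocyte-like, with Igf1r and Tcf7l2 lower in fibroblast-like and Cd44 lower in leukocyte-like cells. A scaling shift as the whole cause is argued against, since relative to the median of well-measured genes, chosen by their mean level in both libraries, the 8 genes still had a median of 1.06 (0.91 to 1.16) in fibroblast-like cells, the lowest of the classes. On this scale basal-like cells stood highest, at 1.44 (1.25 to 1.63), against 1.11 (1.00 to 1.24) in luminal-like and 1.13 (0.96 to 1.49) in leukocyte-like cells. A change confined to basal cells is argued against by these values and by a class-specific median, without this scaling, of 0.0201 in all basal-like cells (−0.16 to 0.29). This holds as far as the UMIs of the other classes are their own. Free RNA of basal cells would give 19.4% of the leukocyte-like level by the median of basal markers and 62.9% by the highest marker, a rule revised after both values were seen, so it stays open. A difference between the libraries other than genotype cannot be told apart from the loss of stromal Ar, since each genotype is 1 library, and an effect of genotype on every class stays open too.

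hMycTg UMIs in basal-like cells are consistent with free RNA of luminal cells, since the level was 0.643 times that of leukocyte-like cells in HiMyc (0.591 to 0.700). The gap between shares may come from depth, since the ratio of shares fell from 4.61 unthinned to 1.37 at 2000 UMIs (0.854 to 2.35). Lower transgene expression in basal cells of HiMyc-ARKO cannot be told apart from no difference, since the log2 ratio of 0.40 (−0.07 to 0.91) rests on levels that do not exceed background.

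Interferon-stimulated genes had a median at least 1.5-fold higher in HiMyc in 4 of 4 classes, with exceptions among single genes such as Irf7 in basal-like cells (0.46). Free RNA of leukocytes is argued against, since it would give 1.50% of the luminal-like level by the median of leukocyte markers and 33.5% by the highest, and only leukocytes were tested as a source. Without called doublets the median in basal-like cells was 1.66, so the called doublets do not carry the difference. In HiMyc only 2.12% of cells were called, against an expected 8.65%, and 66 of 4499 basal-like cells were removed. Doublets that were not called are not covered by this test, so doublets stay open. A library difference other than genotype, such as an infection, handling of 1 animal or library preparation, cannot be told apart from an effect of genotype with 1 library each.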

How the results depend on the processing

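The alternatives that counted an unnamed cluster as luminal or fibroblast, summed both MYC rows, applied the paper's lower limits, used raw UMI counts for correlations or took 1 fibroblast cluster alone were chosen after the data were seen. No paired analysis was possible because each genotype has 1 library.

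Over 70 results and 27 settings, 755 of 953 values stayed within the counting interval of the reported value, or within 0.1 of it for correlations. Of the others 188 moved outside and 10 reversed. The tolerance of 0.1 exceeds the reported correlations themselves. Igfbp3 in mGFP+ fibroblast-like cells was lower in HiMyc in 16 of 16 settings, between −3.44 and −1.05 on the log2 scale. The P53 targets in FB1-like cells stayed within their interval in 16 of 16 settings, and the AR and SP1 targets and the CAF markers kept their direction in all of theirs. In every paragraph here the cause was not tested unless the setting itself shows it.

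With the same limits on cells in both libraries, the basal-like share was 46.7% in HiMyc and 10.6% in HiMyc-ARKO and hMycTg in luminal-like cells −0.72. The HiMyc basal-like share was 43.2% at a mitochondrial share under 10%, 40.0% with each library clustered alone and 44.4% with the stated lower limits. Each library clustered alone gave Igfbp3 −3.44 and a CAF marker median of 2.44, and resolution 1.0 gave Igfbp3 −3.38.

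Without ribosomal, mitochondrial, haemoglobin and rRNA-like genes, hMycTg in luminal-like cells was −0.73, Igfbp3 −3.03 and the IGF1R list of basal-like over luminal-like cells 0.11. With the median of genes with at least 50 UMIs in both groups set to 0, these were −0.89, −3.02 and −0.00720, the Wnt list of basal-like over luminal-like cells was 0.46, the SP1 targets −1.70, and both the IGF1R and the Wnt list in hMycTg+ basal-like cells 0.32, since this scaling adds that amount to each ratio there. With the mean over cells of each cell's CPM, Igfbp3 was −3.20, the SP1 targets −1.78 and the IGF1R list of basal-like over luminal-like cells 0.0644.

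The class-specific ratio, which subtracts the ratio of the other classes, gave hMycTg in luminal-like cells −0.97, the Fig. 4b genes 0.0468, the IGF1R list −0.24, the Wnt list −0.55, Igfbp3 −1.05, Ar −0.10, the CAF markers 2.00 and the SP1 targets −1.02. It reversed Irs2 (−0.78) and Cd44 (−0.49) in hMycTg+ basal-like cells, Igf1 in mGFP+ fibroblast-like cells (1.48), Sox9 in fibroblast-like cells (−0.13), and Pbsn (−0.28) and Fosb (0.82) in FB1-like cells. For Igfbp3 and Igf1 it says little of fibroblasts. In basal-like and luminal-like cells of HiMyc-ARKO, Igfbp3 stood at 5.78% and 1.35% of its fibroblast-like level and Igf1 at 4.40% and 1.16%. Fibroblast markers had medians of 5.79% and 1.29% there, so on the HiMyc-ARKO side it largely subtracts carried-over RNA of fibroblasts. In HiMyc, Igf1 stood at 1.64% and 0.522%, near the marker medians of 1.88% and 0.596%. Igfbp3 stood above these medians in HiMyc, at 10.6% and 3.49%, so its HiMyc side is not accounted for in this way.

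The share of hMycTg+ basal-like cells in HiMyc and HiMyc-ARKO was 6.54% and 4.76% at 2000 UMIs, 3.29% and 2.31% at 1000 UMIs, and 8.42% and 0.448% at 2 UMIs for a positive cell, since fewer UMIs or a stricter call leave fewer positive cells. The call at 2 UMIs left 2 HiMyc-ARKO basal-like cells, so that the Fig. 4b median was 0.00 and Ctnnb1 reversed to −0.0853, and it gave an IGF1R list of basal-like over luminal-like cells of 0.33. Without calls on transgenes, the IGF1R list in basal-like cells was 0.14, the Wnt list 0.33, Igfbp3 −2.92 and Ar 0.17.

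All mGFP+ FB1-like cells gave SP1 targets of −1.52. The same Ar calls in all mGFP+ fibroblast-like cells gave AR targets of 1.18, SP1 targets of −1.63 and a reversed Igf1 of −1.16. Cluster 1 counted as fibroblast gave Igfbp3 −3.31, the Mgp and Bgn cluster alone −3.22 and the Sult1e1 and Ptx3 cluster alone −3.17, where Ar was −0.0399, the CAF median 1.19, and Pdgfrb (−0.51) and Sox9 (−0.11) reversed. On raw UMI counts the median Spearman coefficient with Igf1r was 0.235, against 0.0391.

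The hMycTg+ basal-like comparison rests on 31 HiMyc-ARKO cells with 158369 UMIs.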

Differences from the paper's values

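The settings that used raw UMI counts, counted cluster 6 as luminal, summed both MYC rows or applied the stated lower limits were chosen after seeing the values, and the others were set before the data were examined.

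For hMycTg+ basal cells of HiMyc, the paper's Spearman coefficients with Igf1r in Fig. 4c are higher than those found here. For Hras the paper's is 0.3 and the one here 0.0382, for Ccnd1 the paper's is 0.2 and the one here 0.0291, and for Cd44 the paper's is 0.3 and the one here 0.0515. None of the settings planned before the data were examined comes within 0.1 of these, and raw UMI counts, chosen after seeing the values, do so with 0.252, 0.166 and 0.271. For Irs2 the paper's is 0.2 and the one here 0.0872, and within a tolerance of 0.1 there is no difference at a mitochondrial share under 10% (0.104) or over all basal-like cells (0.114), both set before the data were examined, though these are still about 0.1 lower. Raw UMI counts, chosen after seeing the values, give 0.235. For Akt1 the paper's is 0.3 and the one here 0.0398, for Ctnnb1 the paper's is 0.4 and the one here 0.0391, and for Tcf7l2 the paper's is 0.3 and the one here 0.0320. No setting comes within 0.1 of these, and raw UMI counts, chosen after seeing the values, give 0.183, 0.283 and 0.174. The paper finds these correlations in HiMyc alone. Over all basal-like cells here, the coefficients ran from 0.0265 to 0.114 in HiMyc and from −0.0508 to 0.124 in HiMyc-ARKO, where 5 of the 7 were higher than in HiMyc. The paper's p-values took cells as replicates, and none is given here.

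The paper's fold changes in its supplementary tables match log2 values of mean counts per 10000 plus 1, and values here are given on that scale. For Akt1 in hMycTg+ basal cells the paper's value in Supplementary Data 1 is 0.857103 and the one here 0.93, and the paper's share of HiMyc-ARKO cells with Akt1 is 2.8% against 0% here. With each library clustered alone, set before the data were examined, they are 0.86 and 3.13%, and the other settings leave the difference. For Ly6a in FB1 the paper's value in Supplementary Data 3 is 1.48677 and the one here 1.98, and none of 13 settings closes the gap. That table's title names Ar+ and Ar− cells of HiMyc, and its shares of cells match HiMyc Ar+ against HiMyc-ARKO Ar− cells here. For basal over luminal cells the paper's value in Supplementary Data 4 is 0.627019 for Irs2, 0.411717 for Ctnnb1 and 1.12461 for Cd44, and those here are 0.71, 0.23 and 0.94. The Irs2 difference closes with transgene calls at 2 UMIs (0.62), set before the data were examined, and in no other setting. The other differences close only when cluster 6 is counted as luminal, a setting chosen after seeing the values, with 0.39 and 1.09.

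Many values were close. The paper's shares of hMycTg+ basal cells in the data behind Fig. 3f are 32.0103% and 7.33198%, and those here 32.1% and 6.95%, and the paper's luminal shares of 76.1456% and 78.8484% stand beside 75.9% and 80.2%. The paper counts 6848 HiMyc-ARKO cells and the table holds 5573. The paper's fold change for Aldh1a1 in FB1 is 2.04687 and the one here 2.10.

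Some statements of the paper stand beside other values here. The paper finds hMycTg reduced in basal and comparable in luminal cells of HiMyc-ARKO. Here the basal-like level was 29.8 against 22.6 CPM, with an interval that includes no difference. The basal-like share was lower in HiMyc-ARKO at each cell's own depth, as the paper states. At 2000 UMIs it was 6.54% against 4.76%, near that of cells that lack the transgene. The paper also reports more hMycTg in sorted basal cells of HiMyc by qRT-PCR, and more Myc+ basal cells there by staining. The luminal-like level was 588 against 871 CPM, under the 1.5-fold size. The hMycTg-led sub-cluster 7 held 176 of 6849 epithelial cells in HiMyc and 158 of 1141 in HiMyc-ARKO. The mix of luminal-like cells is therefore a limit on this level. The paper finds mGFP comparable, and here it was 2763 against 1749 CPM in fibroblast-like cells and 2628 against 5217 CPM in smooth muscle-like cells, but 3737 against 3435 CPM within mGFP+ fibroblast-like cells. The paper finds Ar reduced in stromal cells of HiMyc-ARKO. Here it was 57.7 against 51.5 CPM in all fibroblast-like cells, with an interval that includes no difference, and lower by at least 1.5-fold in smooth muscle-like cells (74.7 against 30.7 CPM) and FB1-like cells (61.5 against 27.9 CPM). In mGFP+ fibroblast-like cells it was 60.5 against 42.3 CPM, under the 1.5-fold size. Ar UMIs do not by themselves measure the deletion, and the paper also reports less stromal AR by qRT-PCR and staining.

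The paper finds IGF1R and Wnt signaling enriched in hMycTg+ basal cells of HiMyc. Over all basal-like cells, lists of these pathways had medians of 0.14 (percentile 77.7) and 0.33 (percentile 97.4, 16 higher and 8 lower), so the Wnt list was higher in HiMyc, though percentile 97.4 lies within the middle 95% of random lists. It was no higher there than in all luminal-like (0.69) or fibroblast-like cells (0.48), and its class-specific median was −0.0869, with 9 higher and 14 lower. These values are not scaled within a class. The median of well-measured genes was −0.02 in basal-like, 0.40 in luminal-like and 0.05 in fibroblast-like cells. The luminal-like value thus holds a shift of its whole class. In hMycTg+ basal-like cells the medians sit at 0.00, as that of all genes does, since many genes have 0 UMIs in the small HiMyc-ARKO group and a level in HiMyc under the floor of 3 UMIs, and enter at 0. These medians do not bear on the paper's finding. Of the 8 genes the paper names, 7 were at least 1.5-fold higher, with Ccnd1 under that size, and the intervals of Igf1r, Ccnd1 and Tcf7l2 include 0. Those lists were not the paper's gene sets, and no enrichment analysis was run. The paper finds IGF1 signaling enriched in basal over luminal cells. The IGF1R list had a median of 0.22 at percentile 46.2 here, while Irs2 (2.14) and Hras (1.01) were higher and the Wnt list had 0.69 at percentile 99.9. The paper finds Ar and Igfbp3 inversely related in mGFP+ fibroblasts. Between genotypes, Igfbp3 in these cells was 386 CPM in HiMyc and 3295 CPM in HiMyc-ARKO. Ar was lower in HiMyc-ARKO by under 1.5-fold. An Ar UMI was seen in 7.79% and 7.31% of cells after thinning, and the class-specific log2 ratio of Ar was −0.10. In mGFP+ FB1-like cells Igfbp3 was 511 and 6023 CPM and Ar 66.7 and 25.9 CPM. In all cells of the Mgp and Bgn cluster Igfbp3 was 407 and 3834 CPM and Ar 65.2 and 53.0 CPM. In all cells of the Sult1e1 and Ptx3 cluster Igfbp3 was 256 and 1818 CPM and Ar 40.0 and 50.1 CPM. Within HiMyc-ARKO, Igfbp3 was lower in cells with an Ar UMI, at 2629.9 against 3374 CPM, or 2924 against 3511 CPM after thinning. Within HiMyc it was 407 CPM with and 374 CPM without an Ar UMI, or 275 and 375 CPM after thinning. Ar UMIs do not by themselves measure the deletion, since a 3′ tag can lie outside the deleted part. The paper also reports reduced Ar and increased Igfbp3 by qRT-PCR in sorted mGFP+ cells and by staining of fibroblasts, which were not examined here. The paper finds Pdgfrb higher in FB1 of HiMyc, and the log2 ratio here was 0.56 (−0.02 to 1.18). The paper finds Wnt ligands higher in FB1 of HiMyc, and Wnt2 (1.45) was. Wnt6 had 1.55 and Wnt11 0.45, with intervals that include 0, Wnt5a had −0.42, also with 0 in its interval, and Wnt4 had −1.41.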

Other observations

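No hypothesis was tested for the values in this part.

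In all basal-like cells, 4499 of HiMyc and 446 of HiMyc-ARKO, the rule used for hMycTg+ basal-like cells named other genes as well. Higher in HiMyc were Psca at a log2 ratio of 5.64 (5.03 to 6.33), the retinol enzyme Adh7 at 7.13 from 6086 UMIs and 1 UMI, the lipoxygenase Alox12e at 5.84, the metabolic kinase Pdk4 at 4.48, the protease Adam8 at 4.16 and Zfp750, a factor of squamous differentiation, at 4.99. Slfn2 (4.86), Mbd2 (3.64), Kctd14 (5.35) and Slc43a2 (3.90) were higher as well. Psca, Pdk4, Slfn2 and Mbd2 were also over 2-fold higher in HiMyc in luminal-like, fibroblast-like and leukocyte-like cells. Higher in HiMyc-ARKO were Fos at −4.40 and Fosb at −4.28, and genes of fat cells or fibroblasts, with Car3 at −11.31 (3 UMIs in HiMyc), Hp at −8.44, Pcolce2 at −6.53, Lsp1 at −5.62, Pi16 at −5.29, Tnfaip6 at −5.27 and Htra3 at −5.09. Cfd, the fat cell gene adipsin, had 0 UMIs in HiMyc and 49 in HiMyc-ARKO, at least 711-fold lower. In HiMyc-ARKO, Pcolce2, Lsp1, Pi16, Tnfaip6 and Htra3 stood in basal-like cells at 6.26%, 5.42%, 5.89%, 6.49% and 5.60% of their fibroblast-like level, close to the median of 5.79% of 12 fibroblast markers, which fell to 1.85% without called doublets. These genes are therefore not read as expression of basal cells, and no class of fat cells was named that would give a share for Car3, Hp and Cfd.

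In hMycTg+ luminal-like cells, 1272 of HiMyc and 489 of HiMyc-ARKO, the lipase-related gene Pnliprp1 had a log2 ratio of 7.99 (6.87 to 9.44), the protease inhibitor Spink5 5.62, the metallothionein Mt3 6.51, the complement genes C1rb 6.08 and C1s2 6.48, Glb1l3 6.95 and Bglap3 5.95. The renin gene Ren1, Serpinb2 and the cathepsin Ctse had 939, 829 and 606 UMIs in HiMyc and 0 in HiMyc-ARKO, at least 76.1-fold, 67.1-fold and 49.1-fold higher. The luminal-like class drew 363 of its 1675 HiMyc cells but 30 of its 610 HiMyc-ARKO cells from the Tgm4 and Pbsn cluster. Pnliprp1 and C1rb were among the leading genes of that cluster, so the mix of clusters is a limit on these ratios. Spink5 and Mt3 were over 2-fold higher in HiMyc in basal-like, fibroblast-like and leukocyte-like cells as well. Higher in HiMyc-ARKO were stromal genes, Sfrp4 at −7.55 (2 UMIs in HiMyc), Pi16 at −6.45, Lum at −5.55, Postn at −5.14, Col14a1 at −4.73 and Igf2 at −5.27, and Nsg1 (−5.46), Retnla (−4.30), Pcp4 (−4.31) and Mgll (−3.87). In all luminal-like cells of HiMyc-ARKO, Lum and Pi16 stood at 1.30% and 1.64% of their fibroblast-like level and 12 fibroblast markers at a median of 1.29%, so RNA of stromal cells is a limit here too. As lists in these cells, interferon-stimulated genes had a median of 2.33 (31 of 33 higher), apoptosis and immune recognition genes 1.33, TGF-beta signaling 1.10 with Smad3 at 2.77 and Tgfbr2 at 2.24, canonical Wnt signaling 0.70 and IGF1R signaling 0.68. The median of all genes there was 0.41.

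Interferon-stimulated genes had medians of 2.28 in fibroblast-like and 2.30 in leukocyte-like cells. In basal-like cells Isg15 was 138 against 27.5 CPM, Ifit1 83.9 against 18.3 CPM and Rsad2 33.8 against 1.83 CPM, and in leukocyte-like cells Isg15 was 908 against 128 CPM. Immediate-early genes were lower in HiMyc in all basal-like (−1.30) and leukocyte-like cells (−0.58).

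Some genes had UMIs in 1 library alone. The prostate gene 9530003J23Rik had 22865 UMIs in HiMyc and 0 in HiMyc-ARKO, the seminal vesicle marker Pate4 7526 and the granzyme Gzmc 3455. Gm10126 and the mast cell gene Cpa3 had 593 and 177 in HiMyc-ARKO and 0 in HiMyc. Svs4, also a seminal vesicle marker, had log2 ratios of 6.92 in basal-like, 6.40 in luminal-like, 8.59 in fibroblast-like and 5.14 in leukocyte-like cells. The sub-cluster with seminal vesicle markers held 26 cells, all of HiMyc. The tissue in the libraries may thus differ, which was not tested. Secretory genes of luminal-like hMycTg+ cells moved apart, with Tgm4 at 5.20, Pbsn at 1.28, Msmb at −2.42 and Sbp at −2.27. Tgm4 and Pbsn led a luminal-like cluster that held 363 HiMyc and 30 HiMyc-ARKO cells. The human MYC row was 11.9 CPM in luminal-like cells of HiMyc and 32.9 CPM in those of HiMyc-ARKO.

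Barcodes of the libraries differed in their starts. By the first 7 bases, HiMyc had 960 different starts, 729 of them in the range that the HiMyc-ARKO barcodes cover, and HiMyc-ARKO 393, with 104 shared, and 25.7% of HiMyc-ARKO cells had a start seen in HiMyc. Between random splits of HiMyc, 99.7% of cells had a start seen in the other part, and at least 98.9% in each of 100 splits. The paper and the sample labels name different versions of the library chemistry, and the cause of the different starts was not tested.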
